# Deciphering the Transcriptomic Signatures of Aging Across Organs in Mice

**DOI:** 10.1111/acel.70357

**Published:** 2026-01-08

**Authors:** Sarah Morsy, Enzo Scifo, Kan Xie, Kristina Schaaf, Jenny Russ, Stefan Paulusch, Elena De Domenico, Paolo Salomoni, Daniele Bano, Dan Ehninger

**Keywords:** aging, mouse organs, qPCR, trajectories, transcriptomics

## Abstract

Aging, a major risk factor for numerous diseases, is associated with significant transcriptional changes across organs. However, the age of onset, extent of transcriptomic changes and how they unfold are not fully understood. We performed bulk RNA sequencing on eight organs (brain, heart, kidney, liver, lung, skeletal muscle, spleen, and testis) from male C57BL/6J mice across much of the murine lifespan covering 3‐, 5‐, 8‐, 14‐, 20‐ and 26‐month‐old animals. Our analysis revealed that age‐related transcriptomic shifts vary in both timing and extent, with early shifts in lung, spleen, and testis; mid‐life changes in heart, kidney, and skeletal muscle; and later alterations in brain and liver. The extent of age‐related transcriptomic changes ranged from very low (testis) to high (kidney, liver, spleen). A linear mixed‐effects model identified genes with tissue‐specific aging trajectories. By integrating hub gene analysis and functional enrichment, we uncovered aging signatures that are either tissue‐specific or shared across multiple organs, including those related to immune response, mitochondrial dysfunction, extracellular matrix remodeling, and cellular senescence. This study provides a systems‐level resource for advancing aging research.

## 1 Introduction

Aging is characterized by a progressive accumulation of molecular damage across multiple biological levels‐cells, tissues, and organs‐culminating in functional decline, increased disease susceptibility, and ultimately death (Gladyshev 2013). Although various hypotheses have been proposed to explain the biological underpinnings of aging, the precise molecular mechanisms driving these changes remain incompletely understood (Keshavarz, Xie, Bano, and Ehninger 2023; Keshavarz, Xie, Schaaf, et al. 2023; Lopez‐Otin et al. 2013). Specifically, the key drivers and heterogeneity of transcriptomic changes across organs, their extent or age of onset, have not been sufficiently explored.

In recent years, high‐throughput omics technologies‐including genomics, epigenomics, transcriptomics, and proteomics‐have been increasingly leveraged to investigate the complex, multifactorial nature of aging (Davie et al. 2018; Schaum et al. 2020; Sen et al. 2016; Takasugi et al. 2024; Zou et al. 2000). Among these, transcriptomic profiling has been particularly informative in uncovering age‐related gene expression changes. However, many rodent transcriptomic studies have been restricted to single‐organ analyses (Graber et al. 2023; Takemon et al. 2021; White et al. 2015), thereby limiting their ability to capture systemic aging signatures or inter‐organ aging dynamics. A transcriptomic study of aging kidney revealed that immune‐related genes were upregulated, while those encoding heat shock proteins were downregulated (Takemon et al. 2021). Similarly, genes associated with immune response and lipid metabolism were upregulated and downregulated, respectively, in the mouse liver (White et al. 2015). Moreover, a recent report determined downregulation of genes related to redox balance, mitochondrial electron transport chain (ETC), and upregulation of genes encoding heat shock proteins in the aging mouse skeletal muscle (Staunton et al. 2022).

Despite these tissue‐specific findings, comprehensive multi‐organ insights into systemic aging remain limited. Notably, a large‐scale study by Schaum et al. identified inflammatory, mitochondrial, and proteostasis‐related gene expression changes shared across several organs. In addition, they reported variability in the onset and intensity of transcriptomic changes between organs (Schaum et al. 2020). Similarly, Shavlakadze et al. demonstrated inter‐organ enrichment of inflammatory and mitochondrial pathways in aging rats (Shavlakadze et al. 2019). Even when multi‐tissue studies were conducted, they often suffered from small sample sizes or limited age coverage, reducing statistical power and the ability to resolve complex expression trajectories over time (Schaum et al. 2020; Takasugi et al. 2024).

Additionally, the common reliance on pairwise comparisons between specific age groups in many studies imposes methodological constraints. While pairwise comparisons can identify differences between selected time points, they are limited in their ability to detect gradual, non‐linear, or late‐onset transcriptional changes over time. This approach can also introduce biases based on the arbitrary selection of comparison groups, potentially obscuring broader aging patterns.

Here, we performed bulk RNA sequencing of eight major organs‐brain, heart, kidney, liver, lung, skeletal muscle, spleen, and testis‐harvested from male C57BL/6J mice at six age stages spanning young adulthood to late life (3, 5, 8, 14, 20, and 26 months). We selected these organs based on their known vulnerability to aging in both mice and humans, spanning multiple physiological systems.

Toward addressing some of the shortcomings from previous studies and capturing overarching age‐associated transcriptomic dynamics, we employed an experimental design with a large sample size (*N* = 45) and profiled changes using the likelihood ratio test (LRT) framework. Unlike pairwise comparisons which assess significance of changes at any two levels of a given factor, the LRT provides an overall measure of significance for differences across all levels and therefore minimizes potential biases arising from any two levels (Love et al. 2014).

By integrating clustering, trajectory, and network analyses, we further dissected common as well as organ‐dominant transcriptional changes and key gene hubs associated with aging. This system‐wide approach provides a comprehensive view of transcriptomic aging signatures and offers novel insights into molecular features associated with aging across tissues in mice. Interestingly, the onset of age‐associated transcriptomic changes varied considerably across organs. Early transcriptional shifts were observed in the lung, spleen, and testis, whereas the brain and liver demonstrated a delayed onset. The heart, kidney, and skeletal muscle displayed intermediate, mid‐life activation of aging‐related transcriptional programs. Our analysis revealed that the liver, kidney, and spleen exhibited the most pronounced age‐associated transcriptomic changes compared to the other organs. Transcriptomic changes in the other organs were either modest (lung, heart, skeletal muscle) or minimal (brain and testis). In both the liver and spleen, transcriptomic profiles remained relatively stable from young adulthood to mid‐life. In contrast, the kidney showed a more variable pattern, with fluctuations in gene expression from young adulthood to mid‐life, followed by a rapid shift in late life and a subsequent decline at the oldest age.

To better capture the complexity of aging across tissues, we employed linear mixed‐effects modeling (LMM) to identify genes whose age‐related expression trajectories significantly differ between organs. Unlike traditional approaches that assess each tissue in isolation, this integrative model jointly analyzes data across tissues while accounting for matched sampling from individual animals. By incorporating a random intercept for each mouse and testing the interaction between age and tissue, LMM enables the detection of tissue‐specific transcriptomic aging dynamics. This approach offers greater statistical rigor and power in identifying divergent and convergent aging signatures across organs, highlighting organ‐specific regulatory programs and shared systemic responses.

Consistent with proposed hallmarks of aging, signatures of immune activation/inflammatory responses, extracellular matrix (ECM) remodeling and mitochondrial dysfunction emerged as shared transcriptomic features across most organs, except for the testis. Additionally, cellular senescence‐related pathways were particularly enriched in the kidney, liver, and spleen. Beyond these shared patterns, we identified distinct organ‐enriched aging signatures. For instance, the liver showed dysregulated lipid metabolism; the lung was characterized by changes in detoxification pathways, while the spleen exhibited transcriptional alterations related to ribosome biogenesis and loss of proteostasis.

Complementing these findings, network analysis of differentially expressed genes (DEGs) identified enriched gene hubs within each organ. These hubs not only corroborated the trajectory‐based insights but also highlighted potential key drivers of aging at the organ level, offering new targets for mechanistic exploration.

## 2 Results

### 2.1 Diverse Age‐Associated Differential Gene Expression Patterns Across Organs

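The deposited tables cover liver, kidney, lung, heart, skeletal muscle and testis of 45 male mice, with 1 column per mouse and organ and 270 columns in all. The mice were 3 months (M) old (n = 7), 5 M (n = 9), 8 M (n = 8), 14 M (n = 9), 20 M (n = 7) and 26 M (n = 5), and every mouse has a column in each of the 6 tables. The authors prepared mRNA libraries by a ligation-mediated protocol with PCR and without molecular identifiers, so PCR copies of a molecule were counted as separate reads. They trimmed the reads, aligned them to the mouse genome GRCm38 with HISAT2, counted the reads on each gene and divided the counts of each organ by DESeq2 size factors. The deposited unit is therefore a normalized count, scaled within each organ. In every library 100% of the values were whole multiples of 1 step, so the whole reads behind them could be recovered. The recovered reads on genes ranged from 2877807 to 15849909 per library in the table labelled liver, from 3809071 to 28477006 in kidney, from 2356992 to 14397811 in lung, from 4939294 to 26695381 in heart, from 5368121 to 20108970 in skeletal muscle and from 9421532 to 19848304 in testis. The median depth of the libraries labelled liver was 5874223 reads at 3 M, 5344920 at 5 M, 6293866 at 8 M, 6139867 at 14 M, 8471219 at 20 M and 11457931 at 26 M, so the late ages were sequenced more deeply. In kidney the medians at the same ages were 5839099, 6429114, 6418119, 6959629, 6252196 and 6511087 reads. In lung they were 10059751, 7216161, 8237762, 5602781, 6072887 and 11786962 reads, and in heart 7905775, 9526747, 6530503, 7161881, 7092680 and 10413977 reads. Skeletal muscle had medians of 9850593, 9566973, 10522690, 10837700, 9948984 and 9597490 reads, and testis had medians of 12554617, 12510800, 13558846, 12357947, 12156316 and 11980012 reads.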

We investigated transcriptomic changes in 8 organs (brain, heart, kidney, liver, lung, skeletal muscle, spleen and testis) from male C57BL/6J mice at 6 age points (3, 5, 8, 14, 20, and 26 months), using bulk RNA sequencing (Figure 1A). 

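Genes with at least 10 normalized counts in at least 5 of the 45 libraries of an organ were tested. A pseudocount of 1 was added, and the log2 values were fitted with limma, whose moderated F-test compared the 6 age groups within each organ. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and genes with an adjusted p of at most 0.05 were counted as DEGs. The direction of each gene was taken from its late change, the mean of the 20 M and 26 M groups minus the mean of the 3 M, 5 M and 8 M groups on the log2 scale, tested as a contrast of the same fit. Some column names carry an unexplained suffix b, in 5 libraries labelled liver, 7 of kidney, 14 of lung, 18 of heart, 1 of skeletal muscle and 0 of testis, and this was treated as a possible batch. The first principal component of all tested genes in heart held 30.5% of the variance and split the mice into sets of 24 and 21, which each held mice of every age and also differed in the other organs. Before the relations across samples were reported, the identity of each library was checked with lists of marker genes of tissues. In the table labelled liver, the cardiomyocyte list was the largest list in 28 of the 33 libraries at 3 to 14 M and in 0 of the 12 libraries at 20 and 26 M. Of the 15 lists, the hepatocyte list was the largest in 13 libraries labelled liver, the kidney tubule list in 2 and the brain list in 2, with 1.05% of the reads at 5 M and 1.09% at 26 M. The median of the cardiac gene *Myh6* in the libraries labelled liver was 250731 normalized counts at 3 M, 142409 at 5 M, 161035 at 8 M, 228773 at 14 M, 6.14 at 20 M and 3.17 at 26 M. For 14 libraries labelled liver, all between 3 and 14 M, the recovered reads were identical gene by gene to those of the heart library of the same mouse. For mouse c1378 of 8 M the 2 libraries were nearly identical, with an r of 0.999936 on log2 values. They held 6259501 reads under the liver label and 6265599 under heart, and differed in 2224 genes. These libraries were kept under their labels, and results from this table are given for libraries labelled liver.

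**Figure D1:**
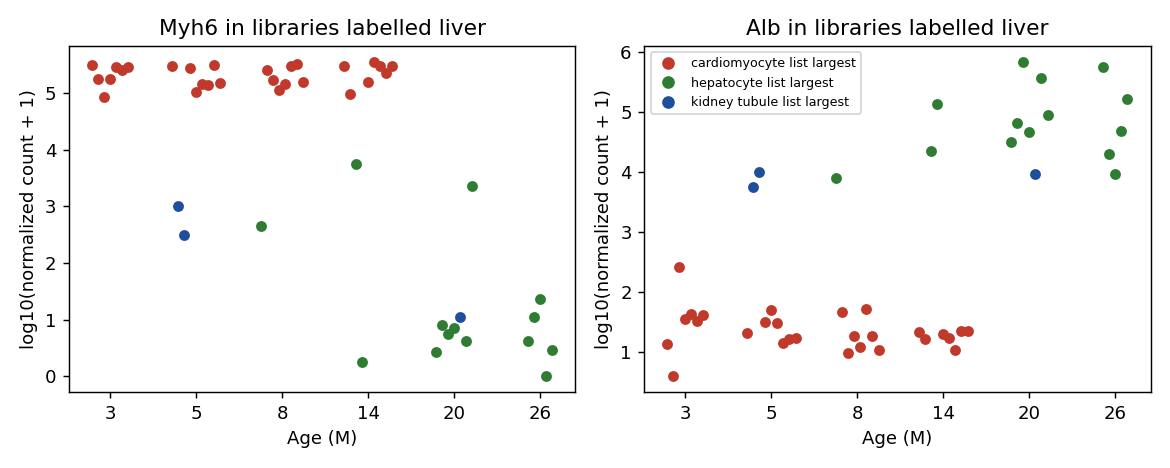
Log10(normalized count + 1) of *Myh6* and *Alb* in each of the 45 libraries labelled liver against age in months, with points coloured by the largest of the cardiomyocyte, hepatocyte and kidney tubule lists. *Myh6* lies high in most libraries from 3 to 14 M and low in the 12 libraries at 20 and 26 M, where *Alb* is high.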

To identify differentially expressed genes, we employed a likelihood ratio test (LRT) using a reduced model across all age groups, enabling robust detection of age‐related global gene expression shifts in multiple organs (Bullard et al. 2010) (Figure 1A and Table S1). Furthermore, we evaluated gene expression trajectories of identified DEGs (Figure 1B) using heatmaps and Mfuzz, respectively. To gain insight into age‐associated gene expression changes across mouse organs, we evaluated the overlap of DEGs using set‐based and network visualization approaches (Figure 1C,D). Our analyses revealed a wide range of differential gene expression (DEG) patterns across organs, reflecting the heterogeneous impact of aging on tissue transcriptomes. The liver, kidney, spleen and lung displayed the most extensive transcriptional alterations, with 9645, 6964, 4418 and 604 differentially expressed genes (DEGs), respectively (Figure 1D and Table S2). In contrast, the heart, skeletal muscle, brain and testis exhibited fewer age‐associated DEGs (342, 290, 176 and 29, respectively), suggesting a more limited transcriptomic response to aging in these tissues (Figure 1D and Table S2). 

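Among 17400 tested genes, 7862 were DEGs in the libraries labelled liver, of which 3690 were higher and 4172 lower at late ages, and 9055 genes had an unadjusted p of at most 0.05. The balance of directions changed with the method, with 5058 higher and 3102 lower by edgeR. Of the 15 marker lists, the cardiomyocyte list was the largest in 28 of the 33 libraries labelled liver before 20 M. From 20 M, the hepatocyte list was the largest in 10 of the 12, the kidney tubule list in 1 and the brain list in 1. Late libraries could hold kidney reads as well, as that of mouse c3667 of 26 M had 1.16% on the kidney tubule list and 1.67% on the hepatocyte list. The count moved most when the first 2 components of the marker lists of foreign tissues were added as covariates, an alternative chosen after seeing the data, with which 1 gene remained. In kidney, 5241 of 16839 tested genes were DEGs, 2957 higher and 2284 lower. In lung, 8 of 21257 tested genes passed, 7 higher and 1 lower, while 2063 genes had an unadjusted p of at most 0.05. The largest change among these genes of the lung was that of *Jchain*, which had a late change of 2.78 (standard error 0.44, adjusted p = 0.0283 from limma's F-test). The lung count rested on single mice, since it was 236 without 1 mouse of 26 M and 1 without another. The DESeq2 likelihood ratio test on the recovered reads gave 9655 DEGs in the libraries labelled liver (with 5181 higher and 3726 lower among those with a limma late change), 7011 in kidney and 617 in lung. With suffix b as a batch term, chosen after seeing the data, the counts were 8946, 4549 and 1 for these organs. With the sets of mice as a block, also chosen after seeing the data, they were 8263, 5906 and 206.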

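In heart, 79 of 15842 tested genes were DEGs, 66 higher and 13 lower at late ages, and 824 genes had an unadjusted p of at most 0.05. In skeletal muscle, 104 of 17430 genes passed, 48 higher and 56 lower, and the unadjusted count was 1055. The balance of directions in skeletal muscle changed with the method. It was 53 higher and 40 lower by edgeR and 176 and 112 by the likelihood ratio test, but 43 and 57 with quantile normalization. In testis, 11 of 19613 genes passed, 7 higher and 4 lower, and the unadjusted count was 586. Of these 11 genes, *Osbpl1a* had the smallest p, with a late change of -0.43 (standard error 0.05, adjusted p = 3.49e-06 from limma's F-test). *Fetub* rose by 1.37 on the log2 scale (standard error 0.20, adjusted p = 0.0019) in testis. The likelihood ratio test on recovered reads gave 341 DEGs in heart, 288 in skeletal muscle and 28 in testis. With the suffix as a batch term, 96 genes passed in heart and 120 in skeletal muscle, and testis holds no library with it. With the sets of mice as a block, 380 genes passed in heart, 186 in skeletal muscle and 12 in testis. From the smaller numbers in these organs, the paper proposes a more limited transcriptomic response to aging than in liver, kidney and lung.

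**Figure D2:**
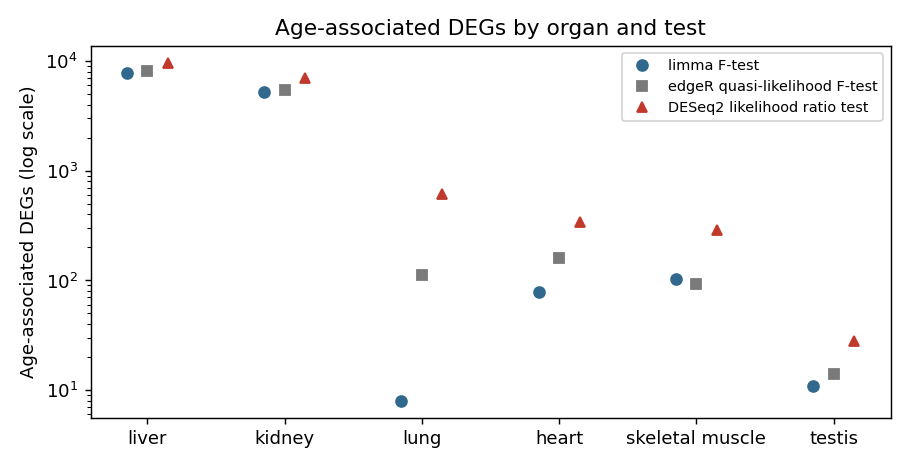
Number of DEGs in each of the 6 organs by limma, by the edgeR quasi-likelihood F-test and by the DESeq2 likelihood ratio test, on a log axis. The 3 tests rank the table labelled liver first and kidney next, and they differ most in lung.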

Notably, 1125 DEGs were shared between liver, kidney, and spleen (Figure 1E), highlighting a core set of genes underpinning aging‐related remodeling in these organs.

**FIGURE 1:**
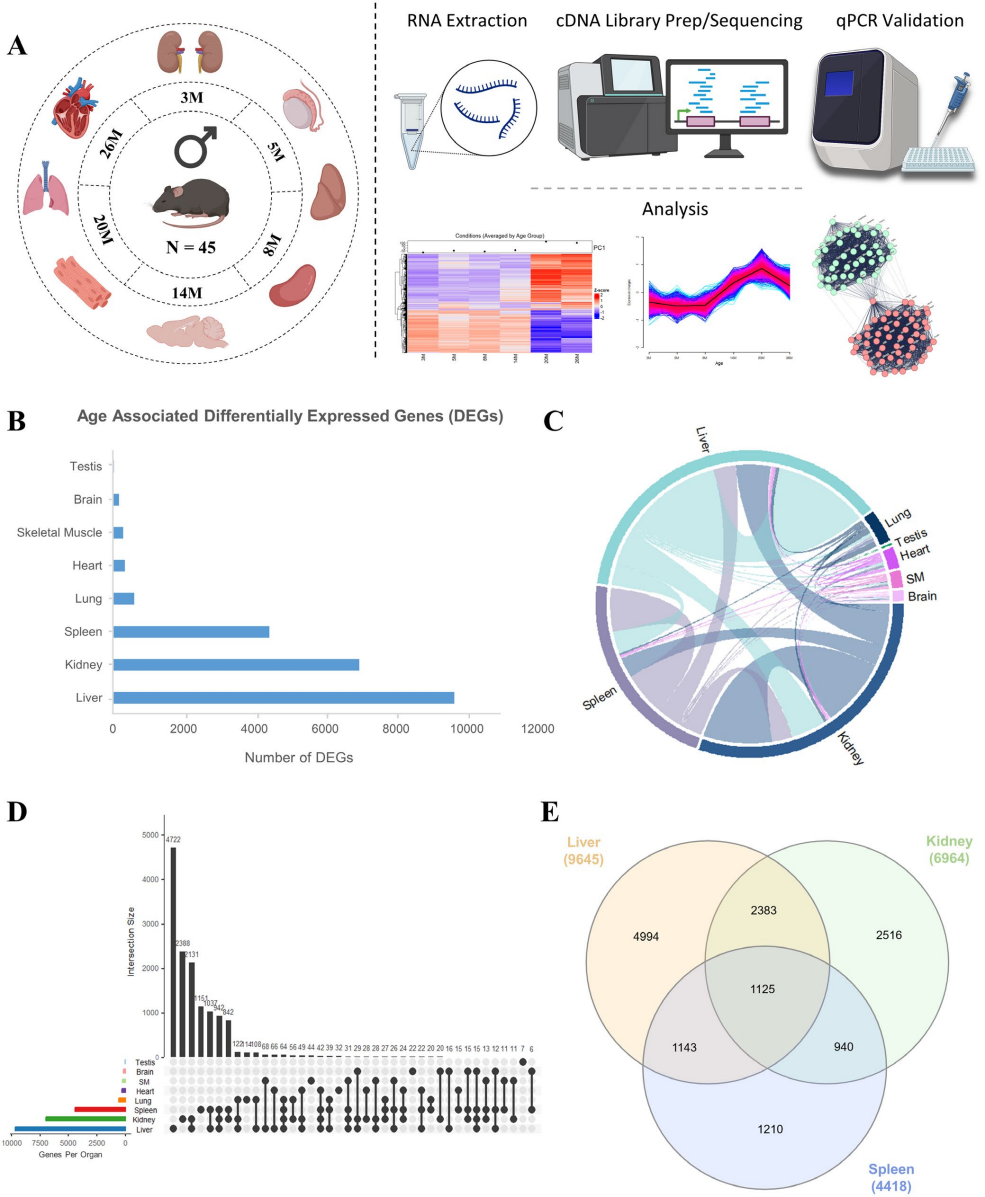
Experimental design and distribution of differentially expressed genes (DEGs) across organs. (A) Schematic representation of the experimental workflow. Male C57BL/6J mice at six different age points (3, 5, 8, 14, 20, and 26 M) were used to examine age‐related gene expression changes across multiple organs (liver, kidney, spleen, lung, skeletal muscle, heart, brain, and testis) from a single experiment. Biological replicates were used in the study for each age group, with for instance: 7 (3 and 20 months), 9 (5 and 14 months), 8 (8 months), and 5 (26 months). The workflow includes tissue collection, mRNA extraction, cDNA preparation and sequencing, qPCR validation and data analysis. Data processing steps included clustering of DEGs, trajectory analysis, and network analysis for the identification of age‐associated gene hubs. Figure generated using BioRender.com. (B) Summary of the total DEGs in each organ. (C) Circos plot illustrating shared and unique DEGs across different organs highlighting the overlap and distinct gene sets associated with aging in each organ. (D) UpSet plot showing intersections of DEGs among the eight assessed organs, with bar heights representing the number of genes shared across various organ combinations. (E) Venn diagram of shared DEGs across the liver, kidney, and spleen. M, months; SM, skeletal muscle. Source data are available online for this figure.

### 2.2 Gene Expression Analyses Across Ages and Organs Show That Aging‐Related Changes Vary in Timing and Magnitude

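The values of each DEG were turned into z-scores across the 45 libraries of an organ and averaged within each age group. The first principal component (PC1) of these age-group means was computed, and each mouse was then projected onto it. PC1 took 91.6% of the variance between age groups in the libraries labelled liver, 61.0% in kidney, 88.7% in lung, 87.8% in heart, 80.0% in skeletal muscle and 90.7% in testis. The bootstrap SD of these shares was between 2.38 and 4.20 percentage points. Over the 45 single libraries instead of the means, the share was 50.5% in heart and 29.1% in kidney. As the DEGs were selected for a difference between ages, PC1 follows age by construction, and its values were not tested again.

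**Figure D3:**
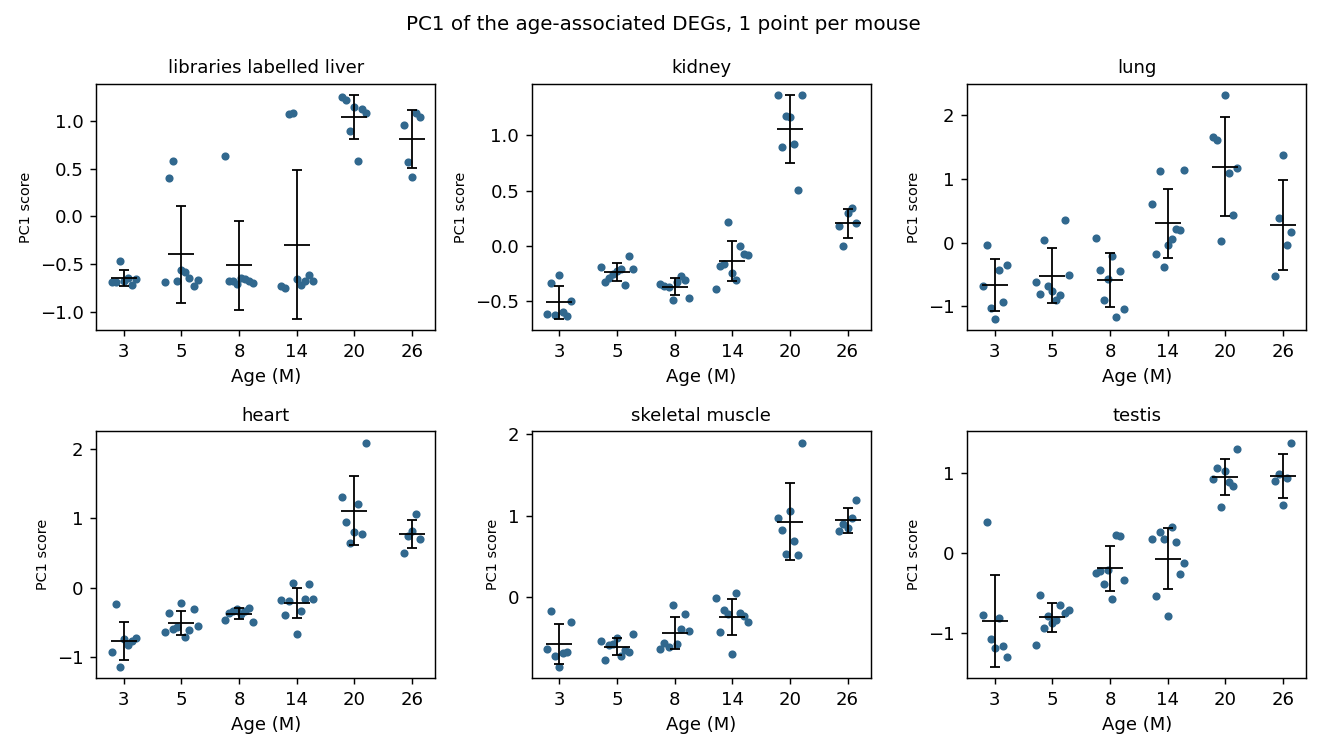
PC1 score of each mouse (points) against age in months in the 6 organs, with the mean of each age group (bar) and its SD (error bar). The mean at 20 M lies above the means at 3 to 8 M in each organ.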

To further explore the molecular dynamics of aging, we generated heatmaps of DEGs and conducted Principal Component Analysis (PCA) across 8 organs (Figure 2A–H), focusing on the first principal component (PC1) to capture age‐related transcriptomic trends (Table S3). These visualizations provided a comprehensive view of gene expression trajectories with age, revealing key differences in the onset, rate, and magnitude of transcriptional changes across the different organs.

**FIGURE 2:**
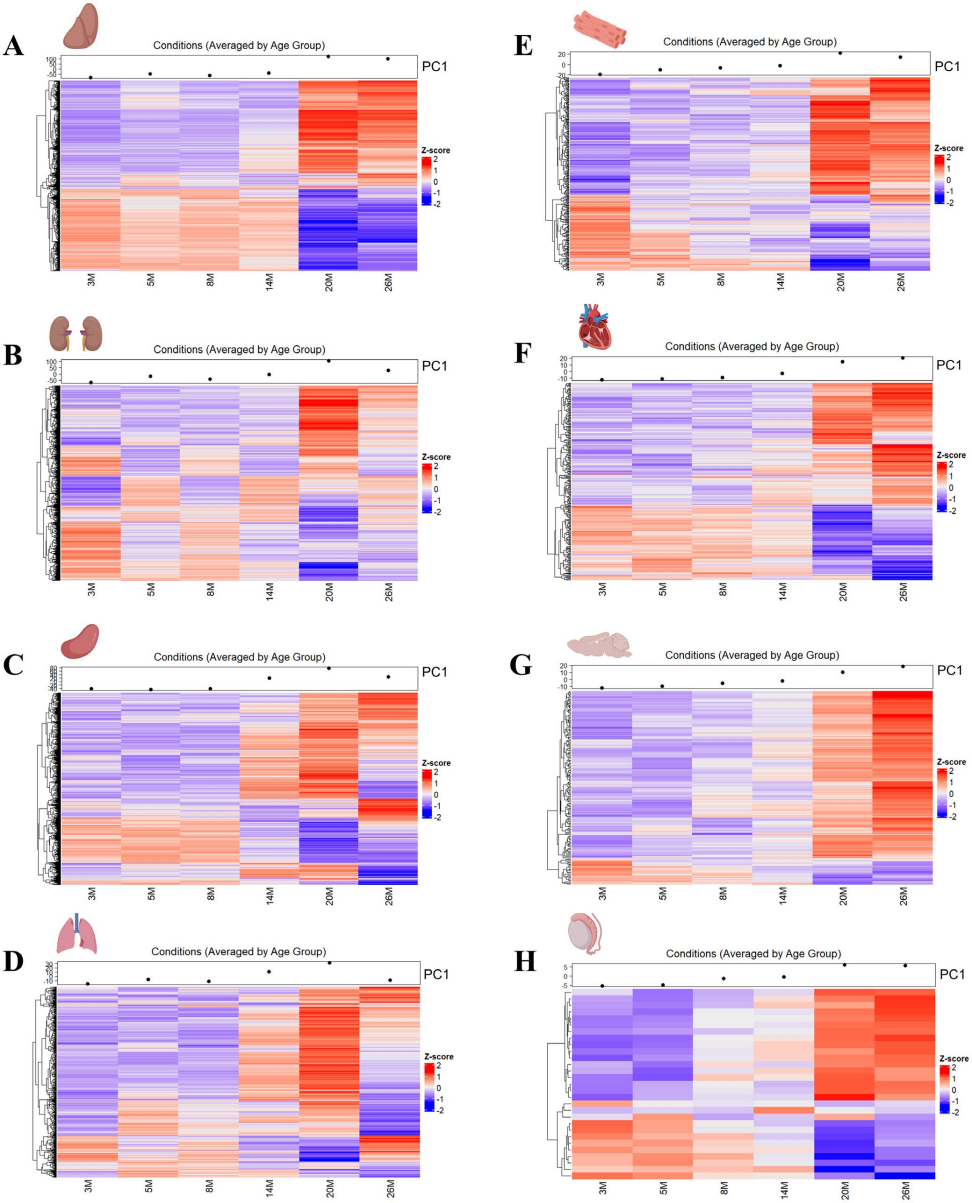
Differential expression profiles featuring age‐associated gene expression changes in liver, kidney, spleen, lung, skeletal muscle, heart, brain, and testis. (A–H) Heatmaps of differentially expressed genes (DEGs) across six age groups (3 M, 5 M, 8 M, 14 M, 20 M, and 26 M) for each organ: Liver (A), kidney (B), spleen (C), lung (D), skeletal muscle (E), heart (F), brain (G) and testis (H). Genes (rows) are clustered (Euclidean) based on similarity in expression patterns across ages (columns). The color gradient represents the z‐scored expression levels, with red indicating upregulation and blue indicating downregulation relative to each gene's mean expression across of all age groups. The top dot plots display the principal component 1 (PC1) trajectory of the z‐scored expression profiles, highlighting shifts in gene expression across ages. The variance explained by PC1 is for the liver (88.7%), kidney (58%), spleen (57%), lung (60.6%), skeletal muscle (70.3%), heart (75.6%), brain (81.8%), and testis (84.5%). Source data are available online for this figure.

The liver displayed a distinct pattern of resistance to early aging‐related changes, maintaining stable gene expression from 3 to 14 months before a sharp shift occurred at 20 months and stabilized by 26 months (Figure 2A). In contrast, the kidney, spleen, and lung exhibited earlier transcriptomic alterations. These organs remained stable until 8 months but underwent progressive changes peaking at 20 months, with partial reversal by 26 months (Figure 2B–D). 

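In the libraries labelled liver, the mean PC1 score was -0.646 ± 0.0852 (SD, n = 7) at 3 M, -0.397 ± 0.506 (n = 9) at 5 M, -0.512 ± 0.463 (n = 8) at 8 M and -0.295 ± 0.780 (n = 9) at 14 M. It was 1.04 ± 0.231 (n = 7) at 20 M and 0.811 ± 0.302 (n = 5) at 26 M. Between 8 and 3 M, 0 genes differed after adjustment and 73 before, and between 14 and 8 M 0 genes differed after adjustment and 551 before. Between 20 and 14 M, 7083 genes differed, 3089 higher and 3994 lower at 20 M. Between 26 and 20 M, 0 genes differed after adjustment and 902 before. The step between 14 and 20 M was also the step at which the largest marker list of most libraries labelled liver went from cardiomyocyte to hepatocyte. At 14 M, the scores ranged from -0.745 to 1.08, and 2 of the 9 libraries had the hepatocyte list as the largest.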

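In kidney, PC1 was -0.513 ± 0.152 (SD, n = 7) at 3 M, -0.240 ± 0.0801 (n = 9) at 5 M, -0.369 ± 0.0766 (n = 8) at 8 M, -0.137 ± 0.179 (n = 9) at 14 M, 1.06 ± 0.307 (n = 7) at 20 M and 0.205 ± 0.132 (n = 5) at 26 M. No kidney gene differed between 8 and 3 M after adjustment (0, with 608 before), and 109 genes differed between 14 and 8 M, 97 of them higher at 14 M. Between 20 and 14 M, 3817 kidney genes differed, 2119 higher and 1698 lower, and between 26 and 20 M 1075 differed, 549 higher and 526 lower. In lung, PC1 was -0.667 ± 0.414 (n = 7) at 3 M, -0.523 ± 0.431 (n = 9) at 5 M, -0.586 ± 0.427 (n = 8) at 8 M, 0.306 ± 0.544 (n = 9) at 14 M, 1.19 ± 0.777 (n = 7) at 20 M and 0.279 ± 0.703 (n = 5) at 26 M. In lung, 0 genes differed between 8 and 3 M (169 before adjustment), between 14 and 8 M (1614 before) or between 20 and 14 M (1403 before). With the sets of mice as a block, chosen after seeing the data, 2 lung genes differed between 20 and 14 M. Between 26 and 20 M, 2 lung genes differed, 1 in each direction, with 2440 before adjustment, and this count was 155 without 1 of the mice of 26 M. The SD between mice of an age was larger in lung than in kidney at each of the 6 ages.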

Notably, the spleen and lung displayed a more rapid onset compared to the gradual progression observed in the kidney during this period. The skeletal muscle showed an earlier onset of transcriptional alterations, with shifts beginning as early as 8 months after an initial period of stability (3–5 months). These changes peaked at 20 months and were maintained at similar levels through 26 months, indicating greater susceptibility to early age‐related alterations (Figure 2E). 

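In skeletal muscle, PC1 was -0.579 ± 0.245 (SD, n = 7) at 3 M, -0.610 ± 0.104 (n = 9) at 5 M and -0.438 ± 0.198 (n = 8) at 8 M. Between 8 and 3 M, 0 genes of skeletal muscle differed after adjustment and 347 before. Between 14 and 8 M, 0 genes differed after adjustment and 224 before.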

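PC1 of skeletal muscle rose from -0.244 ± 0.225 (SD, n = 9) at 14 M to 0.926 ± 0.476 (n = 7) at 20 M, and was 0.945 ± 0.154 (n = 5) at 26 M. Between 20 and 14 M, 34 genes of skeletal muscle differed, 15 higher and 19 lower, with 984 before adjustment, and 64 differed with the sets of mice as a block, chosen after seeing the data. Between 26 and 20 M, 1 gene differed, with 1334 before adjustment, and this was *Gm29506*, higher at 26 M by 2.26 on the log2 scale (adjusted p = 0.00547 from limma). With the fit of the pair of age groups alone, 2 genes differed between 20 and 14 M in skeletal muscle and 0 between 26 and 20 M.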

A similar pattern of age‐related transcriptomic changes with the kidney, spleen, and lung was observed in the heart until 20 months, followed by a continued increase in changes even at 26 months (Figure 2F). Similarly, to the liver, the brain remained largely stable until 14 months but in addition exhibited increased transcriptomic changes at 20 and 26 months, as observed in the heart (Figure 2G). 

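In heart, PC1 was -0.769 ± 0.274 (SD, n = 7) at 3 M, -0.510 ± 0.171 (n = 9) at 5 M, -0.375 ± 0.0727 (n = 8) at 8 M and -0.223 ± 0.223 (n = 9) at 14 M. It was 1.11 ± 0.495 (n = 7) at 20 M and 0.768 (n = 5, range 0.504 to 1.06) at 26 M, a difference smaller than the SD at 20 M. Between 20 and 14 M, 19 heart genes differed, 14 higher and 5 lower, with 913 before adjustment, and 190 differed with the sets of mice as a block, chosen after seeing the data. Between 26 and 20 M, 0 heart genes differed after adjustment and 300 before. Between 8 and 3 M and between 14 and 8 M, 0 genes of the heart differed, with 495 and 96 before adjustment.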

Interestingly, the persistent increase in transcriptomic changes in both the heart and brain at 26 months suggests sustained late‐life transcriptional remodeling in both organs. The testis displayed a similar profile of transcriptomic changes as observed in the skeletal muscle (Figure 2H). Collectively, aging‐associated alterations remain relatively stable across all assessed organs from 3 to 8 months, followed by a pronounced transition thereafter. 

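In testis, PC1 was -0.848 ± 0.579 (SD, n = 7) at 3 M, -0.802 ± 0.180 (n = 9) at 5 M, -0.192 ± 0.280 (n = 8) at 8 M, -0.0688 ± 0.386 (n = 9) at 14 M, 0.948 ± 0.224 (n = 7) at 20 M and 0.962 ± 0.279 (n = 5) at 26 M. The component rests on the 11 DEGs of the testis, and it was 0.390 in 1 mouse of 3 M. Between 8 and 3 M, 14 and 8 M, 20 and 14 M and 26 and 20 M, 0 testis genes differed after adjustment, with 736, 514, 824 and 511 before. With the sets of mice as a block, chosen after seeing the data, 1 testis gene differed between 20 and 14 M.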

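Between 8 and 3 M, 0 genes passed after adjustment in any of the 6 organs. The unadjusted counts for this contrast ranged from 73 in the libraries labelled liver to 736 in testis. Between 5 and 3 M, a contrast chosen after seeing the data, 1942 kidney genes differed, 1009 higher and 933 lower at 5 M, with 4501 before adjustment. This count was 971 with suffix b as a batch term and 870 with the foreign-tissue components as covariates. The balance of directions changed by edgeR, with which 2236 kidney genes differed between 5 and 3 M, 768 higher and 1468 lower. In the other organs 0 genes differed between 5 and 3 M, with 254 in the libraries labelled liver to 829 in lung before adjustment. Between 8 and 5 M, also chosen after seeing the data, 0 genes differed in any organ, with 52 in the libraries labelled liver to 1995 in kidney before. The step from 14 to 20 M had the largest adjusted count in the libraries labelled liver, kidney, heart and skeletal muscle, and in lung and testis 0 genes passed at it. The paper concludes that expression is relatively stable up to 8 M and that a transition follows.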

Notably, the testis and skeletal muscle deviate from this pattern, displaying distinct early, mid, and late‐phase changes across the lifespan.

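The distance between the highest and the lowest age-group mean of PC1 was 1.69 in the libraries labelled liver (pooled SD within ages 0.484), 1.57 in kidney (0.170), 1.86 in lung (0.549), 1.88 in heart (0.265), 1.56 in skeletal muscle (0.257) and 1.81 in testis (0.344). These distances are in units of z-scores over each organ's own DEGs, so they do not rise with the number of DEGs. Relative to the spread within ages, the distance was largest in kidney and smallest in lung.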

Importantly, the overall magnitude of transcriptional changes as indicated by PCA also varied significantly between organs, ranging from very low (testis), low (brain and heart), moderate (lung and skeletal muscle), to high (kidney, liver and spleen) (Figure 2A–H). These findings provide a nuanced understanding of the temporal and organ‐specific dynamics of aging, emphasizing shared and unique patterns in the onset and magnitude of transcriptomic changes.

### 2.3 Temporal Trajectories and Functional Characterization of Age‐Associated Genes Across Organs and Life Stages

To unravel the complex transcriptomic landscape of aging across different organs, we applied a multilayered analytical approach. We first performed time series clustering of DEGs using Mfuzz, focusing on dynamic expression patterns over the lifespan (see “Materials and methods”, section 4.4). Each organ exhibited distinct cluster‐specific gene expression trajectories, reflecting diverse molecular changes. The most prominent clusters and their corresponding gene hub interaction networks are shown for the liver (Figure 3A), kidney (Figure 3B), spleen (Figure S1), lung (Figure S2A), and skeletal muscle (Figure S2B).

**FIGURE 3:**
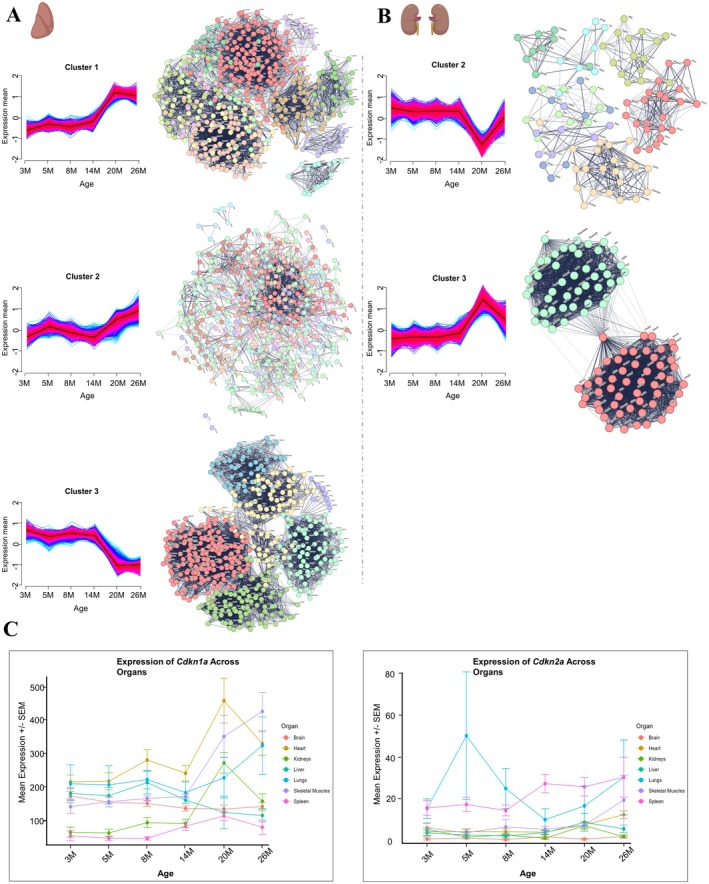
Age‐associated gene expression trajectories and hub gene network analyses in liver and kidney. (A–B) Mfuzz clustering of z‐scored expression profiles of differentially expressed genes (DEGs) reveals distinct temporal expression trajectories across aging in liver (A) and kidney (B). Each subpanel shows cluster‐specific expression patterns over time, with average trajectories highlighted. Next to each cluster plot, gene interaction networks of top hub genes are displayed. Hub genes were identified using maximal clique centrality (MCC) scores via CytoHubba and visualized in STRING based on STRING protein–protein interaction data. Nodes represent genes, and edges represent functional associations, highlighting highly connected nodes (“hubs”), with potential roles in coordinating functional networks. For network visualization, the following numbers of top hub genes per cluster were used: Liver‐top 500 genes and kidney‐top 100 genes. (C) Line plots showing the expression dynamics of senescence markers Cdkn1a and Cdkn2a across the six age groups in each organ. Lines are color‐coded by organ, illustrating distinct, organ‐specific temporal expression profiles of these key genes during aging.

In the liver, three main gene expression patterns emerged, with clusters 1 and 3 showing the strongest signals. 

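Fuzzy c-means clustering with 3 clusters was applied to the z-scored age-group means of the 7862 DEGs of the libraries labelled liver. The cluster of rising genes held 3688 genes (46.9%), with mean z-scores of -0.862 at 3 M, -0.512 at 5 M, -0.667 at 8 M, -0.343 at 14 M, 1.32 at 20 M and 1.06 at 26 M. With k-means in place of fuzzy clustering, the largest cluster was a falling one with 53.0% of the genes. Most libraries labelled liver at 3 to 14 M hold cardiomyocyte transcripts, so a gene of hepatocytes rises at 20 M in this table.

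**Figure D4:**
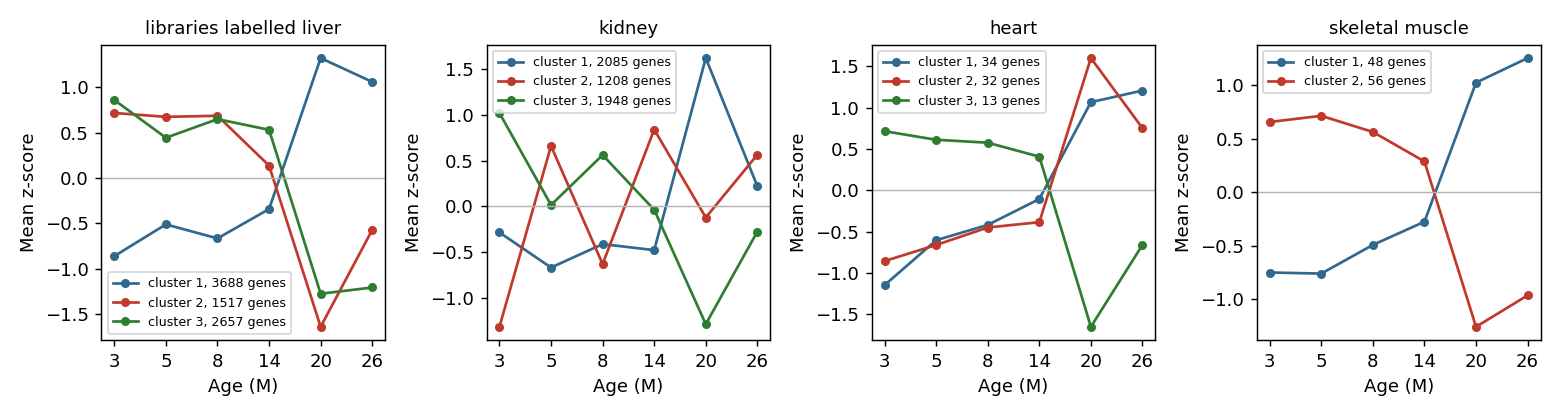
Mean z-score of each trajectory cluster (lines) against age in months in the libraries labelled liver, kidney, heart and skeletal muscle, with the number of genes in each cluster. The rising cluster of the libraries labelled liver steps up between 14 and 20 M, while cluster 1 of kidney peaks at 20 M and is lower at 26 M.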

Cluster 1 was characterized by a relatively steady gene expression from 3 to 14 months, followed by a pronounced rise from 14 to 20 months, which then stabilized between 20 and 26 months (Figure 3A, left). Gene Ontology (GO) enrichment analysis revealed that this cluster was enriched for pathways related to metabolic and catabolic processes as well as transmembrane transport (Figure 3A, right and Table S4). Cluster 2 displayed a biphasic trajectory, marked by a mostly stable gene expression from 3 to 5 months, a decline through 14 months, and a subsequent rise from 20 months onward (Figure 3A, left). 

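A cluster of 1517 genes (19.3%) in the libraries labelled liver had mean z-scores of 0.717 at 3 M, 0.675 at 5 M, 0.687 at 8 M, 0.137 at 14 M, -1.64 at 20 M and -0.573 at 26 M. With k-means, a cluster of 1895 genes had mean z-scores of -0.333 at 5 M, -0.618 at 8 M, -0.605 at 14 M, 1.13 at 20 M and 1.31 at 26 M. With DEGs by the likelihood ratio test, an alternative chosen after seeing the data, a cluster of 2004 genes had mean z-scores of -0.823 at 3 M, 0.0101 at 5 M, -0.473 at 8 M, -0.822 at 14 M, 0.704 at 20 M and 1.40 at 26 M.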

Surprisingly, genes in this cluster were enriched in terms associated with “modulation of chemical synaptic transmission” and “synaptic signaling,” typically linked to neuronal function but possibly reflecting hepatic involvement in neuroendocrine regulation, inflammation, or vesicular trafficking (Roskams et al. 2004) (Figure 3A, right and Table S4). Cluster 3 showed a slight decline between 3 and 5 months, remained relatively stable until 14 months, and then sharply decreased at 20 months, maintaining this lower level through 26 months (Figure 3A, left). This cluster was enriched in “oxidative phosphorylation,” “respiration,” and “energy production,” consistent with declining mitochondrial function and bioenergetic stress in aging hepatocytes (Figure 3A, right and Table S4).

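The remaining cluster of the libraries labelled liver held 2657 genes (33.8%), with mean z-scores of 0.861 at 3 M, 0.444 at 5 M, 0.650 at 8 M, 0.532 at 14 M, -1.28 at 20 M and -1.21 at 26 M. The electron transport gene *Cox5a* in the libraries labelled liver had 1391 ± 513 normalized counts (SD, n = 7) at 3 M, 1132 ± 726 (n = 9) at 5 M, 1160 ± 536 (n = 8) at 8 M, 1160 ± 657 (n = 9) at 14 M, 211 ± 145 (n = 7) at 20 M and 234 ± 179 (n = 5) at 26 M. The fall at 20 M exceeded the SD at either age, and it coincided with the loss of cardiomyocyte transcripts from the libraries labelled liver.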

In the kidney, clusters 2 and 3 dominated the transcriptional landscape. Both clusters remained relatively stable from 3 to 14 months. 

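The 5241 DEGs of the kidney formed a cluster of 2085 genes (39.8%) that peaked at 20 M, a cluster of 1948 genes (37.2%) that was lowest at 20 M, and a cluster of 1208 genes (23.0%). In the last of these, mean z-scores were -1.32 at 3 M, 0.663 at 5 M, -0.632 at 8 M, 0.842 at 14 M, -0.121 at 20 M and 0.567 at 26 M. With 1 cluster more, the largest kidney cluster held 35.4% of the genes.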

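The falling cluster of the kidney had mean z-scores of 1.02 at 3 M, 0.0156 at 5 M, 0.563 at 8 M, -0.036 at 14 M, -1.29 at 20 M and -0.276 at 26 M. The coactivator *Ppargc1a*, a member of this cluster, had 1800 ± 475 normalized counts (SD, n = 7) at 3 M, 1416 ± 227 (n = 9) at 5 M, 1551 ± 241 (n = 8) at 8 M, 1495 ± 104 (n = 9) at 14 M, 1137 ± 160 (n = 7) at 20 M and 1387 ± 223 (n = 5) at 26 M. Its fall from 14 to 20 M was larger than the SD of either group, and its rise from 20 to 26 M did not pass (log2 change 0.28, adjusted p = 0.262 from limma).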

Cluster 2 then exhibited a sharp downregulation between 14 and 20 months, followed by a partial recovery by 26 months (Figure 3B, left). GO enrichment analysis for this cluster highlighted metabolic and catabolic processes (Figure 3B, right and Table S4). Conversely, cluster 3 showed a marked increase in gene expression from 14 to 20 months, followed by a decline by 26 months (Figure 3b, left). This cluster was enriched in genes implicated in immune system processes, stress responses, as well as innate and adaptive immunity, reinforcing the role of inflammation and immune engagement in aging kidney pathology (Figure 3B, right and Table S4).

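The rising cluster of the kidney had mean z-scores of -0.285 at 3 M, -0.670 at 5 M, -0.413 at 8 M, -0.479 at 14 M, 1.62 at 20 M and 0.221 at 26 M. Of the 8 genes of the macrophage list tested in kidney, 8 were DEGs, with a median late change of 2.11. The adhesion gene *Icam1* had 92.4 ± 21.4 normalized counts (SD, n = 7) at 3 M, 85.8 ± 20.8 (n = 9) at 5 M, 90.4 ± 28.5 (n = 8) at 8 M, 102 ± 26.8 (n = 9) at 14 M, 255 ± 76.8 (n = 7) at 20 M and 137 ± 25.8 (n = 5) at 26 M in kidney. From the immune annotation of the cluster, the paper concludes that inflammation and immune engagement have a role in the pathology of the aging kidney.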

The spleen displayed a complex aging trajectory with five prominent clusters (clusters 1–5) showing distinct temporal patterns. Most clusters remained stable from 3 to 8 months, except for cluster 3, which maintained stability until 14 months. Cluster 1 exhibited a gradual increase in gene expression between 8 and 20 months, followed by a slight decline by 26 months (Figure S1, left). GO enrichment linked this cluster to processes such as “regulation of multicellular organismal processes,” “response to external stimulus,” and “cell migration,” suggesting active remodeling of splenic function during aging (Figure S1, right and Table S4). Cluster 2 showed decreased gene expression between 8 and 20 months, stabilizing by 26 months (Figure S1, left). The GO terms enriched in this cluster included lymphocyte‐proliferation, expansion and activation, “adaptive immune system process,” “positive regulation of cytokine production,” which may suggest reduced lymphopoiesis and impaired adaptive immunity as hallmark features of the aging spleen (Figure S1, right and Table S4). In contrast, cluster 3 exhibited persistent upregulation beginning at 14 months. This cluster was enriched for terms such as “mitotic nuclear division,” “G2/M transition,” and “DNA replication,” consistent with sustained activation of the core mitotic machinery reflecting active cell cycle progression, suggestive of heightened proliferative activity potentially indicative of maladaptive proliferation (Figure S1, right and Table S4). Cluster 4 displayed an increase in gene expression between 8 and 20 months, followed by a sharp decline by 26 months (Figure S1, left). The pathways enriched in this cluster were primarily associated with “system development” and “anatomical structure morphogenesis,” pointing to potential adaptive or maladaptive structural remodeling within the aging spleen (Figure S1, right and Table S4). Finally, cluster 5 showed decreased gene expression between 8 and 20 months, followed by a sharp increase by 26 months (Figure S1, left). GO analysis revealed enrichment in pathways related to “cytoplasmic translation,” “translation,” and “ribosome biogenesis,” implicating dysregulated protein synthesis and impaired proteostasis during late‐life spleen aging (Figure S1, right and Table S4).

In the lung, two prominent gene expression clusters emerged, each displaying distinct temporal patterns. Cluster 1 showed stable gene expression between 3 and 8 months, followed by a marked increase from 8 to 20 months, and a partial decline thereafter (Figure S2A, left). 

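With 8 DEGs, the genes of the lung were too few for clustering, so the genes the paper names for this cluster were followed instead. All 15 had a positive late change, between 0.88 and 2.16 with a median of 1.21, and over all genes tested 6 passed in that contrast and 2 in the F-test across ages. With the sets of mice as a block, chosen after seeing the data, 9 of the 15 passed in the contrast and 9 in the F-test. The number in the F-test adjusted over the list alone was 14, and as the study chose the list on these samples this is not independent evidence. The chemokine gene *Cxcl9* had 33.8 ± 24.5 normalized counts (SD, n = 7) at 3 M, 80.4 ± 70.0 (n = 9) at 5 M, 47.2 ± 34.9 (n = 8) at 8 M, 73.9 ± 57.0 (n = 9) at 14 M, 593 ± 1053 (n = 7) at 20 M and 924 ± 1692 (n = 5) at 26 M in lung. Its high means rest on 1 mouse of 20 M with 2955 and 1 of 26 M with 3928 normalized counts, and the medians were 143 and 167 at these ages.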

GO analysis revealed that this cluster was significantly associated with immune system processes and adaptive immune activation, suggesting a mid‐life surge in immune activity (Figure S2A, right and Table S4). In contrast, cluster 3 exhibited a modest increase in gene expression between 3 and 5 months, followed by sustained stability through 20 months, and a decline thereafter (Figure S2A, left). Genes within this cluster were enriched for “ion and amino acid transport” as well as “synapse assembly and organization,” indicating an aging‐associated change in lung homeostasis and intercellular communication (Figure S2A, right and Table S4).

For skeletal muscle, clusters 1 and 2 represented the dominant trajectories. Cluster 1 displayed a relatively stable gene expression from 3 to 14 months, followed by a sharp decline between 14 and 20 months, which stabilized by 26 months (Figure S2B, left). 

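In skeletal muscle, 2 clusters divided the 104 DEGs, and the falling cluster held 56 genes (53.8%) with mean z-scores of 0.657 at 3 M, 0.714 at 5 M, 0.563 at 8 M, 0.288 at 14 M, -1.26 at 20 M and -0.964 at 26 M. The collagen gene *Col1a1* in skeletal muscle had 1286 ± 336 normalized counts (SD, n = 7) at 3 M, 1157 ± 236 (n = 9) at 5 M, 1120 ± 231 (n = 8) at 8 M, 898 ± 266 (n = 9) at 14 M, 546 ± 281 (n = 7) at 20 M and 747 ± 171 (n = 5) at 26 M.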

GO analysis of this cluster highlighted enrichment in “collagen fibril organization” and “extracellular matrix organization” suggestive of progressive structural deterioration and compromised integrity in aging skeletal muscle (Figure S2B, right and Table S4). In contrast, cluster 2 maintained relatively stable expression levels from 3 to 8 months, followed by a gradual increase between 8 and 14 months, which became more pronounced from 14 months onward (Figure S2B, left). 

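The rising cluster of skeletal muscle held 48 genes (46.2%), with mean z-scores of -0.750 at 3 M, -0.761 at 5 M, -0.493 at 8 M, -0.276 at 14 M, 1.02 at 20 M and 1.25 at 26 M. The mean rose by less between 8 and 14 M than between 14 and 20 M. With DEGs by the likelihood ratio test, the rising cluster held 61.1% of the genes of skeletal muscle.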

Functional annotation linked this cluster to pathways involved in “negative regulation of T cell activation” as well as “intrinsic apoptotic signaling pathway by p53 class mediator” pointing to immune modulation and apoptotic processes contributing to skeletal muscle aging (Figure S2B, right and Table S4).

In the heart, trajectory analysis revealed 2 dominant gene expression clusters, each capturing distinct aging‐associated transcriptional programs (Figure S2C). 

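The 79 DEGs of the heart were divided into 3 clusters, of which a falling one held 13 genes (16.5%). Its mean z-scores were 0.715 at 3 M, 0.611 at 5 M, 0.576 at 8 M, 0.407 at 14 M, -1.65 at 20 M and -0.659 at 26 M. The haemoglobin gene *Hbb-bs* was not among the DEGs of the heart, and its late change was -1.11 (standard error 0.44, adjusted p = 0.251 from limma). It had 9483 ± 6429 normalized counts (SD, n = 7) at 3 M, 3837 ± 3019 (n = 9) at 5 M, 3976 ± 2541 (n = 8) at 8 M, 4385 ± 3386 (n = 9) at 14 M, 1227 (n = 7, range 560.1 to 2693) at 20 M and 9523 ± 11676 (n = 5) at 26 M. At 26 M the median of *Hbb-bs* was 1248 normalized counts, and the range was 912 to 24024.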

Cluster 1 followed a biphasic pattern, with gene expression gradually decreasing until 14 months followed by a sharp decline at 20 months and late‐life upregulation. Functional enrichment linked this cluster predominantly to “gas transport,” “oxygen transport,” “carbon dioxide transport,” and “erythrocyte development,” indicating a possible mid‐life decline and late compensatory response in oxygen handling and erythropoietic capacity (Figure S2C and Table S4). Cluster 3 of the heart was characterized by a gradual and sustained increase in gene expression across the lifespan. GO enrichment analysis of this cluster highlighted significant involvement in “immune system processes” and “response to external stimuli” reflecting progressive activation of inflammatory pathways during cardiac aging (Figure S2C and Table S4).

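A cluster of 34 heart genes (43.0%) had mean z-scores of -1.15 at 3 M, -0.603 at 5 M, -0.418 at 8 M, -0.105 at 14 M, 1.07 at 20 M and 1.21 at 26 M, and a cluster of 32 genes (40.5%) peaked at 20 M with 1.60 and had 0.751 at 26 M. The chemokine gene *Ccl8* of the heart had 3.30 ± 3.04 normalized counts (SD, n = 7) at 3 M, 5.72 ± 5.50 (n = 9) at 5 M, 5.80 ± 3.82 (n = 8) at 8 M, 7.87 ± 3.26 (n = 9) at 14 M, 51.6 ± 71.4 (n = 7) at 20 M and 34.9 ± 30.1 (n = 5) at 26 M. The value at 20 M includes 1 mouse with 207, and the median at that age was 16.5 normalized counts.

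**Figure D5:**
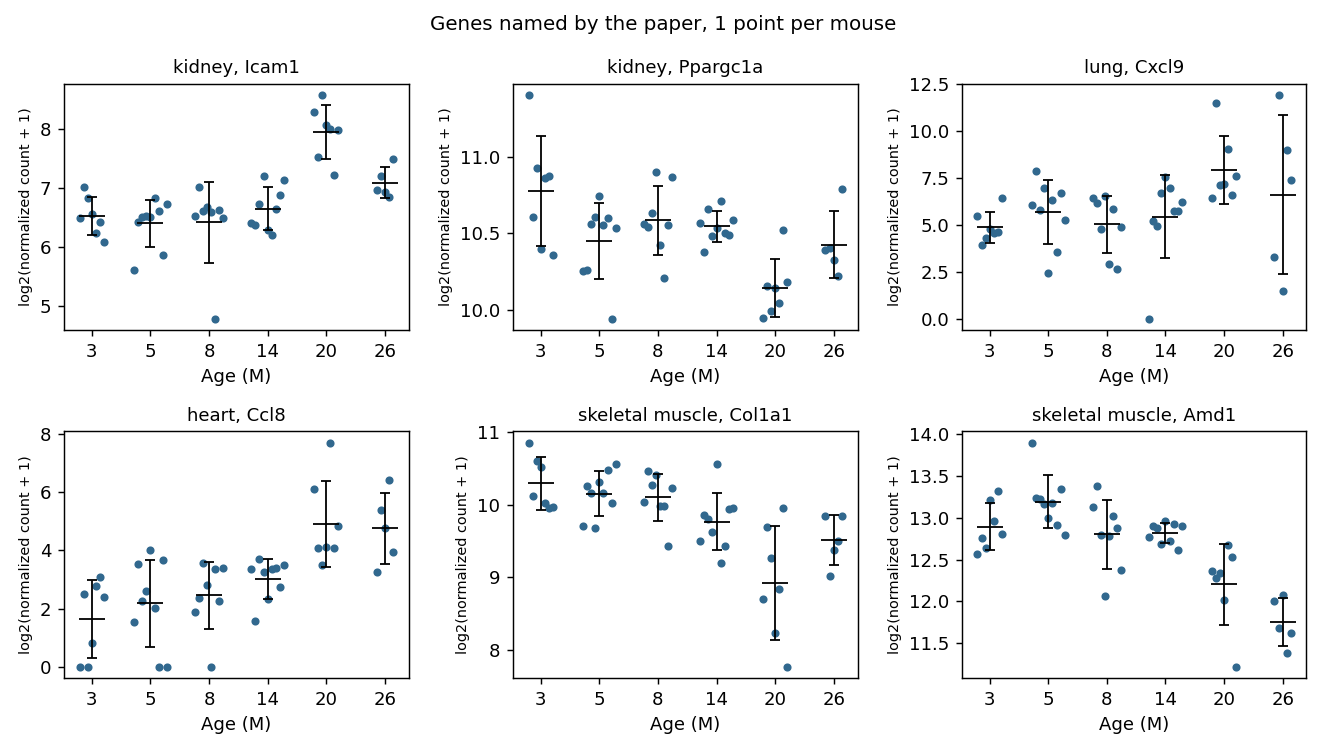
Log2(normalized count + 1) of *Icam1* and *Ppargc1a* in kidney, *Cxcl9* in lung, *Ccl8* in heart and *Col1a1* and *Amd1* in skeletal muscle against age in months, with 1 point per mouse, the mean of each age group (bar) and its SD (error bar). *Ccl8* of the heart lies higher at 20 and 26 M than at 3 to 14 M, and *Cxcl9* of the lung varies most between mice of an age.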

Finally, in the brain, cluster 2, which was the most prominent, exhibited a gradual gene expression increase from 3 to 14 months, followed by a rapid increase that continued until 26 months (Figure S2D). Functional annotation of the cluster indicated overrepresentation of genes encoding “immune response” and “response to stress” pathways (Table S4).

### 2.4 Cellular Senescence Marker Dynamics Across Organs

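In testis, *Cdkn1a* had a mean of 132 normalized counts and a late change of 0.05 (standard error 0.06, adjusted p = 0.881 from limma). *Cdkn2a* had a mean of 63.2 in testis and a late change of -0.02 (adjusted p = 0.964). The mean of *Cdkn2a* over the other organs was 4.35 normalized counts in the libraries labelled liver, 3.31 in kidney, 24.8 in lung, 5.72 in heart and 7.33 in skeletal muscle.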

Given the pivotal role of cellular senescence in driving age‐associated tissue remodeling and functional decline (Kumar et al. 2020), we next examined the expression profiles of two canonical senescence and aging markers, *Cdkn1a* and *Cdkn2a* (Khosla et al. 2020), across all organs (excluding the testis where both markers were minimally expressed). Both genes exhibited dynamic, organ‐specific expression changes with age, reinforcing their value as molecular indicators of senescence (Figure 3C). 

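In kidney, *Cdkn1a* had 62.4 ± 40.5 normalized counts (SD, n = 7) at 3 M, 60.4 ± 35.0 (n = 9) at 5 M, 92.0 ± 43.1 (n = 8) at 8 M, 88.9 ± 39.1 (n = 9) at 14 M, 275 ± 83.0 (n = 7) at 20 M and 157 ± 51.2 (n = 5) at 26 M, a late change of 1.66 (standard error 0.23, adjusted p = 3.81e-07 from limma). In skeletal muscle it had 172 ± 21.1 (n = 9) at 14 M, 355 ± 169 (n = 7) at 20 M and 432 ± 130 (n = 5) at 26 M, and the late change was 1.32 (standard error 0.16, adjusted p = 8.46e-07 from limma). In heart it had 243 ± 70.8 (n = 9) at 14 M, 465 ± 181 (n = 7) at 20 M and 333 ± 80.1 (n = 5) at 26 M, and the late change was 0.74 (standard error 0.16, adjusted p = 0.00556 from limma). One mouse of 20 M had the highest *Cdkn1a* of its age in kidney (384), heart (835) and skeletal muscle (706). In lung, *Cdkn1a* had 184 ± 98.0 (n = 9) at 14 M, 229 ± 163 (n = 7) at 20 M and 327 ± 196 (n = 5) at 26 M, and the late change of 0.34 did not pass (standard error 0.49, adjusted p = 0.842 from limma).

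**Figure D6:**
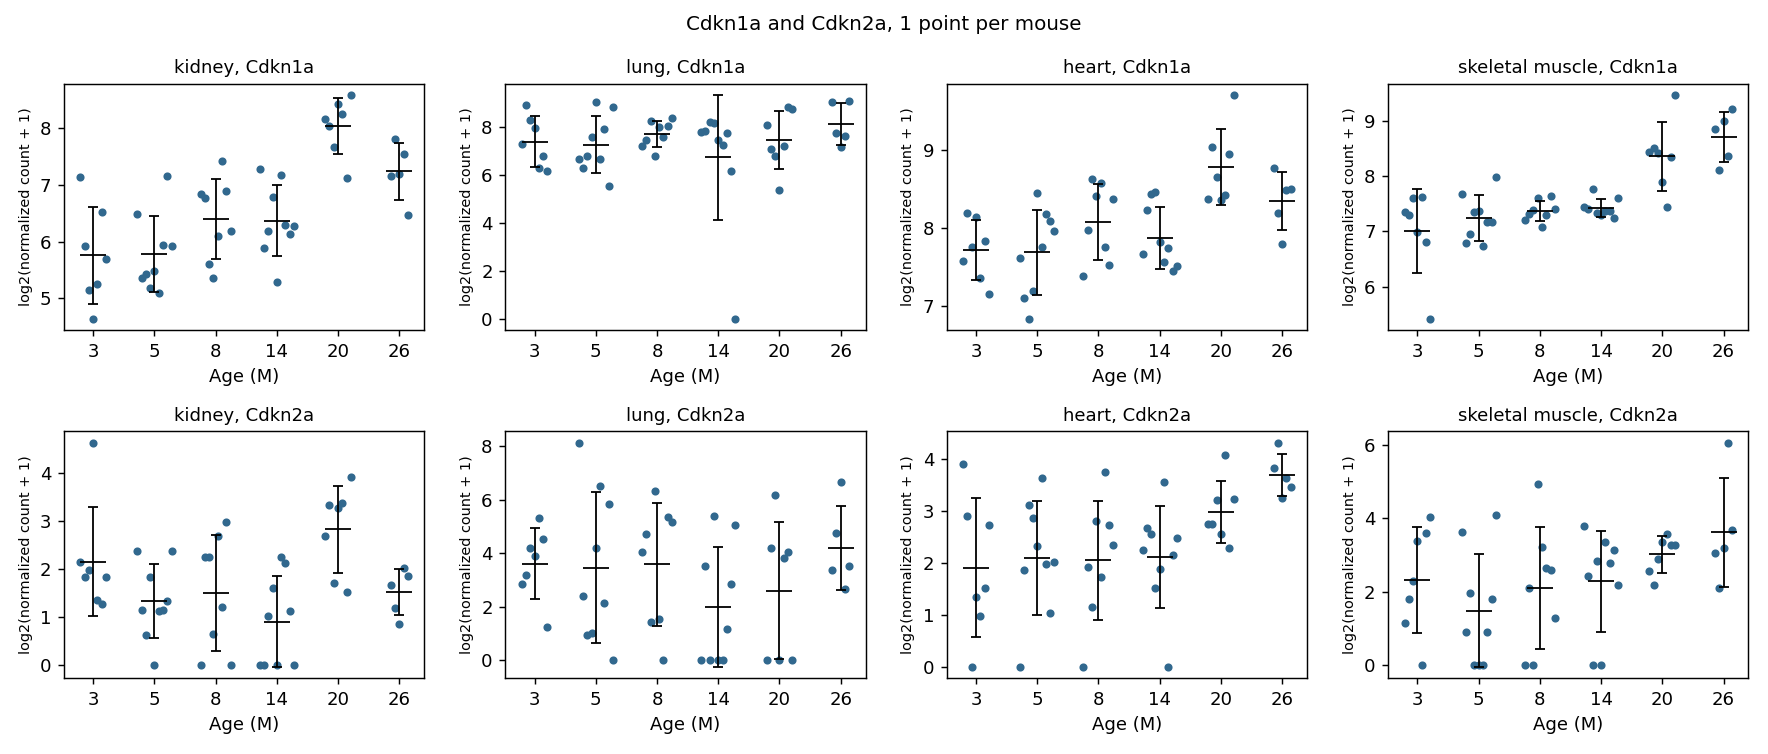
Log2(normalized count + 1) of *Cdkn1a* and *Cdkn2a* in kidney, lung, heart and skeletal muscle against age in months, with 1 point per mouse, the mean of each age group (bar) and its SD (error bar). *Cdkn1a* of kidney and skeletal muscle lies higher at 20 and 26 M than at 3 to 14 M, and *Cdkn1a* of the lung overlaps between ages.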

*Cdkn1a* expression remained relatively stable in most organs during early to mid‐life but increased markedly at late ages, particularly in the kidney, lungs, heart, and skeletal muscle, which showed patterns consistent with progressive senescence‐driven changes in these tissues. 

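In the libraries labelled liver, *Cdkn1a* had 181 ± 45.3 normalized counts (SD, n = 7) at 3 M, 174 ± 74.9 (n = 9) at 5 M, 214 ± 98.0 (n = 8) at 8 M, 161 ± 29.6 (n = 9) at 14 M, 123 ± 132 (n = 7) at 20 M and 114 ± 43.7 (n = 5) at 26 M. The late change was -0.91 (standard error 0.30, adjusted p = 0.00922 from limma), while the F-test across all ages gave an adjusted p of 0.115. The same table loses its cardiomyocyte transcripts between 14 and 20 M, and 1 library of 20 M had 401 normalized counts.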

The liver displayed a slight decrease in *Cdkn1a* expression at late ages. In contrast, *Cdkn2a* expression demonstrated a more modest and variable pattern where most organs maintained relatively low and stable levels throughout life, except for the heart, spleen, and skeletal muscle, which displayed increased levels at late ages.

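In heart, *Cdkn2a* had 4.16 ± 3.00 normalized counts (SD, n = 9) at 14 M, 7.57 ± 4.06 (n = 7) at 20 M and 12.5 ± 4.04 (n = 5) at 26 M, and the late change of 1.32 passed (standard error 0.36, adjusted p = 0.0423 from limma), while the F-test across ages did not (adjusted p = 0.711). In skeletal muscle it had 5.52 ± 4.19 (n = 9) at 14 M, 7.48 ± 2.64 (n = 7) at 20 M and 19.4 ± 26.4 (n = 5) at 26 M, where 1 mouse had 66.3 and the median was 8.20, and the late change of 1.35 did not pass (adjusted p = 0.182 from limma). In lung the late change was -0.15 (adjusted p = 0.961) and in the libraries labelled liver it was 0.82 (adjusted p = 0.104). *Cdkn2a* of the kidney was under the count minimum and was not tested, with 1.26 ± 1.48 (n = 9) at 14 M, 7.25 ± 4.37 (n = 7) at 20 M and 2.00 ± 0.94 (n = 5) at 26 M. The median number of reads behind these values was 4 in heart at 14 M and 2 in kidney at 26 M, so small differences were not detectable at this depth.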

To explore how senescence‐related processes evolve with age across different organs, we assessed the activity of a senescence gene module (“SenMyo,” see Table S5A) (Saul et al. 2022) previously implicated in cellular senescence. 

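The SenMyo table lists 119 entries with 118 distinct symbols, all of which the deposited tables list. Of these, 86 passed the count minimum in the libraries labelled liver, 91 in kidney, 99 in lung, 85 in heart and 82 in skeletal muscle. Scores were computed by GSVA over every gene above 0 in an organ, 30200 in the libraries labelled liver, 30552 in kidney, 33069 in lung, 29918 in heart and 31502 in skeletal muscle. The correlation of these scores with the paper's scores in Table S5B over the 45 samples was 0.995 in the libraries labelled liver and higher in the other 4 organs.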

Using gene set variation analysis GSVA (Hänzelmann et al. 2013), we computed a SenMyo module score (Table S5B) for each sample based on the full transcriptomic matrix per organ. To formally test cross‐organ heterogeneity of senescence activity, we fit a linear mixed model (LMM) with Organ as a fixed effect and MouseID as a random intercept to account for repeated measures within individuals. The Age×Organ interaction was significant, indicating that the age effect on SenMyo differs by organ. 

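With spleen and brain not used here, the likelihood ratio test of the interaction in the model over 5 organs had a chi-square of 62.6 with 4 degrees of freedom (p = 8.04e-13). The libraries labelled liver that hold the reads of a heart library counted as a separate organ in this model. With the mean z-score of the SenMyo genes in place of GSVA the chi-square was 54.3 (p = 4.53e-11), and with no replicate block p was 6.77e-11. Within the sets of mice, the chi-square was 45.8 (p = 2.77e-09) in the set of 24 and 26.4 (p = 2.67e-05) in the set of 21.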

We next extracted organ‐specific age slopes (GSVA units/month ± SE; 95% CI) revealing a clear gradient of senescence progression across tissues. The kidney exhibited the steepest increase (0.0329 ± 0.0035; 95% CI: 0.0260–0.0399), followed by the spleen (0.0178 ± 0.0035), heart (0.0132 ± 0.0035), and brain (0.0120 ± 0.0035). 

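The slope in kidney was 0.0329 GSVA units per month (standard error 0.00343, 95% confidence interval 0.0261 to 0.0397, adjusted p = 2.12e-17 over the 5 organs). In heart it was 0.0120 (interval 0.00520 to 0.0187, adjusted p = 0.00151). Within the set of 24 mice the slope in kidney was 0.0323 and in the set of 21 it was 0.0338. The slope in heart was 0.0174 (adjusted p = 0.000258) in the set of 24 mice and 0.00526 (adjusted p = 0.540) in the set of 21, so it passed in 1 set only.

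**Figure D7:**
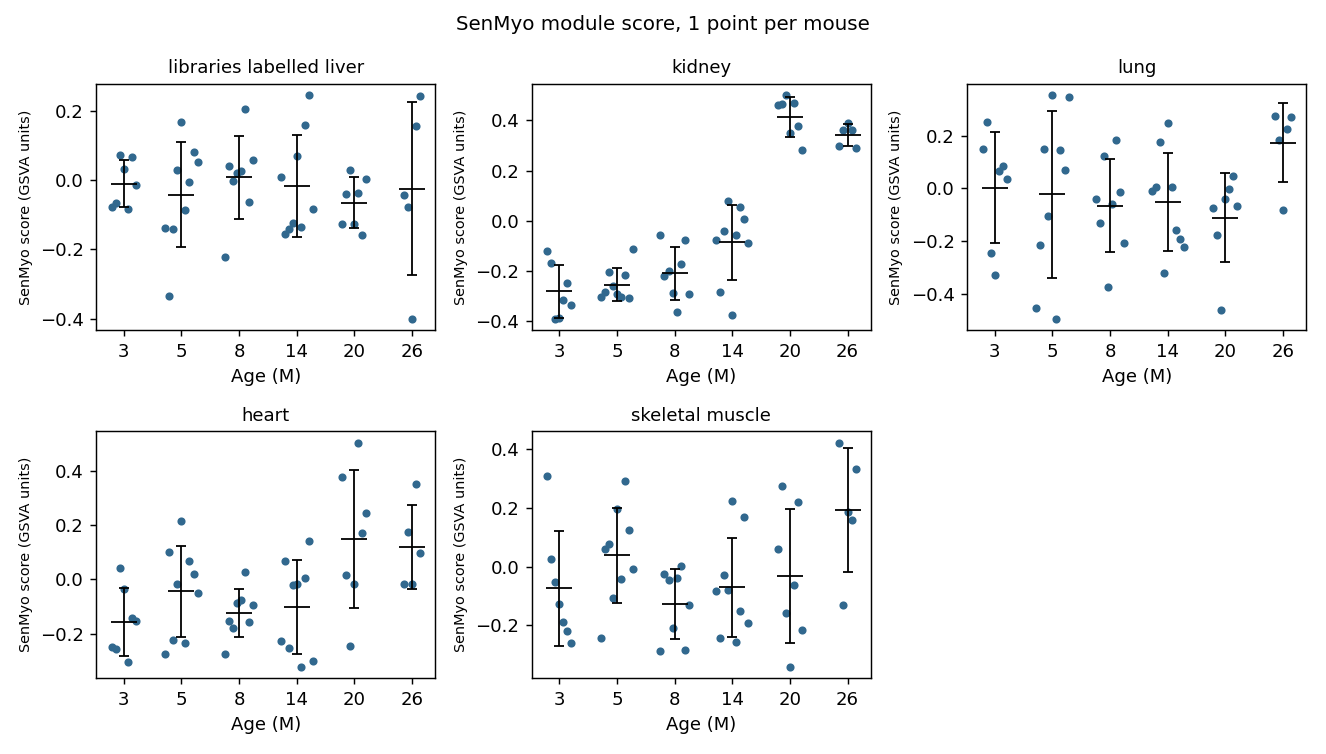
SenMyo score (GSVA units) of each mouse (points) against age in months in the libraries labelled liver, kidney, lung, heart and skeletal muscle, with the mean of each age group (bar) and its SD (error bar). Kidney scores at 20 and 26 M lie above all scores at 3 to 14 M, and the lung and the libraries labelled liver show no such separation.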

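The age slope of the SenMyo score in skeletal muscle was 0.00634 GSVA units per month, with a 95% confidence interval from -0.000431 to 0.0131 and an adjusted p of 0.111. It passed when genes under the count minimum were left out of the universe (0.00786, adjusted p = 0.0486) and with the mean z-score (0.0118, adjusted p = 0.00886). In lung the slope was 0.00314 (adjusted p = 0.452), and it was -0.00551 with the mean z-score. The slope of the libraries labelled liver was -0.00115 (adjusted p = 0.739), and 0.00143 without 1 of the mice of 26 M.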

A more moderate increase was observed in skeletal muscle (0.0070 ± 0.0035), whereas lung (0.00313 ± 0.00354) and liver (−0.00184 ± 0.00354) showed minimal to no age‐related trend (Figure S3A,B and Table S5C). 

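The mean SenMyo score in kidney was -0.282 ± 0.106 (SD, n = 7) at 3 M, -0.255 ± 0.0653 (n = 9) at 5 M, -0.210 ± 0.106 (n = 8) at 8 M, -0.0864 (n = 9, range -0.374 to 0.0799) at 14 M, 0.415 ± 0.0800 (n = 7) at 20 M and 0.341 ± 0.0430 (n = 5) at 26 M, and the rise from 3 to 5 M was within 1 SD. In heart it was -0.157 ± 0.127 (n = 7) at 3 M, -0.0436 ± 0.169 (n = 9) at 5 M, -0.125 ± 0.0888 (n = 8) at 8 M, -0.103 ± 0.174 (n = 9) at 14 M, 0.151 ± 0.255 (n = 7) at 20 M and 0.119 ± 0.156 (n = 5) at 26 M. In skeletal muscle the score was -0.0733 ± 0.196 (n = 7) at 3 M, 0.0393 ± 0.161 (n = 9) at 5 M, -0.127 ± 0.119 (n = 8) at 8 M, -0.0705 ± 0.170 (n = 9) at 14 M, -0.0318 ± 0.228 (n = 7) at 20 M and 0.195 ± 0.211 (n = 5) at 26 M.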

Consistent with these slopes, SenMyo activity increased early in the kidney (≈5 months) and peaked by 20 months; the spleen rose strongly beginning at ~8 months; the heart (from ~8 months) and brain (from ~14 months) increased more gradually; and skeletal muscle showed a later shift (≈20 months) (Figure S3B).

To capture potential non‐linear age trajectories, we fit a generalized additive model (GAM; REML) for each organ, modeling SenMyo score as a smooth function of age. The most prominent non‐linear increase was observed in kidney (*p* < 6.9 × 10^−11^; Spearman *ρ* = 0.80; (Δ26 M—3 M) = 0.62), followed by brain (*p* = 1.8 × 10^−6^; *ρ* = 0.60; Δ = 0.26), spleen (*p* = 2.4 × 10^−4^; *ρ* = 0.50; Δ = 0.175), and heart (*p* = 1.5 × 10^−3^; *ρ* = 0.45; Δ = 0.296). 

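In kidney, the SenMyo score correlated with age with a rho of 0.800 and an r of 0.877 over 45 mice (permutation p = 1e-05 for each, the smallest that the permutations can give), and the mean at 26 M exceeded that at 3 M by 0.623. Within the sets of mice, rho in kidney was 0.898 and 0.741. In heart, rho was 0.396 (permutation p = 0.00697, adjusted over the 5 organs 0.0174), r was 0.470 (permutation p = 0.00107), and the difference between 26 M and 3 M was 0.277. The smooth term of the GAM in heart had a p of 0.00112, and rho was 0.452 in the set of 24 mice and 0.280 in the set of 21.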

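The GAM of the SenMyo score in skeletal muscle had a p of 0.0620 (adjusted p = 0.103), with a rho of 0.142 (permutation p = 0.349) and an r of 0.251 (permutation p = 0.0949) over 45 mice. Within the sets of mice, rho in skeletal muscle was 0.128 and 0.177. In lung the p of the GAM was 0.293 and rho was 0.0379, and in the libraries labelled liver they were 0.668 and -0.0993.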

Skeletal muscle showed a milder but significant pattern (*p* = 0.035; *ρ* = 0.18), while the lung and liver were not significant (*p* > 0.25), consistent with their flat (lung) or slightly negative (liver) LMM slopes (Figure S3C and Table S5D). These analyses reveal that senescence module activity increases with age in an organ‐specific and often non‐linear manner, with the kidney showing the strongest signal.

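Among the SenMyo genes past the count minimum, 47 of 91 correlated with age in kidney after adjustment, 45 of them rising. In heart, 12 of 85 did, 11 of them rising, and in skeletal muscle 2 of 82, 1 in each direction. In lung, 0 of 99 correlated with age after adjustment and 13 before. Of 86 genes in the libraries labelled liver 52 did, 21 rising and 31 falling, in a table whose largest marker list changes with age.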

To identify key genes driving these organ‐specific senescence patterns, we integrated two criteria: (i) a significant age‐gene association within each organ (Spearman FDR < 0.05), and (ii) strong coherence with the SenMyo score (Correlation between gene expression and GSVA score), with consistent directionality. Genes were ranked using a composite score: |R gene module| × |*ρ*_age| × −log10(FDR). The top 20 age‐upregulated genes per organ are visualized in Figure S3D (see Table S5E for full list). Across organs, the top age‐upregulated SenMyo genes converged on inflammatory/SASP signaling (*Tnfrsf1a/b, Ccl7/8, Cxcl1/2/12/16, Il1b*), ECM remodeling (*Mmp2/3/12/14*), and complement (*C3*), indicating shared senescence‐associated inflammatory and matrix processes. 

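Of the 14 genes the paper names across organs, 13 rose with age after adjustment in kidney, 7 in heart, 1 in skeletal muscle and 0 in lung. Of the 14, 12 were tested in the libraries labelled liver, and 4 rose and 3 fell after adjustment. Their rho with age ranged from 0.0502 to 0.735 in kidney and from 0.0549 to 0.684 in heart. From these genes the paper concludes that inflammatory and matrix processes are shared between organs.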

Notably, the kidney showed a fibrotic/inflammatory bias (*Spp1, Mmps, Icam1, Il1b, C3*), the spleen emphasized ECM/complement with growth‐factor signaling (*Mmps, C3, Serpine1*, *Plat/Plau, Igf/Hgf* axis), the heart favored inflammatory SASP with EGFR‐axis stress/growth factors (*Ccl8, Cxcl16, Mmp3, Ereg, Gdf15*), and the brain exhibited microglial/inflammatory chemokines with complement and proteases (*Mmp12, C3, Cxcl12/16, Csf1, Icam1, Axl*) (Figure S3D and Table S5E). These patterns support heterogeneous, organ‐biased representation of senescence markers across organs.

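All 8 genes named for the kidney (*Spp1*, *Mmp2*, *Mmp3*, *Mmp12*, *Mmp14*, *Icam1*, *Il1b* and *C3*) rose, with a late change between 1.07 and 3.59 and a median of 2.02. *C3* of the kidney rose by 3.59 (standard error 0.32, adjusted p = 1.84e-11 from limma) and *Spp1* by 2.17 (standard error 0.17, adjusted p = 1.06e-12). All 8 passed over all genes tested and adjusted over the list alone, and the list was chosen on these samples, so the latter is not independent evidence. The 5 genes named for the heart (*Ccl8*, *Cxcl16*, *Mmp3*, *Ereg* and *Gdf15*) rose as well, between 0.44 and 2.74, and 5 passed in the late contrast while 2 passed in the F-test across ages. *Ccl8* of the heart rose by 2.74 (standard error 0.44, adjusted p = 0.000106 from limma).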

We further examined how these SenMyo trajectories relate to canonical senescence markers *Cdkn1a* and *Cdkn2a*. 

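The score was correlated with each marker in 5 organs, which gave 10 relations, and p-values were adjusted over them. In kidney, SenMyo and *Cdkn1a* had a rho of 0.784 and an r of 0.804 over 45 mice (permutation p = 1e-05 for each, the smallest that the permutations can give, adjusted p = 0.0001). Without the 2 mice farthest from the median r was 0.791, and within the sets of mice rho was 0.705 and 0.870. With the age group taken out of both measures, rho in kidney was 0.419, a relation within ages. For *Cdkn2a* in kidney rho was 0.210 (permutation p = 0.166, adjusted p = 0.227) and r was 0.298 (permutation p = 0.0474, adjusted p = 0.0678), r was 0.384 without the 2 farthest mice, and within the sets rho was 0.138 and 0.197. The libraries labelled liver fall into 28 with the cardiomyocyte list largest and 17 others, so values are given for each part. For *Cdkn1a*, rho was 0.316 (permutation p = 0.102) and r 0.263 (permutation p = 0.177) among the 28, and rho was 0.382 (permutation p = 0.131) and r 0.254 (permutation p = 0.325) among the 17. For *Cdkn2a* in these libraries, rho was -0.445 (permutation p = 0.0181) and r -0.421 (permutation p = 0.0259) among the 28, and rho was 0.109 (permutation p = 0.674) and r -0.0428 (permutation p = 0.872) among the 17.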

Correlating SenMyo scores with *Cdkn1a/2a* expression across age revealed strong positive coupling in the spleen (both markers), kidney (both markers), and liver (*Cdkn1a* only, albeit decreasing with age). In contrast, coupling was weaker or inconsistent in the brain and skeletal muscle (Figure S3E and Table S5F). 

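In skeletal muscle, SenMyo and *Cdkn1a* had a rho of 0.058 (permutation p = 0.706) and an r of 0.304 (permutation p = 0.0412, adjusted p = 0.0678), and r was 0.358 without the 2 mice farthest from the median. Within the sets of mice rho in skeletal muscle was -0.00783 and 0.0792. With *Cdkn2a* rho was -0.203 (permutation p = 0.182) and r was -0.107 in skeletal muscle. In lung, rho was 0.401 with *Cdkn1a* (adjusted p = 0.0163 from permutations, r 0.348, 0.405 without the 2 farthest mice) and -0.430 with *Cdkn2a* (adjusted p = 0.0116 from permutations, r -0.482, -0.390 without the 2 farthest mice). Within the sets the lung values of rho were 0.238 and 0.713 with *Cdkn1a*, and -0.168 and -0.649 with *Cdkn2a*, and with the mean z-score the latter relation was 0.348. In heart, rho with *Cdkn1a* was 0.390 (permutation p = 0.00884, adjusted p = 0.0177), r was 0.434 and 0.360 without the 2 farthest mice, and within the sets rho was 0.520 and 0.240. The relation of the heart did not pass with the age group taken out (rho 0.201), and with *Cdkn2a* rho was 0.176 (adjusted p = 0.275).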

Finally, to map gene‐level relationships, we correlated the expression of each SenMyo gene with *Cdkn1a* and *Cdkn2a* within each organ (Figure S3F and Table S5G). Figure S3F and Table S5 highlight subsets of SenMyo genes co‐expressed with these canonical markers which weren't completely similar across organs, reinforcing the idea that distinct senescence gene subsets dominate the aging response in each organ.

### 2.5 Network Analysis Identifies Central Gene Hubs Strongly Associated With Organ‐Specific Aging Signatures

To further dissect the molecular drivers underlying the observed transcriptomic alterations described above, we performed a network analysis on DEGs across all organs except the testis (excluded due to its limited number of DEGs). Using Cytoscape and Cytohubba (Chin et al. 2014), we identified the most highly connected gene hubs based on Maximal Clique Centrality (MCC), offering insight into potential key regulators orchestrating age‐associated gene expression shifts within each organ‐specific cluster.

In the liver, network analysis revealed distinct aging‐related signatures predominantly in clusters 1 and 3 (Figure 3A, right). Cluster 1 featured the progressive upregulation of genes involved in metabolic and detoxification pathways, including cytochrome P450 (CYP) enzymes (e.g., *Cyp1a2, Cyp2c70*, and *Cyp2e1*), apolipoproteins (*Apoa1, Apoa2, Apob*, and *Apoe*), and lipid transport regulators (*Fabp1, Ldlr*, and *Lrp1*). 

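The 18 hub genes named for this cluster (through *Ttr*) all rose in the libraries labelled liver, with a late change between 2.25 and 10.50 and a median of 9.07, and 18 passed over all genes tested as well as adjusted over the list alone. As the study chose the list on these samples, the latter count is not independent evidence. *Apoa1* rose by 10.47 (standard error 1.24, adjusted p = 4.08e-09 from limma) and *Cyp2e1* by 5.86 (standard error 0.74, adjusted p = 1.48e-08). *Alb* in the libraries labelled liver had a median of 35.7 normalized counts at 3 M, 30.5 at 5 M, 17.7 at 8 M, 21.0 at 14 M, 65916 at 20 M and 49194 at 26 M. Across 15612 genes, the change of this table between 3 to 14 M and 26 M had an r of 0.928 with the difference between the liver and heart libraries of 20 M, a correlation across genes, which are not independent replicates.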

Additional highly connected hubs included genes encoding acute‐phase proteins (*Crp, Hpx*, and *Serpina1a*), glutathione‐S‐transferases (*Gsta2* and *Gstp1*), and core metabolic regulators (*Alb*, *Pck1*, and *Ttr*) (Figure 3A, right and Table S6).

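Among the further hubs, *Hpx* rose by 9.76 (standard error 1.00, adjusted p = 4.94e-10 from limma) in the libraries labelled liver and *Gstp1* by 2.25 (standard error 0.48, adjusted p = 9.43e-05). The rises set in between 14 and 20 M, at 8.84 for *Hpx* (adjusted p = 2.5e-05), and for all 18 hubs the change from 20 to 26 M did not pass. These genes belong to hepatocytes, whose transcripts were few in most libraries labelled liver before 20 M.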

Cluster 2 revealed an intriguing enrichment of genes typically associated with neuronal signaling. 

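Of 18 genes of synapses, adrenergic receptors and vesicles, among them *Gria1* and *Snap25*, 17 had a positive late change in the libraries labelled liver, 15 passed in that contrast and 14 in the F-test across ages. The count adjusted over the list alone was 15, and it is not independent evidence because the study chose the list on these samples. *Gria2* had a late change of 3.73 (standard error 0.95, adjusted p = 0.00091 from limma) and *Grin2b* of 3.34 (standard error 0.79, adjusted p = 0.000367). For *Gria2*, the median was 11.6 normalized counts at 3 M, 15.4 at 5 M, 10.4 at 8 M, 7.87 at 14 M, 261 at 20 M and 431 at 26 M, with 14.6 to 5081 at 26 M. *Snap25*, an abundant transcript of neurons, reached 12944 normalized counts in a library labelled liver.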

Genes encoding synaptic proteins, including *Cacng2, Dlg4, Gria1, Gria2, Grin1*, and *Grin2b*, as well as key components of AMPA and NMDA receptor signaling, were progressively upregulated. Notably, gene hubs like *Drd1*, *Gria1‐4*, *Grin1*, *Grin2b*, *Grm5*, and GABAα receptor genes were also highly connected, mirroring gene expression patterns observed in liver fibrosis, cirrhosis, and hepatocellular carcinoma (HCC) (Stepanov et al. 2022; Wang et al. 2017; Zeng et al. 2023). Furthermore, this cluster showed upregulation of adrenergic receptors (*Adra1a*, *Adra1b*, *Adra2b*, and *Adrb3*) and genes related to vesicular trafficking (*Bet1* and *Vamp8*) and exocytosis (*Snap25* and *Stx1b*), highlighting a potential neuroendocrine and vesicular component to hepatic aging.

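*Grm5* had a late change of 2.77 (standard error 0.76, adjusted p = 0.00188 from limma) and *Gria4* of 1.99 (standard error 0.51, adjusted p = 0.000953) in the libraries labelled liver. *Drd1* did not pass, with a late change of 1.31 (standard error 0.71, adjusted p = 0.103) and a mean of 14.1 normalized counts. At 20 and 26 M, abundant transcripts of brain had a median of 1407 normalized counts and the receptor genes of the cluster 438.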

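*Adra1b* rose by 2.45 (standard error 0.42, adjusted p = 3.73e-06 from limma), *Adra2b* by 2.91 (standard error 0.64, adjusted p = 0.000152) and *Adrb3* by 2.84 (standard error 0.59, adjusted p = 8.12e-05) in the libraries labelled liver. *Adra1a* had a late change of -0.25 (standard error 0.21, adjusted p = 0.309). *Bet1* rose by 0.90 (standard error 0.24, adjusted p = 0.00129), while *Vamp8* did not pass with 0.42 (standard error 0.22, adjusted p = 0.092). *Snap25* had a late change of 3.72 (adjusted p = 0.000603).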

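All 21 genes of mitochondria and their regulation, among them *Cox4i1* and *Prkar1a*, had a negative late change in the libraries labelled liver, between -3.65 and -0.78 with a median of -2.17. Each of the 21 passed over all genes tested and adjusted over the list alone, a list that the study chose on these samples and that is not independent evidence. *Idh3a* had a late change of -3.65 (standard error 0.47, adjusted p = 1.99e-08 from limma) and *Cox5a* of -2.56 (standard error 0.41, adjusted p = 1.22e-06). The ATP synthase genes are listed under the older symbols *Atp5c1* and *Atp5g3*, with late changes of -2.76 and -2.77. Transcripts of the respiratory chain are abundant in cardiomyocytes, whose transcripts fill most libraries labelled liver before 20 M.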

The most connected gene hubs in cluster 3 (Figure 3A, right and Table S6) indicated downregulation of genes encoding the mitochondrial ETC (e.g., *Cox4i1, Cox5a, Cox5b, Ndufa2, Ndufs2, Ndufs3*, and *Uqcrc1*), ATP synthase subunits (e.g., *Atp5f1c* and *Atp5mc3*), and TCA cycle enzymes (e.g., *Cs* and *Idh3a*). Additionally, mitochondrial ribosomal genes (*Mrpl13, Mrpl19, Mrpl30, Mrpl41*, and *Mrpl47*), antioxidant genes (*Prdx3* and *Sod2*), mitochondrial biogenesis regulators (*Ppargc1a* and *Tfam*), and a cAMP signaling associated gene (*Prkar1a*) were also downregulated in this cluster.

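*Mrpl30* had a late change of -2.23 (standard error 0.39, adjusted p = 5.12e-06 from limma) and *Mrpl13* of -0.96 (standard error 0.22, adjusted p = 0.000327) in the libraries labelled liver. *Sod2* fell by 2.03, *Ppargc1a* by 1.78 and *Tfam* by 0.78 on the log2 scale, and *Prkar1a* had a late change of -1.78. With the foreign-tissue components as covariates, 29 of 101 named genes of the libraries labelled liver took the other direction and 5 passed.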

In the kidney, we further interrogated clusters 2 and 3, previously identified as dominant in the trajectory analysis (Figure 3B). Cluster 2 contained gene hubs enriched for regulators of metabolic and oxidative stress‐related processes. Identified central hubs included *Cbs* (transsulfuration pathway), *Idh2* (TCA cycle and energy production), *Ppargc1a* (mitochondrial biogenesis regulator), *Sirt3* (critical mitochondrial regulator), as well as *Sod2* and *Shmt2* (redox balance). 

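The 6 named genes of the kidney all had a negative late change, between -0.68 and -0.32, and 5 passed in that contrast, 6 in the F-test across ages and 6 adjusted over the list alone, which is not independent evidence as the study chose the list on these samples. *Shmt2* had a late change of -0.68 (standard error 0.16, adjusted p = 0.0012 from limma), and *Cbs* had one of -0.40 that did not pass (standard error 0.23, adjusted p = 0.24). Between 14 and 20 M, *Sirt3* fell by 1.04 (adjusted p = 3.49e-06) and rose by 0.96 by 26 M (adjusted p = 0.00114).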

The top gene hubs in cluster 3 (Figure 3B, right) were primarily associated with inflammatory signaling, immune activation, and fibrosis‐related genes, all of which are strongly upregulated at 20 months. Among these, *Ccr5, Cd86, Icam1, Il6, Il10ra, Ptprc, Stat3, Tgfβ1, Tlr4, Tnf*, and *Vcam1* were found to be the key regulators (Figure 3B, right and Table S6). Additionally, senescence‐associated genes such as *Cdkn1a, Cdkn2a, Lag3*, and *Serpine1* were upregulated.

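Of 15 named genes of the kidney, 12 were above the count minimum, and their late changes were all positive, with a median of 1.52. Of these, 11 passed over all genes tested and 11 adjusted over the list alone, which is not independent evidence as the study chose the list on these samples. *Vcam1* rose by 2.60 (standard error 0.17, adjusted p = 4.02e-15 from limma). From 20 to 26 M, *Vcam1* fell by 1.83 (adjusted p = 0.000112). *Il6* had a mean of 2.93 and *Tnf* of 2.46 normalized counts in kidney, and both were under the count minimum and not tested.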

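*Lag3* of the kidney had a late change of 0.99 that did not pass (standard error 0.39, adjusted p = 0.0634; F-test across ages, adjusted p = 0.131) at a mean of 9.06 normalized counts. Its change from 14 to 20 M was 1.73 (adjusted p = 0.0188). *Cdkn2a* reached at most 23.8 normalized counts in a kidney library, a library of 3 M.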

In the spleen, gene hubs were identified from clusters 1–5 (Figure S1, left). Cluster 1 exhibits a dynamic upregulation of ECM‐associated genes, particularly multiple collagen family members (*Col3a1, Col4a1, Col4a2, Col5a1, Col6a1, Col6a2, Col6a3*, and *Col18a1*) in addition to *Tgfb1*, which peak at 20 months before declining at 26 months (Figure S1, right and Table S6). Cluster 2 exhibits a significant downregulation between 8 and 20 months, predominantly affecting adaptive immune system‐related genes, including *Bcl6, Ccr7, Cd3e, Cd4*, and *Cd28* (Figure S1, right and Table S6). GO enrichment analysis further supports this trend, highlighting processes such as lymphocyte activation, leukocyte activation, and immune system regulation. Central hub genes such as *Card11, Gata3, Lef1, Mef2c*, and *Runx1* (Figure S1, right and Table S6), crucial for T‐cell and B‐cell differentiation, maturation and activation (Hsu et al. 2016; Pomerantz et al. 2002; Wang et al. 2011; Wilker et al. 2008; Xing et al. 2016), also showed marked downregulation (Figure S1, right and Table S6). In contrast, cluster 3 exhibits a progressive upregulation from 14 months onward, characterized by a strong enrichment in cell cycle regulators with the dominance of hub genes including *Aurkb, Bub1b, Ccnb1, Cdc20, Chek1*, and *Plk1* (Figure S1, right and Table S6). Similarly to cluster 1, cluster 4 was dominated by genes linked to ECM remodeling, fibrosis, and stromal activation, with expression increasing steadily from 8 to 20 months yet with a more pronounced decline at 26 months. The top gene hubs in the cluster include: *Col1a1, Pdgfrb*, and *Tgfb2* (central regulators of fibrotic processes), *Col1a2* and *Col3a1* (other ECM components), as well as *Admts5* and *Serpine1* (matrix regulators) (Figure S1, right and Table S6). Finally, Cluster 5 in the aging spleen is characterized by a significant downregulation of several ribosomal gene families (*Rpl, Rplp*, and *Rps*), which encode essential proteins for translation (Figure S1, right and Table S6).

For the lung, skeletal muscle, heart, and brain, we had fewer genes per cluster compared to the above‐mentioned organs and therefore used the entire gene lists instead of gene hubs for our investigation. The 29 age‐associated DEGs determined in the testis were too few to perform network analysis or functional annotation. 

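The 11 DEGs of the testis were *Osbpl1a*, *Fetub*, *Psg16*, *Klk1b21*, *4930519F16Rik*, *Ccl8*, *Ighm*, *Mt3*, *Ctss*, *Igf2* and *9230104L09Rik*, of which the last 6 lie outside the naming rule and were chosen after their values were seen. *Psg16* rose by 0.98 (standard error 0.14, adjusted p = 7.11e-05 from limma) and *Klk1b21* had a late change of -1.27 (standard error 0.19, adjusted p = 0.000126). The largest rise was that of *Ccl8*, at 1.71 on the log2 scale.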

In the lung, genes related to immune response (*Cd22, Cd3g, Ctla4, Cybb, Hck, Ikzf1, Il7, Itgam, Itk, Ikzf1*, and *Lck*), inflammation (e.g., *Alox5* and *Nlrp12*), and chemokine signaling (*Ccr5, Cx3cr1*, and *Cxcl9*) were enriched in cluster 1 (Figure S2A, right and Table S6). 

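*Cx3cr1* of the lung rose by 1.21 (standard error 0.21, adjusted p = 0.00323 from limma), and it passed in the F-test across ages as well (adjusted p = 0.0356). *Cybb*, *Ikzf1*, *Itgam* and *Cd22* also passed in the late contrast, with changes of 1.39, 1.09, 1.28 and 1.37. *Ctla4* had the largest change, 2.16 (standard error 0.58, adjusted p = 0.127), and *Cxcl9* changed by 2.08 (standard error 0.69, adjusted p = 0.275). In the likelihood ratio test on recovered reads, 15 of the 15 genes passed.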

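The 7 genes *Hao1*, *Hao2*, *Cyp1a2*, *Cyp2a12*, *Cyp2c54*, *Slc17a1* and *Slc17a8* had late changes between -1.57 and 0.18 in lung, of which 0 passed over all genes tested and 2 adjusted over the list alone. *Hao2* had 10.8 ± 7.92 normalized counts (SD, n = 7) at 3 M, 65.3 ± 68.5 (n = 9) at 5 M, 43.0 ± 41.5 (n = 8) at 8 M, 97.1 ± 88.8 (n = 9) at 14 M, 95.1 ± 58.6 (n = 7) at 20 M and 10.3 ± 10.6 (n = 5) at 26 M. *Hao1*, *Hao2* and the cytochrome genes are genes of hepatocytes, and over the 45 lung libraries their mean had a rho of 0.811 and an r of 0.809 with the hepatocyte list (permutation p = 1e-05, the smallest that the permutations can give; 1 relation). Without the 2 farthest libraries r was 0.753, and rho was 0.699 and 0.945 within the sets of mice, 0.679 in the 14 libraries with the suffix b and 0.906 in the other 31.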

Cluster 2 of the lung was enriched in genes related to peroxisomal oxidation (*Hao1* and *Hao2*) and cytochrome P450 detoxification (*Cyp1a2, Cyp2a12*, and *Cyp2c54*). In addition, we also identified urate metabolism (*Slc17a1*) and synaptic neurotransmission (*Slc17a8*) associated genes in the cluster (Figure S2A, right and Table S6).

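*Slc17a1* of the lung had a late change of -0.33 (standard error 0.54, adjusted p = 0.863 from limma) and *Slc17a8* of -0.42 (standard error 0.61, adjusted p = 0.844). From 20 to 26 M *Slc17a1* changed by -2.99 (adjusted p = 0.221) and *Slc17a8* by -1.45 (adjusted p = 0.587). By the likelihood ratio test on recovered reads, 7 of the 7 genes of this cluster passed.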

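In skeletal muscle, 10 of the 10 genes *Col1a1*, *Col1a2*, *Col6a1*, *Col6a2*, *Amd1*, *Amd2*, *Odc1*, *Pdk4*, *Ucp3* and *Smox* fell at late ages, with late changes between -1.11 and -0.51, and 10 passed in that contrast, 6 in the F-test across ages and 10 adjusted over the list alone, which is not independent evidence as the study chose the list on these samples. With the sets of mice as a block, chosen after seeing the data, 9 of these genes of skeletal muscle passed in the F-test. *Col1a2* had a late change of -1.02 (standard error 0.14, adjusted p = 1.01e-05 from limma). *Amd1* had 7727 ± 1554 normalized counts (SD, n = 7) at 3 M, 9569 ± 2364 (n = 9) at 5 M, 7382 ± 1984 (n = 8) at 8 M, 7239 ± 596 (n = 9) at 14 M, 4923 ± 1352 (n = 7) at 20 M and 3510 ± 693 (n = 5) at 26 M, a late change of -0.98 (standard error 0.12, adjusted p = 8.46e-07 from limma).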

Cluster 1 of the skeletal muscle was enriched in genes encoding collagens (*Col1a1, Col1a2, Col6a1*, and *Col6a2*) and metabolic regulators (*Amd1, Amd2, Odc1, Pdk4, Ucp3*, and *Smox*) (Figure S2B, right). 

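The 9 genes *Ccl8*, *Il1b*, *Slfn4*, *Klf5*, *Gpx3*, *Osmr*, *Ctss*, *Lgmn* and *Cdkn1a* all rose in skeletal muscle, between 0.34 and 2.49, and 8 passed in the late contrast, 3 in the F-test across ages and 9 adjusted over the list alone, a list chosen on these samples and so not independent evidence. *Ccl8* rose by 2.49 (standard error 0.36, adjusted p = 1.82e-05 from limma) at a mean of 11.7 normalized counts, and *Ctss* by 0.85 (standard error 0.15, adjusted p = 0.00039). In the F-test 4 passed under the block of the sets of mice, chosen after seeing the data. *Gpx3* had a late change of 0.34 that did not pass (standard error 0.13, adjusted p = 0.211).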

In cluster 2, the identified genes consisted of inflammatory and immune‐related genes (*Ccl8, Il1b*, and *Slfn4*), stress response and metabolic regulators (*Klf5, Gpx3*, and *Osmr*), ECM and muscle homeostasis genes (*Ctss* and *Lgmn*), as well as the senescence marker *Cdkn1a* (Figure S2B, right). In the heart, both cluster 1 and cluster 3 (Figure S2C) consisted of genes related to innate immune responses (*Aim2, Ccr1, Ccr2*, and *Tlr4*), proinflammatory mediators (*Ccl8, Cxcl2, Cxcl5, Cxcl13*, and *Cxcl16*), adaptive and innate immune modulatory markers (*Fcgr2b*, *H2‐Q7, Nlrc5*, and *Ptprc* (*Cd45*)), as well as *Cdkn1a, Gdf15, Lox, Postn, Mmp3*, and *Serpina3n*. 

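All 19 named genes of the heart had a positive late change, between 0.44 and 2.74, and 14 passed in that contrast, 7 in the F-test across ages and 18 adjusted over the list alone, which is not independent evidence as the study chose the list on these samples. *Ccr2* rose by 1.19 (standard error 0.20, adjusted p = 0.000202 from limma) and *Cxcl13* by 2.02 (standard error 0.39, adjusted p = 0.00163). *Cxcl5* had a late change of 1.07 that did not pass (standard error 0.47, adjusted p = 0.348). Under the block of the sets of mice, chosen after seeing the data, 19 of these heart genes passed in the contrast, among them *Cxcl5* (adjusted p = 0.0298), and 14 in the F-test.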

Genes related to oxygen transport (*Hbb‐bs*), heme biosynthesis (*Alas2*), and extracellular matrix regulation (*Mgp*) were identified in cluster 2 of the heart (Figure S2C). 

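*Hbb-bs* of the heart changed by -1.75 between 14 and 20 M (adjusted p = 0.43 from limma) and by 1.78 between 20 and 26 M (adjusted p = 1). *Mgp* had a late change of 0.04 (standard error 0.14, adjusted p = 0.977), and *Alas2* is listed with 0 counts in every library. Over the 45 heart libraries, the 10 pairs of 5 erythroid genes had a rho of at least 0.762, with a median of 0.889.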

Finally, cluster 2 was the most prominent in the brain and comprised immune‐related genes (e.g., *Ccl3, Ccl4, Cd74, Clec7a, Cst7, Cybb, Fcgr2b, Ptprc*, and *Tlr2*) (Figure S2D). In addition, we identified *C3* and *C4b*, both of which were upregulated, as well as *Nptx2*, which was downregulated.

### 2.6 Structural Remodeling, Immune Response, Inflammation, and Vascular Dysfunction Are Shared Features of Aging Across Organs

Toward unraveling common central components of aging signatures across organs, we performed network analyses and focused on age‐associated differentially expressed genes shared across organ pairs and groups. Most shared genes were found between the kidney, spleen, liver, and lung, with 3508, 2065, and 2268 DEGs shared between the organ pairs: kidney/liver, kidney/spleen, and liver/spleen, respectively (Table S2). 

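Of 15919 genes tested in both tables, 2473 were DEGs in kidney and in the libraries labelled liver, against 2153 expected if the lists were independent. Of these, 835 (33.8%) changed in the same direction at late ages. With DEGs by the likelihood ratio test, 3531 were shared.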

1125 and 209 DEGs were shared between the organ triads: kidney/liver/spleen and kidney/liver/lung, respectively. 

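Kidney, lung and the libraries labelled liver shared 3 DEGs, and 202 with DEGs by the likelihood ratio test on recovered reads. The number is bounded by the 8 DEGs of the lung.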

Only 81 DEGs were shared among 4 organs, namely kidney, spleen, liver, and lung (Table S2). As such, we focused on the three organ pairs and a triad with the most shared DEGs to highlight common aging‐related features across the organs (Figures 4A–D and 5A–H).

**FIGURE 4:**
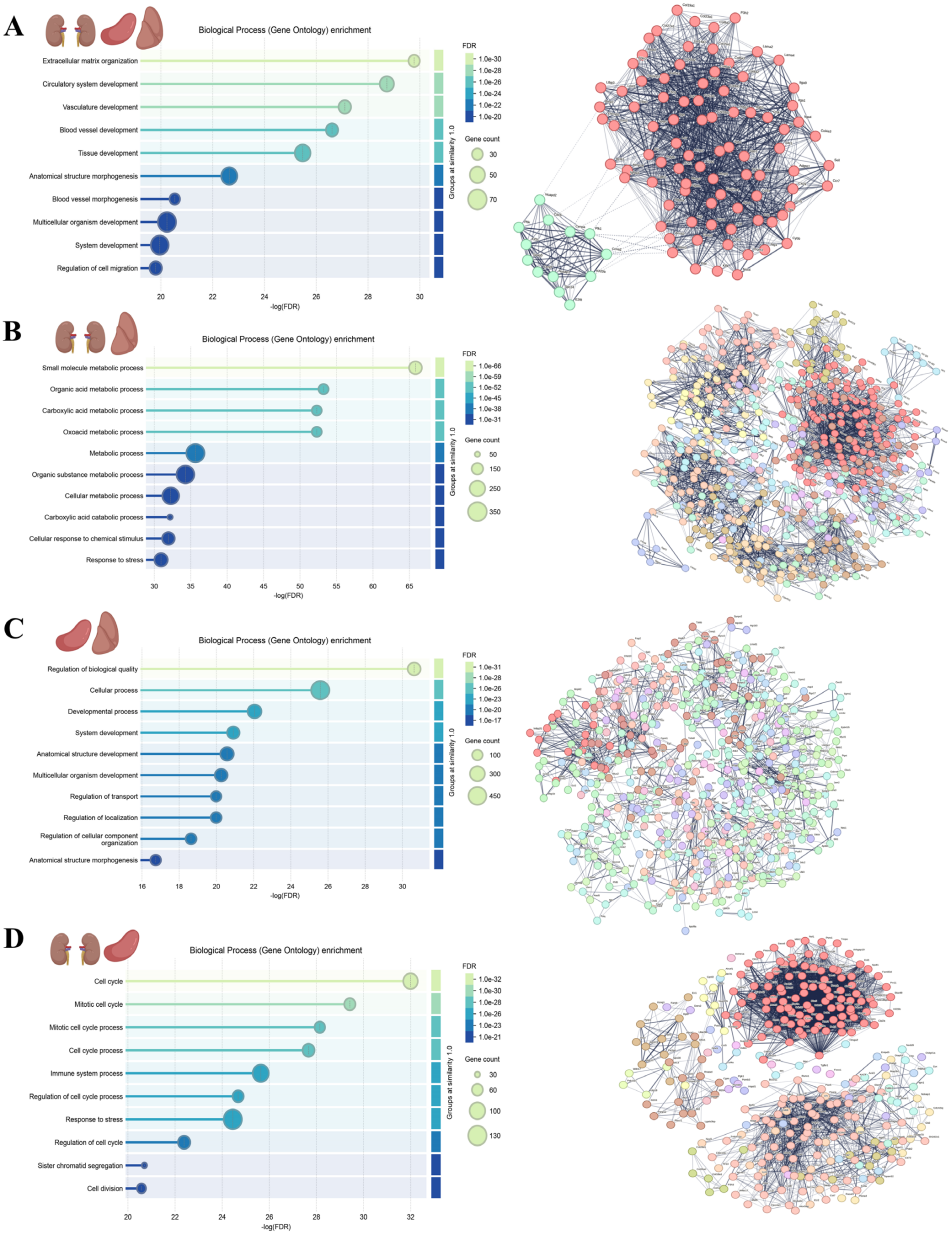
Shared gene network and functional enrichment analysis across organ pairs/groups. (A–D) Gene Ontology (GO) biological process enrichment and STRING interaction networks of top hub genes shared between organ pairs or groups: Kidney‐spleen‐liver (A), kidney‐liver (B), spleen‐liver (C), and kidney‐spleen (D). Left panels: GO enrichment dot plots for biological processes associated with the shared hub genes. The x‐axis represents the significance of enrichment as –log_10_(FDR). Dot size reflects the number of genes contributing to each term, while color indicates the FDR value. Right panels: STRING protein–protein interaction (PPI) networks of the top hub genes identified using CytoHubba's maximal clique centrality (MCC) ranking in Cytoscape. Nodes represent genes, and edges represent functional associations, highlighting highly connected nodes (“hubs”), with potential roles in coordinating functional networks. Source data are available online for this figure.

**FIGURE 5:**
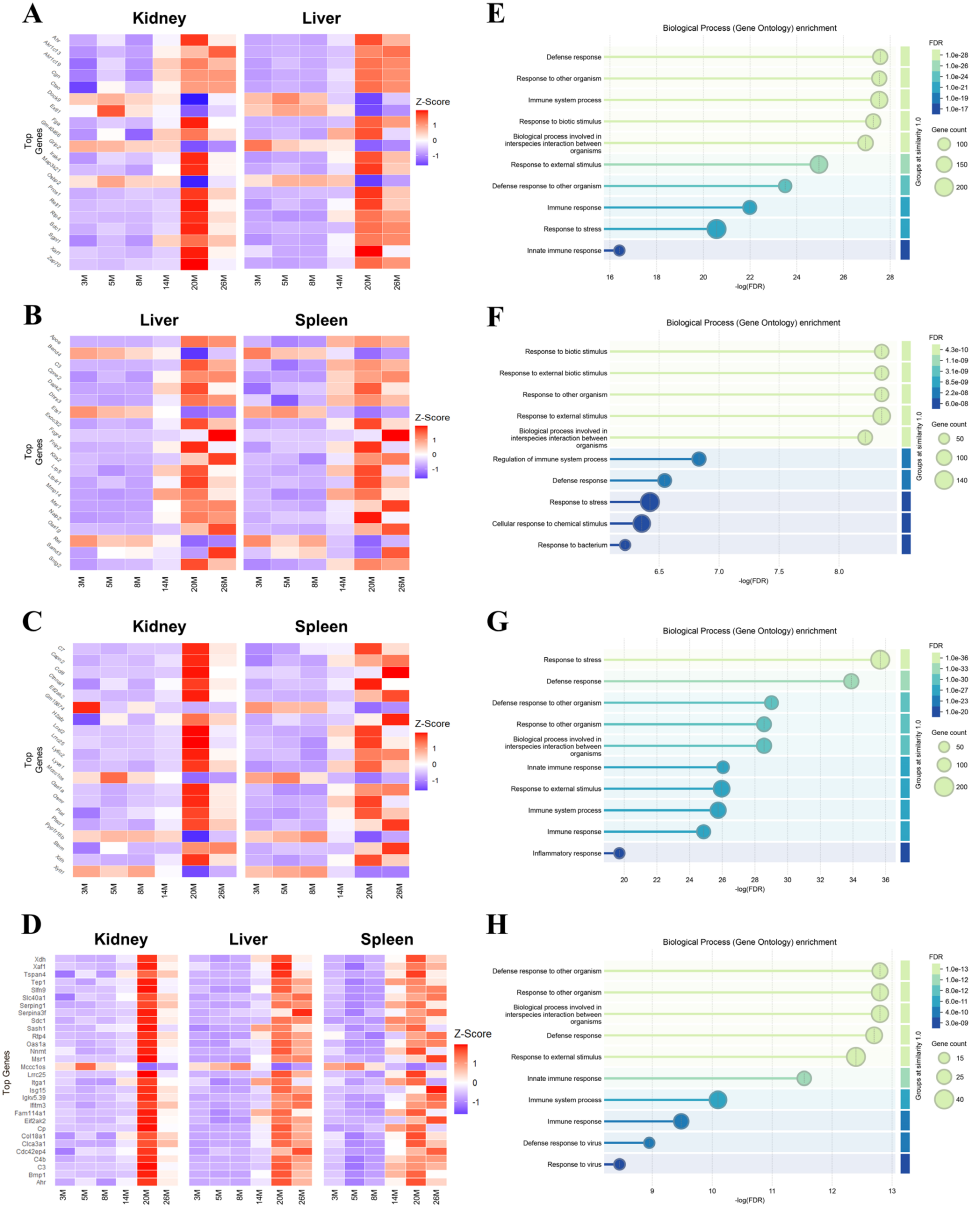
Cross‐organ correlation of age‐associated gene trajectories and functional enrichment of positively correlated genes. (A–D) Heatmaps showing the expression trajectories of the top 20 positively correlated genes (Spearman's *ρ* > 0.5) shared between paired organs: Kidney‐liver (A), liver‐spleen (B), and kidney‐spleen (C). The top 30 positively correlated genes (Spearman's *ρ* ≥ 0.5) shared across kidney, liver, and spleen are shown in (D). Columns represent age groups (3, 5, 8, 14, 20, and 26 M), and rows represent genes. Color scale reflects z‐scored expression levels (red: Upregulation, blue: Downregulation) relative to each gene's mean expression across ages. (E, F) Gene Ontology (GO) biological process enrichment analysis of the positively correlated genes (Spearman's *ρ* > 0.5) for each organ pair: Kidney‐liver (E), liver‐spleen (F), kidney‐spleen (G), and the triad kidney‐liver‐spleen (H). The x‐axis shows –log_10_(FDR) values indicating enrichment significance. Bubble size corresponds to gene count, and color reflects FDR values, with lighter shades indicating higher significance. Enriched terms highlight shared functional pathways underlying coordinated age‐related changes across organs. GO analysis was done via STRING. Source data are available online for this figure.

Gene ontology analysis of the shared aging‐associated genes between the kidney, liver, and spleen revealed predominant enrichment in ECM organization, circulatory system development and vasculature development pathways (Figure 4A). Key genes contributing to these pathways include multiple collagens (*Col1a1, Col1a2, Col3a1, Col4a1*, and *Col6a1*), fibrosis regulators (*Ccn2, Fbn1, Lox*, and *Thbs1*), and matrix metalloproteinases (*Mmp2* and *Mmp9*) (Table S7). In addition, genes encoding vascular growth factors (*Edn1, Flt1, Kdr, Pdgfb*, and *Vwf*) were also identified in this category (Table S7).

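The 16 matrix and vascular genes named for this overlap were DEGs in both tables (16 in kidney and 16 in the libraries labelled liver). In kidney, 14 rose and 2 fell, with late changes between -0.43 and 2.11 and a median of 1.03, and in the libraries labelled liver 16 fell, with late changes between -3.60 and -0.97 and a median of -2.54. All 16 passed in each organ adjusted over the list alone, which is not independent evidence as the study chose the list on these samples, and spleen was not analysed here. *Col3a1* changed by 1.95 in kidney (standard error 0.16, adjusted p = 2.61e-12 from limma) and by -2.93 in the libraries labelled liver (standard error 0.44, adjusted p = 3.82e-07). *Mmp2* changed by 1.86 in kidney (standard error 0.18, adjusted p = 1.56e-10) and by -3.60 in the libraries labelled liver (standard error 0.67, adjusted p = 1.32e-05).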

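*Edn1* rose by 1.98 in kidney (standard error 0.22, adjusted p = 3.83e-09 from limma) and *Pdgfb* by 0.97 (standard error 0.13, adjusted p = 9.49e-08). *Flt1* and *Kdr* had late changes of -0.39 (adjusted p = 0.0208) and -0.43 (adjusted p = 0.0638, and 0.0455 with the sets of mice as a block, chosen after seeing the data) in kidney. In the libraries labelled liver, *Kdr* had a late change of -2.79 (standard error 0.37, adjusted p = 2.86e-08) and *Vwf* of -3.01 (standard error 0.43, adjusted p = 1.24e-07), in a table that changes from cardiomyocyte to hepatocyte transcripts.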

Next, we identified the top gene hubs unique to the organ pairs kidney/liver (Figure 4B), spleen/liver (Figure 4C), kidney/spleen (Figure 4D), with the aim of zooming in on the most dominant shared age‐related processes between each organ pair. Functional annotations of the top 500 gene hubs unique to the kidney/liver (Figure 4B) revealed a strong dominance of metabolic processes, particularly small molecules, organic acid, and carboxylic acid metabolism. Key genes driving these pathways include central metabolic regulators, enzymes involved in energy production and fatty acid metabolism (*Acadm, Acox2, Dbt, Ftcd*, and *Gcdh*), as well as amino acid catabolism (*Ahcy, Cbs, Gcdh*, and *Glud1*). 

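The 12 metabolic genes named for this pair all had negative late changes in kidney, between -0.80 and -0.07, of which 4 passed, while 11 passed in the F-test across ages and 12 adjusted over the list alone. In the libraries labelled liver 11 rose and 1 fell, with late changes between -2.70 and 8.39. In the late contrast 11 passed, 10 of them rises, against 10 in the F-test adjusted over the list alone. Neither count over the list is independent evidence, as the study chose the list on these samples. *Ahcy* changed by -0.80 in kidney (standard error 0.20, adjusted p = 0.00196 from limma) and by 4.34 in the libraries labelled liver (standard error 0.50, adjusted p = 2.96e-09). The largest marker list of the libraries labelled liver changes with age, and the 12 genes of the kidney tubule list all rose in them too. *Acadm* changed by -0.13 in kidney (adjusted p = 0.786) and by -2.70 in the libraries labelled liver (adjusted p = 5.8e-06), and in kidney its direction reversed under quantile normalization.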

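*Cyp51* had a late change of -0.74 in kidney (standard error 0.14, adjusted p = 9.96e-05 from limma) and of 2.54 in the libraries labelled liver (standard error 0.35, adjusted p = 8.96e-08). *Cyp2d26* had a late change of -0.49 in kidney that did not pass (adjusted p = 0.136) and one of 7.32 in the libraries labelled liver (adjusted p = 4.42e-09). Between 14 and 20 M, *Cyp2d12* fell by 2.60 in kidney (adjusted p = 4.35e-06), and it rose by 2.57 by 26 M (adjusted p = 0.000745).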

The enrichment of cytochrome P450 family members (*Crot, Cyp2d12, Cyp2d26*, and *Cyp51*) further underscores the involvement of xenobiotic and lipid metabolism (Figure 4B and Table S7).

GO analysis of the top 500 gene hubs of shared age‐DEGs between the spleen and liver (Figure 4C) revealed dominant enrichment in biological quality control, cellular processes, and system development pathways. These were driven by key regulators of redox balance and cellular homeostasis, including *Blvrb* and *Gstt1* (Figure 4C and Table S7). Enrichment in system development and anatomical structure remodeling, involving *Egfl7, Esam, Lamb1*, and *Smo*, suggests roles played by vascular, structural, and immune adaptations in this organ pair (Figure 4C and Table S7). Notably, the presence of neuro‐immune and cytoskeletal regulators like *Cacna1c, Jup, Lbr*, and *Rhoc* further supports dynamic structural remodeling (Table S7).

Based on functional annotation of the top 300 gene hubs unique to the kidney‐spleen (Figure 4D), we identified strong enrichment in cell cycle and mitotic processes. This was driven by a large set of cell cycle regulators, including *Aurkb, Bub1b, Brca1, Ccnb1/2, Cdk1*, and *Mki67* (Table S7), suggesting heightened cell division and potential hematopoietic activity. Immune system processes were also significantly enriched, with contributions from *Cd79a, Fcgr1, Il7r, Pparg*, and *Trem2* (Table S7), indicating active immune cell expansion, myeloid activation, and lymphoid lineage engagement. In addition, *Cdkn1a* (p21), a key senescence marker and cell cycle inhibitor, was detected among the shared gene hubs in the kidney and spleen. Together, these findings imply that the spleen‐kidney axis in aging is characterized by a dynamic balance between proliferative drive, immune remodeling, and emerging senescence, reflecting complex tissue responses to chronic stress and damage accumulation.

### 2.7 Innate Immune Response Genes Are Significantly Overrepresented and Show Strong Positive Correlations in Aging Kidney, Liver and Spleen

To identify genes with similar expression profiles across the kidney, liver, and spleen over time, we assessed the trajectory correlation of transcriptomic changes (Table S8) among shared DEGs in the three organs and organ pairs‐kidney and spleen, kidney and liver, as well as liver and spleen‐using Spearman's rank correlation coefficient (Spearman 2010). In addition, we also investigated the expression trends in organ pairs, including kidney and spleen, kidney and liver, as well as liver and spleen (Figure 5A–F). 

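In kidney, the 9 genes *C3*, *C4b*, *Clec4n*, *Cybb*, *Eif2ak2*, *Ifitm3*, *Irf7*, *Lbp* and *Serping1* were DEGs and all rose, between 0.59 and 3.59 with a median of 1.76. In the libraries labelled liver all 9 rose as well, between 0.46 and 3.64, of which 5 were DEGs and 7 passed in the late contrast. In the F-test adjusted over the list alone, 9 passed in kidney and 5 in the libraries labelled liver. This is not independent evidence, as the study chose the list on these samples. *C4b* rose by 2.09 in kidney (standard error 0.25, adjusted p = 9.82e-09 from limma) and by 3.64 in the libraries labelled liver (standard error 0.46, adjusted p = 1.4e-08). *Clec4n* rose by 2.63 in kidney (standard error 0.43, adjusted p = 7.38e-06), while its change of 0.46 in the libraries labelled liver did not pass (adjusted p = 0.381).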

Expression levels of shared differentially expressed genes associated with “defense response” and “innate immune response,” including *C3, C4b, Clec4n, Cybb, Eif2ak2, Ifitm3, Irf7, Lbp, Sdc*, and *Serping1*, were highly correlated in the kidney, liver, and spleen (Figure 5A–F and Table S8). Similarly, the kidney and liver showed high correlation of shared DEGs associated with “defense response” and “immune system response” (Figure 5A,D, Table S8). 

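Spearman's rho was computed over the 6 age-group means of kidney against those of the libraries labelled liver for each of the 2473 shared DEGs. It was at least 0.5 for 484 genes and at most -0.5 for 899. The largest marker list of the libraries labelled liver changes between these ages, so a high rho is not read as shared aging. Of the 720 orders of the ages in 1 organ, 165 gave at least as many genes with a rho of at least 0.5 (exact permutation p = 0.229), with a median of 330 genes and a maximum of 1027. With DEGs by the likelihood ratio test, 728 genes had a rho of at least 0.5.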

Shared DEGs associated with “regulation of immune system process” and “response to biotic stimulus” including *Blk, Cfp, Cybb, Fam20a, Il10rb, Il27ra, Lbp, Noct, Rarres2, Rnase4, Saa3*, and *Serping1*, were highly correlated in the liver and spleen (Figure 5B,E, Table S8). Finally, the kidney and spleen indicated high correlation in shared DEGs related to “response to stress” (such as *Acvrl1, Axl, Ccl8, Ccl12, Chaf1a, Col1a1, Cybb, Gzmb, Ier3, Ifi211, Lbp, Pdgfb*, and *Plin2*), as well as “defense response” (Figure 5C,F, Table S7). Furthermore, we assessed expression trends in the three organs and determined that the shared DEGs were enriched in “defense response to other organism” and “innate immune response” (Figure 5D,H, Table S8).

### 2.8 Organ‐Specific Transcriptomic Aging Signatures

To identify age‐associated transcriptional changes uniquely enriched in individual organs, we applied LMM across all tissues, modeling *Age* as a continuous variable and including a random intercept for *Mouse*. 

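The interaction of age and tissue was tested over 24170 genes in the 270 columns of 6 organ tables, with age in months and the mouse as a block, which in this balanced design gives the test of a random intercept. An adjusted p of at most 0.05 was reached by 10732 genes in the F-test with 5 and 215 degrees of freedom. Without the block 10353 genes passed. The 14 columns labelled liver with the reads of the heart library of the mouse counted as a separate tissue here. The test was not run without the table labelled liver. *Myh6*, which was chosen after its value was seen, had an F of 46.8 (adjusted p = 3.43e-28).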

An *Age × Tissue* interaction term was used to extract genes with divergent age trajectories between tissues. For each gene, we subsequently ran linear trend tests per organ to identify the direction of expression change (upregulated or downregulated with age) (Figure S4A).

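Over the interaction genes, 7119 had a linear trend that was unique to the libraries labelled liver, 3469 rising and 3650 falling. In kidney 537 genes had one, 375 rising and 162 falling, and in skeletal muscle 44 had one, 30 rising and 14 falling. In heart 23 genes had a unique trend (20 rising), in testis 7 (3 rising) and in lung 3 (2 rising). As the trends were compared over 6 organs, a gene with a trend in spleen or brain was still counted as unique here. Conversely, a gene with a trend in the libraries labelled liver was not counted as unique to another organ, and 9215 interaction genes had such a trend. This can lower the unique counts of the other organs. With or without a trend elsewhere, 2415 interaction genes had a trend in kidney, 337 in skeletal muscle and 238 in heart.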

To highlight tissue‐specific aging programs, we extracted genes with significant trends in one organ but not others and performed GO enrichment on these gene sets. This revealed distinct biological aging signals across organs. 

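Of the 15 genes of the hepatocyte list, 11 were among the rising genes unique to the libraries labelled liver. The same set held 7 genes of the kidney tubule list and 6 of the brain list.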

In the liver, genes upregulated with age were enriched for metabolic processes, including small molecule metabolism, organic acid and lipid metabolism, reflecting heightened metabolic and detoxification demands (Table S8). In contrast, downregulated genes showed strong enrichment for “muscle structure development,” “circulatory system development,” and “vasculature development,” suggesting impaired vascular maintenance and structural remodeling in the aging liver (Table S9). 

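The falling genes unique to the libraries labelled liver held 4 genes of the cardiomyocyte list, 3 of the skeletal muscle fibre list, 8 of the testis germ cell list, 5 of the erythroid list and 5 of the endothelium list. *Tnnt2* and *Myl2* of heart muscle had late changes of -11.18 and -12.94 in this table, with adjusted p-values of 1.07e-10 and 8.79e-11 from limma.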

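Among the 375 rising genes unique to the kidney were 2 of the macrophage list and 1 of the plasma and B cell list. The fibroblast list of the kidney rose with a median late change of 1.54, with 5 of its 7 genes among the DEGs.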

Uniquely age‐upregulated genes in the kidney were enriched for “regulation of cell adhesion,” “positive regulation of cell motility,” and “actin cytoskeleton organization,” suggesting tissue restructuring and potential fibrotic responses with age (Table S9). 

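The kidney tubule list had 10 of 12 genes among the DEGs of the kidney, of which 4 of the 12 rose and 8 fell, with a median late change of -0.46.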

The downregulated genes in the kidney showed strong signatures of ion and small molecule metabolism and transport processes, including “organic acid metabolic process,” “small molecule metabolic process,” and “organic anion transport,” reflecting a decline in nephron functional capacity and solute handling with age (Table S9). In the spleen, age‐upregulated genes were enriched for mitochondrial and metabolic processes, such as “cellular respiration” and “oxidative phosphorylation,” indicating enhanced mitochondrial adaptation with age (Table S9). In contrast, downregulated genes showed a strong signature of adaptive immune decline, including “lymphocyte activation,” “immune system process,” and “T cell activation,” suggesting immunosenescence primarily driven by reduced lymphocyte function (Table S9). Finally, the unique age‐downregulated genes in the brain showed enrichment in “modulation of chemical synaptic transmission,” “regulation of synaptic plasticity,” and “synaptic signaling,” consistent with age‐associated neural decline and synaptic dysregulation (Table S9).

### 2.9 qPCR‐Based Validation of Selected Differentially Expressed Genes

Next, we selected a subset of differentially expressed genes from the liver, kidney, spleen, and lung in our bulk RNA‐seq datasets for validation by qPCR (Figure 6A–D). Target genes were selected based on their high expression levels and their enrichment as hub genes among DEGs in any of the four organs. We confirmed the differential gene expression of 28 target candidate genes identified in our bulk RNA‐seq experiments using qPCR (Table S10). The validated DEGs included: 5 genes from the liver (*Cox5a*, *Crp*, *Hpx*, *Ndusf2*, and *Ndusf3*; Figure 6A,S,5), 8 genes from the kidney (*Cdkn1a*, *Csf1, Cx3cl1, Icam1*, *Serpine1*, *Stat3, Tlr4, and Vcam1*; Figure 6B,S,4), 12 genes from the spleen (*Apoe, Bub1b, C1qa, Camp, Ccna2, Col6a1, Col6a2, Csf1r, Fbn1, Mmp2, Nusap1*, and *Vcam1*; Figures 6C,S,4B), and 3 genes from the lung (*Cxcl9, Ikzf1*, *and Lck*; Figure 6D). *Cox5a* and *Ndusf2*, which were also identified among the top age‐associated gene hubs in our liver RNA‐seq dataset, encode genes involved in the mitochondrial electron transport chain (Baertling et al. 2017; Ngu et al. 2012). *Cx3cl1* and *Stat3*, identified among the top age‐associated gene hubs in our kidney RNA‐seq dataset, are implicated in heightened inflammatory responses (Carlsen et al. 2004; Yu et al. 2009). *Bub1b*, *Col6a1*, and *Col6a2* are three of the top gene hubs in our spleen RNA‐seq dataset. *Bub1b* encodes a cell cycle regulator (Davenport et al. 1999), whereas the two collagen genes are involved in ECM remodeling (Vroman et al. 2023). *Cxcl9* and *Lck*, two of the top gene hubs in the lung RNA‐seq dataset, are implicated in chemokine signaling and immune response, respectively (Lin et al. 2004; Ozga et al. 2021). The selected differentially expressed target genes were confirmed by qPCR with validation rates of 50%, 88.80%, 75%, and 60% in the liver, kidney, spleen, and lung, respectively. Validation rates varied across the assessed organs, with the liver and kidney showing the lowest and highest validation rates, respectively. Importantly, the validated target genes showed the same directionality as the RNA‐Seq datasets thereby confirming the reliability of our transcriptomics data.

**FIGURE 6:**
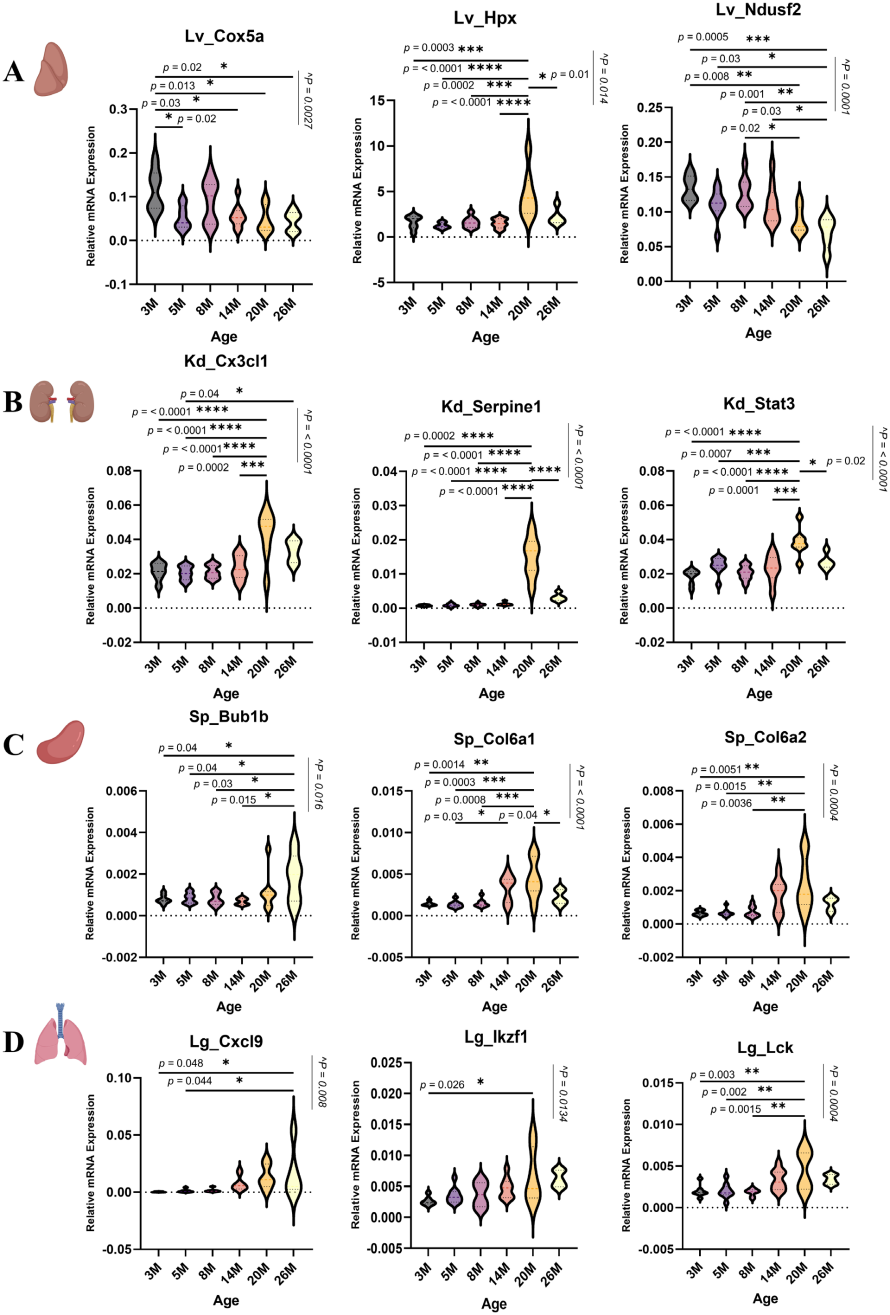
Validation of age‐associated gene expression changes by RT–qPCR. (A–D) Relative mRNA expression levels of selected aging‐associated genes were validated in the (A) liver (Lv), (B) kidney (Kd), (C) spleen (Sp), and (D) lung (Lg) across different age groups. Gene expression was quantified by RT–qPCR, normalized to β‐Actin using the 2^−ΔCT^ method. Violin plots show the distribution of expression levels per group. Violin plot shows upper and lower quartiles (lightly dotted lines) and the median (bold dotted line). Statistical analysis was performed using one‐way ANOVA with age as a between‐subjects factor, followed by Tukey's post hoc test. Significance levels: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data are available online for this figure. ^denotes ANOVA *p* value indicating overall age effect.

## 3 Discussion

In this study, we investigated shared and tissue‐specific transcriptomic signatures of aging by performing bulk RNA sequencing on eight major mouse organs‐brain, heart, kidney, liver, lung, skeletal muscle, spleen, and testis. This analysis included 6 age points ranging from 3 to 26 months old mice and therefore encompassing much of the murine lifespan. Unlike previous rodent aging studies, which often focused on single organs, relied on pairwise comparisons, or suffered from small sample sizes, our design incorporated a larger cohort (*N* = 45) and leveraged a likelihood ratio test (LRT) to capture global age‐associated transcriptomic changes (Love et al. 2014). Our analyses revealed that the liver, kidney, and spleen exhibited the most pronounced transcriptomic alterations with aging, while changes were moderate in the heart, lung, and skeletal muscle and minimal in the brain and testis (Figure 1 and Table S1). We further validated a subset of DEGs in the kidney, liver, lung, and spleen using qPCR (Figure 6). Strikingly, the validation rate for the liver was notably lower than the other organs, which is likely to reflect the post‐transcriptional regulatory complexity of this organ. Processes such as alternative polyadenylation and 3′‐UTR remodeling (Jobbins et al. 2022), the dominant influence of the liver‐specific miRNA miR‐122 (Jopling 2012), and age‐related changes in RNA‐binding proteins (Chaturvedi et al. 2015) can decouple isoform‐level signals captured by RNA‐seq from those measured by targeted qPCR assays. The validated differentially expressed genes represented the most enriched gene hubs associated with DEGs across the four organs.

Interestingly, age‐associated differential gene expression patterns (Figure 2A–H) varied across organs, reflecting differences in the onset and extent of transcriptomic alterations. The spleen, lung, skeletal muscle, and testis showed earlier onset of transcriptional alterations starting around 8 months, peaking at 20 months, and declining or stabilizing by 26 months. In contrast, brain, heart, kidney, and liver displayed later‐onset changes beginning around 14 months, also with varied trajectories, either stabilizing or declining afterward. Interestingly, despite the lung, skeletal muscle, and testis's early onset of changes, these organs displayed fewer DEGs, indicating that the timing and magnitude of transcriptional shifts are uncoupled in these organs.

Comparing these transcriptomic patterns to our separately published proteomic data (Scifo et al. 2025) revealed consistent trends in both the timing and extent of molecular changes. Both datasets showed stable expression in the kidney, lung, and spleen until 8 months, while the liver remained stable until 14 months. Subsequently, molecular changes in the kidney, lung, and spleen intensified, peaking at 20 months before declining by 26 months. In contrast, the liver underwent a sharp transition between 14 and 20 months and maintained this altered state thereafter. Notably, the kidney, liver, and spleen consistently exhibited the most pronounced changes across both datasets, while changes in the lung remained moderate. However, a key distinction emerged: transcriptomic changes were generally more extensive than proteomic shifts, highlighting post‐transcriptional regulation as a potential modulator of aging‐related molecular phenotypes. Importantly, beyond similar temporal patterns, we also observed functional convergence between the transcriptomic and proteomic layers. Shared aging signatures included a coordinated upregulation of immune response and complement activation across tissues, particularly in the spleen, alongside a consistent downregulation of translational machinery and proteostasis‐related pathways. Moreover, extracellular matrix remodeling emerged in both datasets, especially in the kidney and spleen, underscoring conserved biological processes driving tissue‐specific aging programs. These overlaps reinforce the robustness of our findings and suggest that key aspects of age‐associated molecular remodeling are captured across omics layers.

Trajectory analysis of age‐related DEGs in various mouse organs, as shown in Figures 3A,B,S,1 and 2A–D, revealed that the onset and progression of transcriptomic changes varied significantly between different organs. A previous multi‐organ transcriptomic study identified enrichment in genes related to increased inflammation, mitochondrial dysfunction, and loss of proteostasis (Schaum et al. 2020) during normal aging. In our study, based on gene ontology analysis of DEGs associated with the most enriched clusters for individual organs, we confirmed that genes related to increased inflammatory response (e.g., *Cxcl13, Stat3* and *Tnf*) (Bradley 2008; Carlsen et al. 2004; Yu et al. 2009) and mitochondrial dysfunction (e.g., *Cox5a, Ndufs5*, and *Uqcrb*) (Baertling et al. 2017; Haut et al. 2003; Salscheider et al. 2022) were also overrepresented in all assessed mouse organs except for the testis. The absence of inflammaging signature in the testis is inconsistent with literature evidence in rodents (Frungieri et al. 2018; Giannessi et al. 2005; Zhang et al. 2020) and may suggest that this organ becomes more susceptible to inflammation much later in life in comparison to the other assessed organs. Moreover, genes involved in ribosome biogenesis and translation (e.g., *Emg1, Rplp0*, and *Rps27*) (Meyer et al. 2011; O'Donohue et al. 2010; Santos and Ballesta 1994), whose dysregulation is implicated in loss of proteostasis (Tye et al. 2019), were prominent in cluster 5 of the spleen.

Our network analysis revealed the most prominent molecular programs associated with age‐related dysfunction in individual organs. In the aging liver, cluster 1 (Figure 3A) highlighted upregulation of Cytochrome P450 enzymes (CYPs), suggesting an adaptive response to increased metabolic demands and detoxification pressures, possibly serving as a compensatory mechanism against oxidative stress (Rendic 2021). In addition, genes encoding apolipoproteins, acute‐phase proteins, and glutathione‐S‐transferases were enriched in cluster 1, further indicating the complex dynamics of metabolic adaptation, oxidative stress management, and inflammatory responses during aging. Surprisingly, cluster 2 (Figure 3A) of the liver uncovered an overrepresentation of genes typically associated with neuronal signaling, including AMPA, GABA, NMDAR, and adrenergic receptors‐rarely studied in hepatic aging. While these genes are well known for their roles in the nervous system, there is also evidence that they function in non‐neuronal tissues. For instance, hepatocyte‐driven glutamate release can activate mGluR5 on hepatic stellate cells, promoting fibrogenesis (Choi et al. 2019). GABAα receptors, conversely, appear to be protective‐mitigating hepatocyte apoptosis and inflammation (Wang et al. 2017). Similarly, NMDAR subunits, scarcely expressed in healthy liver, were previously shown to be upregulated in fibrosis and hepatocellular carcinoma models (Stepanov et al. 2022). The upregulation of α1‐ and α2B‐adrenergic receptors aligns with stellate cell activation and fibrotic remodeling (Schwinghammer et al. 2020). Together, these findings suggest a pathological shift where aberrant glutamatergic and dopaminergic signaling contribute to fibrosis and malignancy, while GABAergic pathways act as a protective counterbalance. The liver's cluster 3 (Figure 3A) reflected declining mitochondrial integrity, with downregulation of mitochondrial ribosomal genes and components of the electron transport chain and TCA cycle, pointing to impaired mitochondrial protein synthesis and bioenergetic stress (Cheong et al. 2020). Concurrent suppression of *Prkar1a*, a key PKA signaling regulator (Robinson‐White et al. 2006), and *Cs* (citrate synthase) underscores broader disruptions in metabolic control. Reduced expression of antioxidant defenses (*Prdx3* and *Sod2*) (Al‐Serri et al. 2012; Geng et al. 2021) and mitochondrial biogenesis regulators (*Ppargc1a* and *Tfam*) (Collier et al. 2024) further signals compromised mitochondrial renewal and heightened oxidative vulnerability, hallmarks of liver aging.

In the kidney, the aging signature similarly pivoted around oxidative stress, inflammation, and cellular senescence. Cluster 2 (Figure 3B) captured the metabolic decline, with loss of Cystathionine beta‐synthase (CBS), a critical enzyme in sulfur amino acid metabolism and linked to oxidative stress and chronic kidney disease (CKD) (Hamidizad et al. 2023), and *Sirt3*, a regulator of mitochondrial ROS through Superoxide dismutase (SOD2) (Chen et al. 2011). Peroxisomal acyl‐coenzyme A oxidase 1 (ACOX1), a key enzyme in peroxisomal fatty acid oxidation, was shown to be downregulated in renal biopsies from acute kidney injury and CKD patients (Chen et al. 2023), while *Ppargc1a* suppression reflects failing mitochondrial biogenesis and energy metabolism, as observed in diabetic kidney disease (She et al. 2022). *Il6, Stat3* and *Tnf*, which were enriched in cluster 3 (Figure 3B) of the aging kidney, have been linked to renal inflammation and fibrosis, contributing to CKD progression through excessive cytokine signaling and extracellular matrix accumulation (Kandemir et al. 2022; Zheng et al. 2019). Notably, the parallel rise in *Il10ra* suggests an attempted, yet likely insufficient, anti‐inflammatory counterbalance (Saraiva and O'Garra 2010). The concurrent increase in senescence markers (*Cdkn1a* and *Cdkn2a*) is in line with an increasing senescent cell load in the aging kidney (Khosla et al. 2020). The data suggest a critical tipping point between 14 and 20 months, where compensatory mechanisms fail and may lead to senescence associated with pathology and deterioration. This complex interplay of stress responses, inflammation, and aging underscores the kidney's vulnerability and positions it as a central organ for age‐related disease progression.

In the spleen, network analysis revealed progressive fibrotic remodeling and immune alterations driving aging‐related dysfunction. Enrichment of collagen genes and ECM components (Cluster 1) implies structural adaptation or maladaptation (Ricard‐Blum et al. 2018), while the decline in adaptive immune genes (Cluster 2) hints at functional impairment of adaptive immunity associated with aging (Figure S1) (Zhou et al. 2021). Cell cycle regulators represented by genes such as *Aurkb, Bub1b, Ccnb1, Cdc20, Chek1*, and *Plk1*, enriched in cluster 3 (Figure S1) of the spleen, are critical for mitotic progression and checkpoint control (Abe et al. 2018; Davenport et al. 1999; Hein et al. 2021; Schmucker and Sumara 2014; Shaalan et al. 2021; Strauss et al. 2018). The concurrent upregulation of *Birc5* (Survivin) and *Cdkn1a* among the enriched genes in this cluster further indicates a potential role of the former in regulating senescence in the aging spleen (Unruhe et al. 2016). The prominence of *Pdgfra* and *Pdgfrb* in cluster 4 (Figure S1) of the spleen underscores the activation of platelet‐derived growth‐factor (PDGF) signaling, a major driver of fibroblast proliferation and ECM deposition, aligning with findings in murine myelofibrosis models (Herrera et al. 2018). Likewise, the TGF‐β pathway, represented by *Tgfb2* and *Tgfbr1*, emerges as a key pro‐fibrotic regulator in the aging spleen. Structural ECM components (e.g., *Col1a1* and *Col3a1*) and matrix regulators (e.g., *Adamts5* and *Serpine1*) in the cluster are consistent with extensive matrix remodeling and fibrotic maladaptation in the aging spleen (Barallobre‐Barreiro et al. 2021). Finally, Cluster 5 (Figure S1) revealed downregulation of genes (e.g., *Abce1, Efl1, Ngdn*, and *Rplp1*) implicated in the ribosomal and translation machinery, suggesting that impaired protein synthesis, ribosome maturation defects, and declining translational capacity may represent key features of the aging spleen (Campos et al. 2020; Jung et al. 2006; Nurenberg‐Goloub et al. 2020; O'Donohue et al. 2010).

Prominent clusters in the lungs were enriched in immune response genes, inflammatory mediators and chemokines (cluster 1), as well as metabolism and detoxification related genes (cluster 2) (Figure S2A). Progressive activation of myeloid cells, characterized by increased expression of immune response genes (*Cybb, Hck*, and *Itgam*) (Bai et al. 2022), inflammatory mediators (e.g., *Alox5* and *Nlrp12*) (Poirier et al. 2020; Udden et al. 2019) and elevated chemokine signaling genes (*Ccr5, Cx3cr1*, and *Cxcl9*) (Ozga et al. 2021), indicates sustained inflammaging in the lung. In contrast, adaptive cell mediated immune response genes show a dual pattern of activation (*Cd3g, Il7, Itk*, and *Lck*) (Lin et al. 2004; Panapasa et al. 2015) and regulation (*Cd22, Ctla4* and *Ikzf1*) (Ichiyama et al. 2024; Kawasaki et al. 2011; Vignali et al. 2008), suggesting a shift toward functional dysregulation with age. Interestingly, metabolic and detoxification genes (*Cyp1a2, Hao1*, and *Hao2*) remained stable until late life, declining at 26 months, hinting at an initial metabolic robustness that deteriorates with advanced age (Isobe et al. 2018; Kalidasan et al. 2024; Stading et al. 2021).

In skeletal muscle, aging was associated with ECM remodeling, metabolic dysregulation, and immune activation. Cluster 1 (Figure S2B) highlighted upregulation of collagen genes (*Col1a1* and *Col6a1*) (Vroman et al. 2023) and metabolic regulators (*Amd1, Amd2, Odc1, Pdk4, Smox*, and *Ucp3*) (Furbish et al. 2022; Lee and MacLean 2011; MacLellan et al. 2005; Sugden and Holness 2003), indicating structural compromise and altered energy homeostasis. The presence of inflammatory and immune‐related genes (e.g., *Ccl8, Il1b*, and *Slfn4*) in cluster 2 (Figure S2B) may indicate heightened immune activation in aging muscle (Ding et al. 2016; Laurance et al. 2010). In addition, the presence of stress response and metabolic regulators (*Gpx3, Klf5*, and *Osmr*) (Chung et al. 2009; Domaniku‐Waraich et al. 2024; Hayashi et al. 2016) which play roles in tissue remodeling together with ECM and muscle homeostasis genes (*Ctss* and *Lgmn*) (Osoble et al. 2025; Wan et al. 2023), hint at remodeling processes essential for muscle function and repair. Yet, the upregulation of *Cdkn1a* suggests that accumulating senescent cells contribute to impaired regeneration and muscle wasting.

In the heart, transcriptomic profiling revealed a convergence of innate immune activation, chronic inflammation, and cellular senescence as prominent aging features. Clusters 1 and 3 (Figure S2C) were enriched in genes linked to macrophage and dendritic cell activation (*Aim2, Ccr1, Ccr2*, and *Tlr4*), reflecting heightened innate immune engagement (Bajpai et al. 2019; Medina‐Ruiz et al. 2024; Wang et al. 2020). This was accompanied by upregulation of proinflammatory chemokines (*Cxcl2, Cxcl5*, and *Cxcl13*), sustaining a chronic inflammatory state that is commonly associated with cardiac damage (Chen et al. 2022). The co‐expression of adaptive and innate immune modulators (*Fcgr2b, H2‐Q7, Nlrc5*, and *Ptprc*) alongside senescence markers (*Cdkn1a* and *Serpina3n*) suggests a maladaptive remodeling process, where persistent immune activation transitions toward immune exhaustion and tissue deterioration (Al Barashdi et al. 2021; Ba et al. 2022; Ludigs et al. 2015; Melo‐Lima et al. 2014; Morris et al. 2020; Poh et al. 2012). Interestingly, downregulation of oxygen transport (*Hbb‐bs*) and vascular function (*Alas2*) genes suggests impaired oxygen delivery and endothelial homeostasis shift may represent a compensatory adaptation aimed at reducing excess heme accumulation and limiting ischemic injury in aging cardiomyocytes (Sawicki et al. 2015; Zhang et al. 2023). Together, these findings depict a scenario where sustained innate immune activation, unresolved inflammation, immune exhaustion, and senescence promote cardiac aging, contributing to structural remodeling and functional decline.

Finally, the aging brain displayed transcriptional signs of chronic neuro‐inflammation and microglial activation. Cluster 2 (Figure S2D) showed upregulation of *Cd74, Clec7a, Cst7*, and *Cybb*‐genes implicated in reactive microglia and neurodegenerative processes (Potru and Spittau 2023). *Cybb*, encoding the NADPH oxidase component gp91‐phox, likely exacerbates oxidative stress, driving neuronal damage (Valencia et al. 2013). *Cst7*, a lysosomal protease inhibitor, has been shown to modulate microglial inflammatory responses in tauopathy models, while *Clec7a* (Dectin‐1) mediates amyloid‐beta phagocytosis (Rasmussen et al. 2022). Cd74, which interacts with macrophage migration inhibitory factor (MIF), is linked to Alzheimer's pathology through amplification of inflammatory pathways (Bryan et al. 2008). Overall, these findings highlight a recurring theme of immune dysregulation, fibrotic remodeling, metabolic stress, and senescence as key hallmarks shaping the aging trajectories of multiple organs‐each with unique timing and intensity reflective of their biological roles and vulnerabilities.

We identified genes encoding vascular growth factors (e.g., *Edn1, Flt1, Kdr*, and *Pdgfb*) (Eilken et al. 2017; Waltenberger et al. 1999), innate immune triggers (*Ccl5, Ccl8, Ccl12, Cxcl1, Cxcl13, Nfkb1*, and *Tlr4*) (Richmond 2002; Wang et al. 2020), complement factors (*C3* and *C4b*) (Noris and Remuzzi 2013) as well as B‐ and T‐Cell markers (*Birc3, Cd22, Cr2, Fcgr4*, and *Irf7*) (Boldison et al. 2023; Kawasaki et al. 2011), among shared age‐related DEGs between the kidney, liver, and spleen, all of which point to chronic low‐grade inflammation (inflammaging), vascular, immune, and tissue remodeling as critical aspects of aging in the three organs. In addition, oxidative stress markers (*Cybb, Nox4*, and *Sod2*) (Isiaku et al. 2024; Zhang et al. 2022), collagens (e.g., *Col1a1* and *Col6a1*) (Vroman et al. 2023), fibrosis regulators (e.g., *Fbn1* and *Thbs1*) (Tanaka et al. 2021; Wu et al. 2024), and matrix metalloproteinases (*Mmp2* and *Mmp9*) (Cancemi et al. 2020) constituted part of their shared transcriptomic landscape. Yet, despite these shared molecular themes, the directionality of gene expression was often organ‐specific. Notably, fibrotic, vascular, and immune genes were downregulated in the liver at 20 months, contrasting with their upregulation in the kidney and spleen. This divergence highlights that aging is not a uniform process but rather governed by tissue‐specific regulatory programs. Whereas the kidney's trajectory reflects progressive fibrosis and structural stiffening, the liver may shift toward ECM degradation and heightened inflammatory reactivity, emphasizing the need for organ‐tailored aging interventions.

In contrast to existing multi‐organ aging datasets, which are often limited by small sample sizes and analyses based on pairwise comparisons between older mice and a young adult reference (Schaum et al. 2020; Takasugi et al. 2024), our study provides a complementary resource for in‐depth assessment of age‐dependent changes. Our work indicates that normal aging progresses in gradual and non‐linear ways across different tissues. Although there is an overlap of age‐related genes across organs, we confirm that the age of onset and magnitude of transcriptomic changes vary between the different tissues covered in our analysis. A limitation of the study is that our investigations were performed in one sex and one genetic background (male C57BL/6J mice). It would be desirable to extend our findings to female mice, as well as additional mouse strains.

In conclusion, we identified dominant age‐associated dysregulated transcriptomic signatures across multiple organs, including progressive metabolic decline and fibrosis in the kidney; alterations in mitochondrial metabolic pathways and distinct late‐life downregulation of ECM and fibrotic genes in the liver; changes in inflammatory and detoxification processes in the lung; and dysregulation of angiogenesis, vascular remodeling, ribosome biogenesis, and translation in the spleen. Moreover, we also identified increased inflammatory response, mitochondrial dysfunction and cellular senescence as the most prominent aging features seen across most organs assessed. In addition, evidence for loss of proteostasis was found in the aging spleen. These findings highlight both unique and shared transcriptomic signatures associated with aging across individual and multiple organs, respectively, which could inform the development of therapeutics aimed at improving health in the context of aging. Our findings emphasize the need for organ‐targeted approaches in aging research and therapeutic development, as molecular aging is not uniform but instead reflects distinct vulnerabilities and compensatory mechanisms within each tissue.

## 4 Materials and Methods

### 4.1 Animal Housing and Husbandry Conditions

Our study involved male C57BL/6J mice (stock no. 632, Jackson Laboratory), spanning six age groups: 3, 5, 8, 14, 20, and 26 months. The number of mice used per age group ranged from 7 to 9, except for the 26 months group with 5 mice. All animals were obtained in a single cohort from the Jackson Laboratory. Mice were housed in groups of 2–5 age‐matched individuals per cage in individually ventilated cages (IVCs), maintained under specific pathogen‐free conditions in accordance with FELASA guidelines. Husbandry conditions were standardized at 22°C, 55% humidity, and a 12‐h light/dark cycle, with unrestricted access to food and water. All procedures adhered to local and federal animal welfare regulations. Animals for which predefined humane endpoints, for example, with ulcerating tumors, bleeding from orifice or persistent rectal prolapse were identified, were euthanized. We employed the G*Power software (v3.1.9.2) to estimate sample sizes of the mouse cohorts as required for ethical approvals of animal experiments.

### 4.2 RNA Extraction, RNA‐Seq and Data Processing

Tissues were collected over the course of two consecutive days. The number of animals processed each day was evenly distributed across the different age groups. Animals were given a minimum of 30 min to acclimate in the dissection room before euthanasia and tissue collection. Mouse organs were pulverized in liquid nitrogen to obtain homogenous tissue powder. Total RNA isolation from mouse tissues was performed with TRI‐Reagent (Merck, Darmstadt, Germany). Briefly, 1 mL TRI‐Reagent was added to an aliquot of frozen tissue powder followed by solubilization via ten passages through a 24‐gauge needle. Further processing steps were performed according to the manufacturer's recommendations. Total RNA was purified with the Monarch RNA Cleanup kit (New England Biolabs, Ipswich, MA, US).

A previously described protocol (Hou et al. 2015) was used for mRNA isolation and cDNA library preparation with a few modifications. Briefly, mRNA was isolated from purified 1 μg total RNA using oligo‐dT beads (New England Biolabs, Ipswich, MA, US) and fragmented in reverse transcription buffer by incubating at 85°C for 7 min, before cooling on ice. SmartScribe reverse transcriptase (Taraka Bio, Kusatsu, Japan) with a random hexamer oligo (HZG883: CCTTGGCACCCGAGAATTCCANNNNNN) was used for cDNA synthesis. Samples were then treated with RNase A and RNase H to remove RNA, followed by purification of cDNA on Agencourt AMPure XP beads (Beckman Coulter, Brea, CA, US). The single stranded cDNA was ligated with a partial Illumina 5′ adaptor (HZG885:/5phos/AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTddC) using T4 RNA ligase 1 (New England Biolabs, Ipswich, MA, US) and incubated overnight at 22°C. Ligated cDNA was purified on AMPure XP beads and amplified by 20 cycles of PCR using FailSafe PCR enzyme (Epicenter Technologies, Thane, India) and oligos that contain full Illumina adaptors (LC056: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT and unique index primers: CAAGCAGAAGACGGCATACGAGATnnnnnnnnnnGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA, where nnnnnnnnnn indicates index nucleotides) for each sample. The resulting cDNA libraries were purified on AMPure XP beads, size selected using SPRIselect beads (Beckman Coulter, Brea, CA, US), and quantified by Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, US) prior to pooling. The pooled library was run on an Agilent High Sensitivity DNA chip (Agilent Technologies, Santa Clara, CA, US) with an Agilent 2100 Bioanalyzer instrument (Agilent Technologies, Santa Clara, CA, US) to check the quality and average fragment size.

Pooled indexed cDNA libraries were sequenced on an Illumina NovaSeq 6000 system (Illumina, San Diego, CA, US) with a single 111 bp read and 10 bp index read. Demultiplexing and data transformation to generate fastq files was done using bcl2fastq2 (v2.20). Sequencing reads were trimmed using CutAdapt (https://usegalaxy.org/) to remove adapter sequences. Trimmed reads were mapped to the mouse transcriptome (GRCm38, mm10) using HISAT2 (v2.1.0) in Galaxy (https://usegalaxy.org/) with forward strand information and default settings. Bam files were indexed using Samtools and count matrices generated by Genomic Alignments in R. Gene count matrices were generated using annotation information from a Mus_musculus.GRCm38.102.chr.gtf file imported with the rtracklayer (Lawrence et al. 2009) package into R. All downstream analyses were performed using R (Version 3.5.1, https://cran.r‐project.org/). Library normalization and expression differences between samples were quantified using the DESeq2 package (Love et al. 2014). A false discovery rate (FDR) < 0.05 was used as a cutoff in differential expression analyses. We also re‐analyzed 2 previously published datasets from the same mice for the spleen and brain (GSE168068), for comparison of age‐related transcriptomic changes across organs. Primer sequences used for the bulk RNA sequencing experiments are listed in Table S11.

### 4.3 UpSet Plot Analysis

Differentially expressed genes identified in the 8 studied mouse organs (brain, heart, lung, liver, kidney, spleen, skeletal muscle, and testis) with an overall *p*‐value ≤ 0.05 across 6 age groups (3, 5, 8, 14, 20, and 26 months) were used as input data for the Upset plot. DESeq2 package was employed for library normalization and differential expression analysis across samples was based on the likelihood ratio test (LRT) to compute overall *p*‐values across all age groups without specifying a reference. Graphical representation of the Upset plot was performed using the UpSetR (v1.4.0) package in R v4.3.1. Shared and unique organ‐specific genes are shown as connected or single dots, respectively. DEGs which are unique or shared across one or more organs are depicted with black dots (Figure 1D).

### 4.4 Trajectory Analysis

We estimated gene expression trajectories during normal aging by using log‐transformed normalized counts from our RNA‐seq datasets. The normalized counts of individual genes from each mouse organ at the various time points were first subjected to z‐score normalization using the “scale” function in R and the average values of z‐scored normalized counts subsequently used as input data for the time series analysis. Gene expression dynamics across the organs were categorized into 2–5 clusters associated with normal aging on the basis of their partition coefficient (PC) and partition entropy (PE), using the fuzzy c‐means algorithm of the Mfuzz package (v2.62.0) in R v4.3.1, with the optimal fuzzifier determined by the “mestimate” function (Futschik and Carlisle 2005; Kumar and Futschik 2007). To identify unique and shared gene expression trajectories associated with normal aging across the 7 assessed mouse organs, we plotted the most enriched clusters from individual organs on a single graph. This allowed us to visualize and categorize clusters with similar or unique gene expression dynamics. We then performed GO analysis in STRING (https://string‐db.org/) to identify biological processes and functions associated with each cluster (Table S4). The testis with only 29 DEGs was not subjected to trajectory analysis.

### 4.5 Construction of Gene Network Hubs

Age‐related DEGs for the liver, kidney, spleen, lung, and skeletal muscle were input into Cytoscape (v.3.10.0, https://cytoscape.org/) to determine the top 500 (liver), 100 (kidney and spleen‐except for cluster 5 (50)), or 30 (lung, cluster 1), 20 (lung, cluster 2), and skeletal muscle (all genes in clusters 1 and 2) gene hubs per cluster based on maximal clique centrality (MCC). Networks for the top gene hubs of the liver, kidney, spleen, lung, and skeletal muscle were visualized in STRING. STRING interaction networks for the top hub genes were identified using CytoHubba, a plug‐in of Cytoscape. Hub genes were identified according to the number of associations with other genes in the network.

### 4.6 Senescence Pathway Analysis Across Organs

Bulk RNA‐seq expression matrices were log2 (x + 1) transformed per organ. Ages were encoded as numeric months. We computed GSVA scores (Gaussian kernel) (Hänzelmann et al. 2013) for the SenMyo gene set per sample and organ (GSVA v2.0.7). For each organ, we fit

$$\text{SenMyo}\sim {\mathrm{Age}}_{c}\times \text{Organ}+\left(1|\text{MouseID}\right)$$

with a random intercept for Mouse. We tested non‐linearity with GAMs (mgcv (v. 1.9.3); REML; (k = 5)) and report *p* values for the smooth term, effective degrees of freedom, the Spearman rank correlation (SenMyo vs. Age) to summarize the directionality, and Delta 26 M‐3 M as an interpretable effect size. Within each organ we computed Spearman *ρ* between SenMyo GSVA and *Cdkn1a*/*Cdkn2a* expression across samples; *p* values were FDR‐adjusted. For SenMyo per organ representative genes we computed: 1. Age association: Spearman *ρ* (gene vs. Age) with Benjamini–Hochberg FDR. 2. Gene–module coherence: Pearson R (gene vs. SenMyo GSVA). A gene qualified as a driver if FDR_age < 0.05 and sign (R) matched its age direction (Up: *R* > 0; Down: *R* < 0). For each organ, we correlated every SenMyo gene with *Cdkn1a* or *Cdkn2a* (Pearson R), computed FDR across genes, and plotted R vs. –log10(FDR), labeling the top hits by |R|.\n

### 4.7 Analysis of Tissue Specific Age‐Related Gene Expression Dynamics by Linear Mixed Modeling

To identify genes exhibiting tissue‐specific age‐related expression dynamics, we applied LMM across transcriptomic data from eight mouse organs. Expression data were transformed into long format, capturing sample‐wise gene expression alongside metadata for tissue, age, and mouse ID. The model was defined as:

$$\text{Expression}\sim {\mathrm{Age}}^{*}\;\text{Tissue}+\left(1\;|\;\text{Mouse}\right)$$

Here, Age was modeled as a continuous variable to capture age‐associated trends, and Tissue was a categorical variable to account for baseline expression differences across organs. The Age × Tissue interaction term was used to detect tissue‐specific age effects. A random intercept for Mouse was included to account for within‐subject correlation arising from multi‐organ sampling of the same animals. For each gene, we compared the full model (with the Age × Tissue interaction) to a reduced model (excluding the interaction term) using a likelihood ratio test (LRT). The resulting *p* values were adjusted for multiple testing using the Benjamini–Hochberg procedure, and genes with adjusted *p* values < 0.05 were considered to show significant tissue‐specific age‐related expression changes.

For genes exhibiting significant Age × Tissue interaction effects in the LMM, we conducted a follow‐up organ‐wise linear trend analysis to determine the directionality of age‐associated expression changes within each tissue. Specifically, for each gene‐tissue pair, we fitted a simple linear regression model:

Expression~Age

Age was treated as a continuous variable, and the significance of the slope was assessed using the *p*‐value associated with the age coefficient. These *p* values were adjusted for multiple testing using the Benjamini–Hochberg method. Genes with a significant slope (adjusted *p* < 0.05) were labeled as Upregulated (positive slope) or Downregulated (negative slope) within that tissue; otherwise, the gene was marked as No Change. This approach allowed us to construct a directionality matrix, capturing tissue‐specific transcriptional aging trends across the gene set identified by the LMM.

### 4.8 Real‐Time Quantitative PCR

Total RNA was reverse transcribed into cDNA using the iScript cDNA Synthesis Kit (Bio‐Rad, Hercules, CA, USA). Quantitative real‐time PCR was carried out with PowerUP SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) on a StepOnePlus Real‐Time PCR System (Thermo Fisher Scientific). Gene expression levels were normalized to β‐actin (Actb) using the comparative Ct method. Primer sequences are listed in Table S10.

### 4.9 Quantification and Statistical Analysis

Statistical analysis details, including the tests and N number used, are provided in the figure legends.

## Author Contributions

Dan Ehninger conceived the research project and provided supervision; Dan Ehninger, Enzo Scifo, and Kan Xie planned the research project; Sarah Morsy, Enzo Scifo, and Kan Xie performed experiments; Sarah Morsy, Enzo Scifo, and Kan Xie analyzed data; Dan Ehninger, Sarah Morsy, Enzo Scifo, and Daniele Bano contributed interpretation and discussion; Kristina Schaaf and Kan Xie provided technical and scientific support; Sarah Morsy, Enzo Scifo, and Dan Ehninger drafted the manuscript; Daniele Bano and Dan Ehninger provided resources. All authors agreed on the final version of the paper.

## Funding

This work was supported by HORIZON EUROPE Marie Sklodowska‐Curie Actions (101072759).

## Disclosure

Data and Code Availability: Raw data are available on GEO (GSE291420). Analysis code is available at: https://github.com/ehningerd/Morsy‐Scifo_et_al‐mouse_aging_transcriptome.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Temporal gene expression clusters and hub gene networks in the spleen. Mfuzz clustering of z‐scored expression profiles of age‐associated differentially expressed genes (DEGs) in the spleen, illustrating distinct temporal trajectories. Each panel depicts the average cluster trend (bold line) alongside individual gene profiles. Adjacent to each trajectory plot, protein–protein interaction networks of the highest‐ranked hub genes are shown. Hub genes were defined by maximal clique centrality (MCC) scores using CytoHubba and visualized in STRING based on STRING interaction data. Nodes represent genes and edges denote functional associations, with densely connected nodes (“hubs”) indicating potential key regulators. Top 100 genes per cluster are shown except for cluster 5 where we show the top 50 gene hubs.

**Figure S2:** Age‐associated gene expression trajectories and Organ‐Specific Transcriptomic Directionality (A–D) Mfuzz clustering of z‐scored expression profiles of age‐associated differentially expressed genes (DEGs) in lung (A), skeletal muscle (B), heart (C), and brain (D), revealing organ‐specific temporal trajectories during aging. Each cluster panel shows the mean expression trend of individual gene profiles. Protein–protein interaction networks of top hub genes are displayed adjacent to cluster plots, except for heart and brain, where the low number of DEGs precluded network construction. Hub genes were ranked by maximal clique centrality (MCC) using CytoHubba and visualized in STRING based on STRING interaction data. Nodes represent genes and edges indicate functional associations, with highly connected “hubs” potentially serving as key regulatory points. For network visualization, the following hub gene sets were used: lung ‐ top 30 genes for cluster 1 and top 20 for cluster 3; skeletal muscle ‐ all genes in clusters 1 and 2. (E) Tissue‐specific directionality of age‐related transcriptional changes derived from linear mixed‐effects modeling (LMM). Heatmap showing genes with significant Age‐by‐Tissue interaction effects (LMM, adjusted *p* < 0.05), followed by linear trend tests within each organ to determine directionality. Rows represent individual genes and columns represent organs. Colors indicate age‐associated expression changes: red = upregulated, blue = downregulated, and white = not significantly changed within each tissue. The matrix highlights both consistent and divergent aging trajectories across organs.

**Figure S3:** Organ‐specific dynamics and drivers of the senescence/myofibroblast program (SenMyo) (A) LMM age slopes (per month). Estimated age effects of SenMyo activity (GSVA score) from a linear mixed model: SenMyo ~ Age × Organ + (1|MouseID). Bars show slope (GSVA units/month) ±95% CI from ‘emtrends’. Kidney and spleen show the steepest increases; liver is ~0/slightly negative. (B) SenMyo activity across age. Mean (±SE) SenMyo GSVA scores per age group and organ, computed with GSVA (Gaussian kernel) on the full transcriptome within each organ. Trajectories highlight early/strong rise in kidney, later/moderate rises in spleen/heart/brain, late shift in skeletal muscle, and flat profiles in lung and liver. (C) GAM summary per organ. For each organ, a GAM was fit to SenMyo vs. age (GAM: SenMyo ~ s(Age), REML). Point position = Spearman *ρ* (SenMyo vs. age); point size = −log10(*p* for the smooth term; capped for display); color encodes the sign of *ρ*; labels show Δ = mean change (26 M–3 M). (D) Heatmap of the top 20 age‐upregulated genes per organ that are coherent with the module. Each gene met (i) significant gene–age association (Spearman FDR < 0.05 within organ) and (ii) positive coherence with SenMyo (Pearson R between gene expression and SenMyo across samples); ranking = |R| × |*ρ*_age| × −log10(FDR_age). (E) Heatmap of Spearman correlations between SenMyo GSVA and Cdkn1a or Cdkn2a (p16) per organ. (F) Per‐gene Pearson correlations with markers. For each organ and marker (columns within facets), scatter of gene–marker Pearson correlations (R, x‐axis) vs. –log10(FDR) for the gene's age association (y‐axis). Points are colored by correlation sign (red = positive, blue = negative); select genes are labeled.

**Figure S4:** Validation of age‐associated gene expression changes in the spleen. RT–qPCR analysis of selected aging‐associated genes in the spleen across different age groups. Gene expression levels were normalized to β‐actin using the 2^−ΔCT^ method. Violin plots display the distribution of relative mRNA expression per group, with mean ± SEM indicated. Violin plot shows upper and lower quartiles (lightly dotted lines) and the median (bold dotted line). Statistical analysis was performed using one‐way ANOVA with age as a between‐subjects factor, followed by Tukey's post hoc test. Significance levels: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. ^denotes ANOVA *p* value indicating overall age effect.

**Figure S5:** Validation of age‐associated gene expression changes in the kidney and liver. RT–qPCR analysis of selected aging‐associated genes in the kidney and liver across different age groups. Gene expression levels were normalized to β‐actin using the 2^−ΔCT^ method. Violin plots display the distribution of relative mRNA expression per group, with mean ± SEM indicated. Violin plot shows upper and lower quartiles (lightly dotted lines) and the median (bold dotted line). Statistical analysis was performed using one‐way ANOVA with age as a between‐subjects factor, followed by Tukey's post hoc test. Significance levels: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. ^denotes ANOVA *p* value indicating overall age effect.

**Table S1:** Total identified genes across mouse organs during normal aging. The DESeq2 package was employed for library normalization and differential expression analysis across samples. Log‐transformed normalized abundances of the 8 assessed mouse organs including the brain, heart, lung, liver, kidney, spleen, skeletal muscle, and testis, are shown. Organs were harvested from male C57BL/6J mice at 3, 5, 8, 14, 20 and 26 months. Abbreviations: Lv‐ liver, Kd‐ kidney, Sp‐ spleen, Lg‐ lung, SkM‐ skeletal muscle, Ht‐ heart, Br‐ brain and Ts‐ testis; 3, 5, 8, 14, 20 & 26 M‐ denotes age in months.

**Table S2:** Summary of differentially expressed genes (DEGs) across mouse organs and age groups. The DESeq2 package was employed for library normalization and differential expression analysis across samples using the likelihood ratio test (LRT) to compute overall *p* values across all age groups without specifying a reference. Genes with an adjusted *p* value ≤ 0.05 were determined to be significantly differentially expressed. The 8 assessed mouse organs include the liver, kidney, spleen, lung, skeletal muscle, heart, brain, and testis. Organs were harvested from male C57BL/6J mice at 3, 5, 8, 14, 20 and 26 months.

**Table S3:** Principal component analysis of age‐related differentially expressed genes for the 8 assessed mouse organs. The principle components (PC), standard deviation, proportion of variance and cumulative proportion are indicated for the mouse organs liver, kidney, spleen, lung, skeletal muscle, heart, brain, and testis.

**Table S4:** Functional annotation of organ clusters for the liver, kidney, spleen, lung, skeletal muscle, heart and brain. Gene ontology enrichment analysis of the most enriched clusters for the 7 assessed mouse organs was done in STRING. GO analysis was done for 5 clusters (spleen), 3 clusters (liver), 2 clusters (heart, kidney, lung and skeletal muscle) and 1 cluster (brain).

**Table S5:** Organ‐resolved senescence module analysis. Mouse genes comprising the SenMyo senescence module, as defined in Saul et al., Nat Commun (Saul et al. 2022), which we used as the basis for downstream scoring are indicated in (A). GSVA‐derived SenMyo module activity scores for each sample and organ across age are shown in (B). Linear mixed‐effects model (LMM) testing age‐dependent changes in SenMyo activity, including fixed effects of organ, an Age × Organ interaction, and mouse‐specific random intercepts are summarized in (C). Generalized additive model (GAM) fits for each organ, capturing non‐linear SenMyo trajectories with age are indicated in (D). The full ranked matrix of genes contributing to SenMyo progression in each organ, and (ii) the top 20 age‐upregulated SenMyo genes per organ, based on joint association with age and concordance with SenMyo activity are shown in (E). The correlation between SenMyo GSVA scores and canonical senescence markers *Cdkn1a* and *Cdkn2a* in each organ is indicated in (F). Gene‐level Pearson correlations between each individual SenMyo gene and Cdkn1a or Cdkn2a, by organ, highlighting organ‐specific coupling between canonical checkpoints and module components are reported in (G).

**Table S6:** Gene hubs and functional annotation for DEGs in the aging liver, kidney, spleen and lung. Gene ontology enrichment analysis of the most enriched gene hubs for the 4 assessed mouse organs was done in STRING.

**Table S7:** Gene hubs and functional annotation of shared DEGs in the aging kidney, liver, and spleen. Gene ontology enrichment analysis of the most enriched gene hubs for the 3 assessed mouse organs was done in STRING.

**Table S8:** Correlation analysis and functional annotation of shared gene hubs kidney‐liver, kidney‐spleen, liver‐spleen and liver, kidney and spleen. Shared DEGs between organ pairs were assessed for correlation of gene changes using Spearman's rank correlation coefficient. Gene ontology enrichment analysis of the most enriched gene hubs for the 3 mouse organ pairs was done in STRING. Abbreviations: Kd‐ kidney, Lv‐ liver, and Sp‐ spleen.

**Table S9:** Linear mixed‐effects modeling and tissue‐specific trend analysis across eight murine organs. Significant genes determined by the linear mixed‐effects model (LMM), matrix summarizing the directionality of age‐related gene expression and Gene ontology (GO) enrichment analysis, are indicated. Abbreviations: Br‐ brain, Kd‐ kidney, Lv‐ liver, Sp‐ spleen, SM‐ skeletal muscle; Sig‐significant, Up‐ upregulated and Down‐ downregulated.

**Table S10:** Validation target genes and primers used for real‐time qPCR. A subset of DEGs in the bulk RNA‐seq datasets obtained from the liver, kidney, spleen and lung, were selected for validation by qPCR. Target genes were chosen based on their high expression levels and enrichment as hub genes among DEGs in any of the four organs. Abbreviations: Lv‐ liver, Kd‐ kidney, Sp‐ spleen, Lg‐ lung; Sig‐significant, Up‐ upregulated and Down‐ downregulated.

**Table S11:** Primers used for bulk RNA sequencing experiments. Reverse index primers used are 10 nt DNA indexes with 5 nt editing distance between any two indexes, as previously described by Hou et al. 2015 (Hou et al. 2015).

## Data Availability

The data that support the findings of this study are openly available in GEO Repository at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE291420, reference number GSE291420.

How the deposited data were processed for this re-analysis (not part of the article)

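The deposited tables of 6 organs were used, with 45 male mice, 270 columns and 6 age groups, and 0 columns were left out. The deposited values are a signal, gene counts that the authors divided by DESeq2 size factors within each organ. The authors trimmed reads with CutAdapt, aligned them in Galaxy to GRCm38 with HISAT2 and counted them on Ensembl genes with GenomicAlignments. Reads were single, libraries were amplified by PCR, and the authors describe no molecular identifiers. In each library 100% of the values were whole multiples of 1 step, and this step gave back the whole reads. Spleen, brain and the qPCR measurements were not analysed here.

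Depth in the libraries labelled liver ranged from 2877807 to 8516423 at 3 M, 3421489 to 11317670 at 5 M, 4572555 to 6724932 at 8 M, 4849709 to 9845416 at 14 M, 7095118 to 15849909 at 20 M and 7392448 to 14329569 at 26 M. Depth in kidney ranged from 5275285 to 14420629 at 3 M, 5230524 to 13460212 at 5 M, 5246400 to 28477006 at 8 M, 3809071 to 8878724 at 14 M, 4176085 to 9010499 at 20 M and 5188694 to 17759352 at 26 M. Depth in lung ranged from 5006610 to 12056405 at 3 M, 6326120 to 14397811 at 5 M, 4806701 to 12169419 at 8 M, 3631239 to 10939481 at 14 M, 2356992 to 8888056 at 20 M and 4702828 to 11979010 at 26 M. Depth in heart ranged from 5134683 to 11157535 at 3 M, 4939294 to 26695381 at 5 M, 5699387 to 11144311 at 8 M, 6121468 to 11691567 at 14 M, 5411149 to 14151822 at 20 M and 8180358 to 11278123 at 26 M. Depth in skeletal muscle ranged from 8373933 to 15874132 at 3 M, 5368121 to 14068881 at 5 M, 8066797 to 15444327 at 8 M, 8335341 to 16024299 at 14 M, 8598059 to 20108970 at 20 M and 6068226 to 13740428 at 26 M. Depth in testis ranged from 10365900 to 15811030 at 3 M, 10654286 to 16584849 at 5 M, 10110187 to 19848304 at 8 M, 9421532 to 15708813 at 14 M, 10347232 to 14308791 at 20 M and 10549927 to 13346423 at 26 M.

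Genes with at least 10 normalized counts in at least 5 samples of an organ were tested, a pseudocount of 1 was added and log2 values were used. limma with a trended prior gave a two-sided moderated F-test over the 6 age groups, and p-values were adjusted within each organ by the Benjamini-Hochberg method at 0.05. Contrasts of 8 and 3 M, 14 and 8 M, 20 and 14 M and 26 and 20 M and the late change (20 and 26 M against 3, 5 and 8 M) came from the same fit. PC1 was taken from the z-scored age-group means of the DEGs, with its SD from a bootstrap of the mice within ages. Trajectories were clustered by fuzzy c-means, with 3 clusters for kidney, heart and the libraries labelled liver and 2 clusters for skeletal muscle. SenMyo scores came from GSVA, and their age slopes from a mixed model of 5 organs with a random intercept per mouse. Smooth age terms came from generalized additive models. Correlations were tested with 100000 permutations, two-sided, and the 10 couplings of the score were adjusted together. The interaction of age and tissue was an F-test with the mouse as a block. A rho of 0.5 over the age-group means was used for genes shared by kidney and the libraries labelled liver. For the counts of DEGs, SenMyo genes, interaction genes, unique trends and genes of the contrasts, and for the difference between the sets of mice, the samples were also regrouped in 100 splits; of the contrasts with 5 M this was done for kidney between 5 and 3 M alone.

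For each organ, the genes reported are those that the paper names for it at the claim and the 5 genes with the smallest p in the F-test. Results of some of these genes are not reported. Each of the others is given with its late change, and group means with SD are given for *Cdkn1a*, *Cdkn2a* and a fixed set of the named genes. Counts adjusted over a list alone are those of the F-test across ages, not of the late contrast. Lists of marker genes were compiled for hepatocyte, kidney tubule, brain, testis germ cell, skeletal muscle fibre, cardiomyocyte, lung epithelium, pancreas acinar, adipocyte, erythroid, plasma and B cell, T cell, macrophage, endothelium and fibroblast.

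The alternatives were a pseudocount of 0.1, no filter, quantile normalization, the DESeq2 likelihood ratio test, the edgeR quasi-likelihood F-test with TMM, a linear age trend, each of the 5 mice of 26 M left out in turn, a fit of the 2 age groups of a contrast alone and a PCA of the 45 samples. For the score they were a filtered universe, the mean z-score, no replicate block and couplings with the age group taken out, and for clusters 1 cluster more and k-means. Chosen after seeing the data were the contrasts of 5 and 3 M and of 8 and 5 M with all their alternatives, the suffix b as a batch term, 2 components of foreign marker lists as covariates, the 2 sets of mice as a replicate block (for DEGs, contrasts between ages, named genes and the score), log2 depth as a covariate, length and GC content regressed out of each library and clusters of the DEGs by the DESeq2 likelihood ratio test. The lung clusters were not run.

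The steps were tested on simulated data with planted changes. The F-test recovered 188 of 188 changed genes and called 5 others, the contrast of 20 and 14 M recovered 179, and the linear trend recovered 187. The likelihood ratio test recovered 195 of 200 and called 23 others, and the interaction test recovered 175 of 199. A planted log2 change of 1.58 was fitted at 1.55, and a set with a planted slope had a GSVA rho of 0.928 with age against 0.036 for a set without one. Whether organs of 1 label came from 1 mouse was checked by correlating, over 13632 genes, each mouse's deviation from its age group between organs. The median correlation was 0.570 between heart and the libraries labelled liver, 0.146 between heart and skeletal muscle, and from -0.162 to 0.140 for the other pairs.

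Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, lme4 1.1.37, lmerTest 3.1.3, emmeans 1.11.2.8, mgcv 1.9.3, e1071 1.7.16, Python 3.11, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.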

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

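All tests in this part were chosen only after the result was seen, except those of brain RNA in the libraries labelled liver, liver RNA in lung, blood in heart and depth for the electron transport and secreted protein genes (the ways to call libraries late were added after). Not counted among these are the interaction of the score and the 720 orders of the ages, which are repeated from the results above. Outside the table labelled liver, differences between ages, organs and mice remain open as untested biological explanations throughout.

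A departure from the organ's name was seen in the table labelled liver, where the median of *Myh6* at 3 M was 250731 normalized counts. The change of this table may come from heart RNA in the libraries of 3 to 14 M, as it had an r of 0.928 across genes with the difference between liver and heart libraries. The rise of synaptic genes in it may come from brain RNA, since abundant brain transcripts were 3.21 times the receptor genes at 20 and 26 M. A difference in depth is not a likely cause of the rise of secreted protein genes, which was 6.29 among 14 libraries of matched depth against 9.62 over all, and 22 of the 3432 ways to call 7 of the 14 late gave a change as large. The fall of electron transport genes was -1.28 at matched depth against -2.31 over all, and 370 of the 3432 ways gave a change as large. The early libraries of matched depth mixed tissues, as they included a library of 14 M with 5.39% of its reads on the hepatocyte list. The test at matched depth alone can therefore not tell depth, age and the loss of cardiomyocyte transcripts apart for these genes. In 14 of the 33 libraries of 3 to 14 M, the reads were those of the heart library of the mouse. The level in these 14 is thus not a level of liver, which argues against aging of the liver as the cause of the fall from them. With log2 depth as a covariate 2050 of the DEGs of the libraries labelled liver also passed, and how much depth adds to the others stays open; the change of all tested genes at matched depth had an r of 0.770 with that of the other libraries, which 237 of the 3432 ways also reached. With length and GC content regressed out 7398 passed, and with the suffix b as a batch term 7861 passed, so neither is a likely cause.

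In kidney, 5001 DEGs also passed with depth as a covariate, 4369 with length and GC content regressed out, 3759 with foreign RNA as covariates and 4425 with the suffix b as a batch term, so none of these is a likely cause of most DEGs. Between 5 and 3 M, 1942 kidney genes differed, and 2 of the 100 splits were as large, the real groups themselves and 1 split drawn equal to them. Of these genes 94.7% still differed with depth as a covariate, 68.2% with length and GC content regressed out and 100% with the sets of mice as a block, so these are not likely causes of most. With foreign RNA as covariates 39.2% did and with the suffix b 49.0%, and these cannot be told apart from age for the others. In lung 1 DEG passed with depth as a covariate, 0 with length and GC content regressed out and 1 with the suffix b, and these causes cannot be told apart from age, while 8 passed with foreign RNA as covariates. In heart the counts could not be laid to these causes, with 77 for depth, 61 for length and GC content, 63 for foreign RNA and 78 for the suffix b. In skeletal muscle they were 101 for depth, 54 for length and GC content, 103 for foreign RNA and 101 for the suffix b, and in testis 11 for depth, 9 for length and GC content and 11 for foreign RNA.

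PC1 of the heart libraries parted the mice into 2 sets. The authors collected tissues over 2 days with the ages spread evenly, but the day of each mouse is not given, so whether the sets follow the day was not tested. 1 of the 100 splits had as many genes as this division in each of kidney, lung, skeletal muscle and testis, the division itself, while in the libraries labelled liver the heart reads build the difference in. With length and GC content regressed out, 77.5% of the genes of kidney that differed, 53.5% of lung, 77.6% of skeletal muscle and 86.5% of testis still did, so these are not likely causes of most. With depth as a covariate 99.2% of kidney, 81.1% of skeletal muscle and 98.8% of testis still did, but 44.1% of lung, where depth and set cannot be told apart, and the cause was not tested further. A difference between the sets is not a likely cause of the age slope of the heart score, which was 0.0120 with the sets as a block (adjusted p = 0.00154). The slope was 0.0174 in 1 set and 0.00526 in the other, and whether they differ stays open (permutation p = 0.079, two-sided).

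The real groups are counted as 1 of the 100 splits in all counts of this paragraph. For the number of DEGs, 1 of the 100 splits was as large in the libraries labelled liver, 1 of the 100 splits in kidney, 3 of the 100 splits in lung, 2 of the 100 splits in heart, 1 of the 100 splits in skeletal muscle and 2 of the 100 splits in testis. The largest other split gave 3 genes in the libraries labelled liver, 0 in kidney and 66 in skeletal muscle. The largest other split of the heart gave 1079 genes and that of the testis 3773, and 83.3% and 66.7% of their late group were of the set of 24 mice. This share was 25% in the largest other splits of the libraries labelled liver and of lung, which gave 3 and 29 genes. The share alone therefore does not account for the large splits, and their cause was not tested further. With the sets as a block, the real groups gave 380 DEGs in heart and 12 in testis. For SenMyo genes correlated with age, 1 of the 100 splits was as large in kidney and 1 of the 100 splits in the libraries labelled liver, with 3 of the 100 splits in heart, 2 of the 100 splits in skeletal muscle and 100 of the 100 splits in lung. For the interaction, which 10732 genes passed, 1 of the 100 splits was as large. For unique trends, 1 of the 100 splits was as large in the libraries labelled liver and in skeletal muscle, 2 of the 100 splits in kidney, 3 of the 100 splits in heart and in testis and 60 of the 100 splits in lung. Between 20 and 14 M, 1 of the 100 splits was as large in kidney, skeletal muscle and the libraries labelled liver, 2 of the 100 splits in heart and 100 of the 100 splits in lung and testis. Between 26 and 20 M, 2 of the 100 splits were as large in kidney, 14 of the 100 splits in lung, 6 of the 100 splits in skeletal muscle and 100 of the 100 splits in heart, testis and the libraries labelled liver. Between 14 and 8 M, 2 of the 100 splits were as large in kidney and 100 of the 100 splits elsewhere, and between 8 and 3 M 100 of the 100 splits were in every organ. Of the 720 orders of the ages, 165 gave as many shared genes with a rho of at least 0.5. The score differed between organs in its age slope, with an interaction p of 8.04e-13.

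Single mice stood apart in 34 of 204 groups of values, with 10.2 expected. For *Cdkn2a* these were 13.6 at 5 M in the libraries labelled liver, 23.8 at 3 M in kidney, 278 at 5 M, 70.5 at 20 M and 100.0 at 26 M in lung, 10.8 at 14 M and 16.0 at 20 M in heart, 29.6 at 8 M and 66.3 at 26 M in skeletal muscle and 108 at 8 M in testis. Genomic DNA in the library may raise it, as the rho of *Cdkn2a* with the share of reads on receptor genes was 0.496 in kidney, 0.490 in lung and 0.575 in skeletal muscle, while in heart it was 0.126. The late rise of *Cdkn2a* in heart was 1.32 with that share as a covariate, so this is not a likely cause of it. For *Cdkn1a*, they were 401 at 20 M in the libraries labelled liver, and 835 in heart and 706 in skeletal muscle for 1 mouse of 20 M. That mouse was highest in 3 of 6 organs and ranked 6 of 7 in testis (121) and in the libraries labelled liver (23.2), which argues against high *Cdkn1a* in every organ, while in lung it ranked 2 of 7 (433), and a cause shared by some organs cannot be told apart from separate causes.

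In the libraries labelled liver, *Alb* stood apart at 263 at 3 M, 7895 at 8 M, 135504 at 14 M and 555806 at 26 M, *Gria2* at 218 at 3 M and 2487 at 8 M, and PC1 at -0.461 at 3 M and 0.632 at 8 M. In kidney *Icam1* was 26.3 in 1 mouse of 8 M, and *Ppargc1a* was 1467 at 20 M and 1769 at 26 M. In lung *Cxcl9* was 85.2 at 3 M, 2955 at 20 M and 3928 at 26 M, and the score was -0.0838 in 1 mouse of 26 M. T cells in the lung library may raise *Cxcl9*, as its rho with the T cell list was 0.406. In heart *Hbb-bs* was 12188 at 14 M and *Ccl8* 207 at 20 M. In skeletal muscle *Col1a1* was 1502 at 14 M, *Amd1* 15229 at 5 M and PC1 1.90 at 20 M, and in testis PC1 was 0.390 at 3 M. Low depth of the library may add to the values outside the libraries labelled liver, as 14 of 24 were in the 2 libraries of their group with the fewest reads, with 7.00 expected (exact test, one-sided p = 0.00557 over 21 distinct libraries), while 6 were in the library with the fewest (exact test, one-sided p = 0.173) and 10 in neither of the 2. RNA from the other organs could explain 0 of 20 high values. The hepatocyte genes of the lung may come from liver RNA, with a rho of 0.811 with the hepatocyte list, and the erythroid genes of the heart from blood, with a rho of at least 0.762 among them. The brain list reached 1.15% of the reads of a kidney library, and this was not tested further.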

How the results depend on the processing

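Alternatives named as batch, covariate, block or length and GC content, clusters of DEGs by the likelihood ratio test, and the contrasts of 5 and 3 M and of 8 and 5 M with all their alternatives, were chosen only after the result was seen; all others were set before the data were examined.

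Of 1992 values for 249 named genes, 1907 stayed the same, 43 became weaker, 36 stronger and 6 reversed. These values cover the other pseudocount, quantile normalization, edgeR and single mice left out, but no covariate, batch or block alternative. With foreign RNA as covariates, 29 of 101 named genes of the libraries labelled liver took the other direction. Of these 101 genes 5 passed, against 94 without the covariates. In each other organ at most 1 named gene took the other direction with them. Of 703 values for 83 other results 578 stayed the same. The causes of the moves were not tested unless a cause is given.

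The DEGs of the libraries labelled liver fell to 1 with 2 foreign-RNA components as covariates and to 2076 with log2 depth, and 26 genes differed between 26 and 20 M with no filter. In kidney 1942 genes differed between 5 and 3 M, with 971 under the suffix b as a batch term and 870 under foreign RNA as covariates, and 3 did between 8 and 5 M with foreign RNA as covariates. A linear age trend gave 2779 kidney DEGs; between 14 and 8 M 25 genes differed with no filter, 52 with quantile normalization and 1 with the fit of the 2 age groups alone, which gave 423 between 26 and 20 M. The lung had 0 DEGs with no filter (2331 at an unadjusted p under 0.05), 0 with quantile normalization (2043 unadjusted), 112 by edgeR, 617 by DESeq2 and 25 by a linear trend. It had 1 with the suffix b as a batch term, 37 with foreign RNA as covariates, 206 with the sets of mice as a replicate block, 2 with log2 depth and 0 with length and GC content regressed out. Between 20 and 14 M 1 lung gene differed by edgeR and 2 with the sets of mice as a replicate block, and between 26 and 20 M 0 did with a pseudocount of 0.1 (2490 unadjusted), 0 with no filter (2698), 0 by edgeR (3132) and 0 with the 2 age groups alone. The heart had 52 DEGs with no filter, 162 by edgeR, 341 by DESeq2, 241 by a linear trend, 120 with foreign RNA as covariates and 380 with the sets of mice as a replicate block. Between 20 and 14 M 10 heart genes differed with no filter, 61 by edgeR, 190 with the sets of mice as a replicate block and 0 with the 2 age groups alone, and between 26 and 20 M 1 did by edgeR. Skeletal muscle had 288 DEGs by DESeq2, 316 by a linear trend, 186 with the sets of mice as a replicate block and 57 with length and GC content regressed out. Between 20 and 14 M 14 of its genes differed with quantile normalization, 64 with the sets of mice as a replicate block and 2 with the 2 age groups alone, and between 26 and 20 M 3 did with no filter and 0 with the 2 age groups alone. Testis had 28 DEGs by DESeq2, 41 by a linear trend and 22 with foreign RNA as covariates, and 1 gene differed between 20 and 14 M with quantile normalization and 1 with the sets of mice as a replicate block.

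In the PCA of the 45 samples PC1 held 62.0% in the libraries labelled liver, 29.1% in kidney, 72.1% in lung, 50.5% in heart, 47.1% in skeletal muscle and 60.2% in testis. The share of the lung was 78.8% with a pseudocount of 0.1, and with DESeq2 DEGs it was 60.4% in lung, 76.0% in heart and 73.6% in skeletal muscle. The DEGs shared by kidney, lung and the libraries labelled liver numbered 0 with no filter, 0 with quantile normalization and 202 by DESeq2, with which 728 genes shared by kidney and the libraries labelled liver had a rho of at least 0.5. Testis had 0 unique trends with a pseudocount of 0.1. The largest cluster of the libraries labelled liver held 33.3% with 1 cluster more, 53.0% with k-means and 43.5% with DEGs by DESeq2, and that of the kidney 35.4% with 1 cluster more. In heart it held 29.1% with 1 cluster more and 61.9% with DEGs by DESeq2, and in skeletal muscle 46.2% and 61.1%. Lung clustering, with 1 cluster more and with k-means, was not run.

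The age slope of the lung score reversed to -0.00551 with the mean z-score, and that of skeletal muscle was 0.00786 with the filtered universe and 0.0118 with the mean z-score. With the mean z-score, the coupling of the score with *Cdkn2a* reversed to 0.348 in lung and 0.253 in skeletal muscle, and that with *Cdkn1a* was 0.284 in heart, against 0.390, and 0.313 in the libraries labelled liver, against 0.515, where both pool 28 cardiomyocyte libraries with 17 others and are not read as a relation. With the age group taken out, the couplings of the heart were 0.201 with *Cdkn1a* and -0.0553 with *Cdkn2a*. Quantile normalization reversed *Acadm* to 0.098 and *Glud1* to 0.086 in kidney.

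With 1 mouse of 26 M left out, DEGs ranged from 1 without c620 to 236 without c3668 in lung (39 and 5 between), from 47 without c3775 to 90 in heart and from 7 without c620 to 12 in testis. Genes that differed between 26 and 20 M ranged from 491 without c3667 to 1144 in kidney (661 between), from 0 to 155 without c3668 in lung and from 0 to 2 without c620 in skeletal muscle. PC1 ranged from 76.1% to 92.8% in lung (80.9% and 82.0% between) and from 75.1% to 81.7% in skeletal muscle. DEGs shared by the 3 organs ranged from 0 to 47 without c3668 (1 and 12 between), SenMyo genes correlated with age from 0 to 4 in lung (3 between) and from 0 to 3 in skeletal muscle, and unique trends from 0 to 16 in lung (6 and 9 between) and from 2 to 8 in testis (3 and 4 between). The slope of the libraries labelled liver ranged from -0.00300 to 0.00143 without c3668, and the coupling of skeletal muscle with *Cdkn1a* from -0.00973 without c2293 to 0.0606. Late changes that reversed were those of *Hao2* in lung, from -0.053 without c3667 to 0.41, and *Mgp* in heart, from -0.028 without c3667 to 0.11. Those of *Cdkn2a* ranged from -0.46 to 0.042 without c3775 in lung and from -0.085 to 0.016 without c620 in testis.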

Differences from the paper's values

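The paper gives 604 DEGs in lung and 8 were found here; among the alternatives set before the data were examined, the DESeq2 likelihood ratio test gave 617. For heart the paper gives 342 and 79 were found here, with 341 by DESeq2 and 241 by a linear age trend. For skeletal muscle the paper gives 290 and 104 were found here, with 288 by DESeq2 and 316 by a linear age trend. For testis the paper gives 29 and 11 were found here, with 28 by DESeq2 and 41 by a linear age trend. The paper gives 209 DEGs shared by kidney, liver and lung and 3 were found here, with 202 by DESeq2. The other alternatives set before the data were examined did not close these gaps. Of the alternatives chosen after seeing the data, the sets of mice as a replicate block gave 380 in heart and foreign RNA as covariates gave 22 in testis.

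The paper calls the smooth age term of the skeletal muscle score significant, and its p here was 0.0620. The paper states a strong coupling of the score with *Cdkn2a* in kidney, and its rho here was 0.210. The paper states that *Cdkn1a* rises in lung, and its late change here was 0.34 with a limma adjusted p of 0.842. The paper states that *Cdkn2a* rises in skeletal muscle, and the limma adjusted p here was 0.182. The paper describes *Cdkn1a* and *Cdkn2a* as minimally expressed in testis, and their means here were 132 and 63.2 normalized counts. The paper names *Il6* and *Tnf* as key regulators in kidney and *Cdkn2a* as upregulated there, and these genes, with means of 2.93, 2.46 and 3.31, did not pass the filter here. The paper names *Lag3* as upregulated in kidney, and its limma adjusted p in the F-test was 0.131, with 0.0203 by DESeq2. The paper names 7 genes of a second lung cluster, of which 0 passed here over all genes and 7 by DESeq2. The paper names *Hbb-bs*, *Alas2* and *Mgp* among the DEGs of the heart, of which 0 passed here and *Hbb-bs* passed by DESeq2 with an adjusted p of 0.00817. The paper names *Adra1a* and *Vamp8* as upregulated in liver and *Drd1* as a hub of the same cluster, and the late changes of *Adra1a* (-0.25), *Vamp8* (0.42) and *Drd1* (1.31) did not pass here. By DESeq2 the adjusted p was 0.0351 for *Vamp8*, 0.0482 for *Drd1* and 0.216 for *Adra1a*. The paper describes shifts in skeletal muscle from 8 M, and 0 genes differed here between 8 and 3 M (347 at an unadjusted p under 0.05) or between 14 and 8 M (224 unadjusted). The paper describes kidney as stable until 8 M, and in another place as fluctuating from young adulthood, and 1942 kidney genes differed here between 5 and 3 M, a contrast chosen after seeing the data. The paper describes a continued increase in heart at 26 M, and PC1 here was 1.11 at 20 M and 0.768 at 26 M. The paper describes a second liver cluster that falls until 14 M and rises from 20 M. None of the 3 fuzzy clusters of limma DEGs fell from 5 to 14 M and rose at 20 M. A cluster with 24.0% of the limma DEGs did with 1 cluster more, and a cluster with 24.1% did with k-means. Both alternatives were set before the data were examined, and in both the fall lay between 5 and 8 M. With DEGs by DESeq2, an alternative chosen after seeing the values, a cluster with 20.8% of the genes also fell and rose in this way.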

Other observations

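The tests in this part were chosen only after the result was seen.

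Late changes in the libraries labelled liver had a median of 9.54 over the hepatocyte list, 3.85 over kidney tubule, 1.75 over brain, -5.72 over testis germ cell, -1.44 over skeletal muscle fibre, -10.10 over cardiomyocyte, -0.60 over lung epithelium, -3.31 over adipocyte, -4.63 over erythroid, -2.10 over endothelium, -2.24 over fibroblast and -0.33 over macrophage. Of 7 endothelium genes 7 were DEGs there, and all 7 also passed the filter in heart. The cardiomyocyte list was the largest in 28 of 33 libraries of 3 to 14 M, and 14 libraries labelled liver held the same reads as the heart library of the mouse. In those 14 the reads are thus the reads of a heart library. For the other libraries with the cardiomyocyte list largest, a hypothesis is that they hold heart RNA or heart reads. The r of 0.928 across genes, over all libraries of 3 to 14 M, goes with it. Sequencing stored liver RNA again would test it.

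In kidney, 8 of 8 macrophage genes, 4 of 5 plasma and B cell genes and 4 of 5 T cell genes were DEGs, with medians of 2.11, 1.91 and 1.52. A hypothesis is that immune cells increase in the kidney with age, and cell counts in sections would test it. The fibroblast list of the kidney had a median of 1.54, the kidney tubule list -0.46, the hepatocyte list -0.45, the brain list -1.07 and the endothelium list -0.32.

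In lung, the plasma and B cell list had a median of 1.35 with 1 DEG, the T cell list 0.96, the pancreas acinar list 0.66 and the adipocyte list -0.76. The macrophage list of the heart had a median of 0.50 with 1 DEG, and the erythroid list -1.11. In skeletal muscle 3 of 7 fibroblast genes were DEGs with a median of -0.87, and in testis the macrophage list had a median of 0.51. A hypothesis is that plasma cells accumulate in lung with age, as *Jchain* rose by 2.78; staining of sections would test it.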
